# Evolution of Gene Expression in the Uterine Cervix related to Steroid Signaling: Conserved features in the regulation of cervical ripening

**DOI:** 10.1038/s41598-017-04759-6

**Published:** 2017-06-30

**Authors:** Günter P. Wagner, Mauris C. Nnamani, Arun Rajendra Chavan, Jamie Maziarz, Stella Protopapas, Jennifer Condon, Roberto Romero

## Abstract

The uterine cervix is the boundary structure between the uterus and the vagina and is key for the maintenance of pregnancy and timing of parturition. Here we report on a comparative transcriptomic study of the cervix of four placental mammals, mouse, guinea pig, rabbit and armadillo, and one marsupial, opossum. Our aim is to investigate the evolution of cervical gene expression as related to putative mechanisms for functional progesterone withdrawal. Our findings are: 1) The patterns of gene expression in eutherian (placental) mammals are consistent with the notion that an increase in the E/P4 signaling ratio is critical for cervical ripening. How the increased E/P4 ratio is achieved, however, is variable between species. 2) None of the genes related to steroid signaling, that are modulated in eutherian species, change expression during opossum gestation. 3) A tendency for decreased expression of progesterone receptor co-activators (NCOA1, -2 and -3, and CREBBP) towards term is a shared derived feature of eutherians. This suggests that parturition is associated with broad scale histone de-acetylation. Western-blotting on mouse cervix confirmed large scale histone de-acetylation in labor. This finding may have important implications for the control of premature cervical ripening and prevention of preterm birth in humans.

## Introduction

Pregnancy of eutherian mammals is characterized by an extensive period of gestation, maternal recognition of pregnancy, and often deeply invasive placentation^1–5^. Here we study the origin of eutherian pregnancy by investigating gene expression in a key component of the female reproductive tract, the uterine cervix, a key organ for the maintenance of human pregnancy^6–11^. Premature shortening of the cervix is the strongest clinical predictor of premature birth^10^. It is also critically important for making term delivery possible in humans^10^, mice^8^, sheep^12^, cow^13, 14^. How cervical remodeling is regulated is one of the major unanswered questions in female reproductive biology and critical for research on the prevention of prematurity^15^. In this study we focus on genes related to progesterone (P4) and estrogen (E) signaling. An increase in the E to P4 signaling ratio is associated with the onset of labor in various eutherian animals^16, 17^.

Cervical ripening is the transformation of the extracellular matrix of the uterine cervix that eventually allows its distention during the extrusion phase of parturition^6–8^. In eutherian mammals physiological cervical ripening is caused by a weakening of progesterone signaling relative to estrogen signaling through a process of functional progesterone withdrawal (FPW)^16–19^. FPW can be caused by local expression of catabolic enzymes, or the down-regulation of genes involved in the progesterone signal transduction^19, 20^. A paradigmatic example of the role of catabolic enzymes in FPW is the up-regulation of 5-α steroid reductase (SRD5A1) in the mouse cervix, which has been shown to be essential for cervical remodeling^21^. Here we present evidence that FPW likely evolved in the eutherian stem lineage and the mechanisms of FPW are consistent with the model that E/P4 ratio is critical for cervical ripening. However, the details how an increased E/P4 signaling ratio is achieved are highly species specific. There are also a few other shared derived features conserved among eutherian species. We suggest that these conserved features could be explored to influence the timing of cervical ripening in women.

## Results

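Polyadenylated RNA of the vaginal portion of the cervix is counted here gene by gene in 34 libraries. Opossum has 3 non-pregnant (NP), 2 mid-gestation (MG) and 3 late gestation (LG) libraries, armadillo 3, 5 and 1, rabbit 3 of each stage, and mouse 2, 3 and 3. A pair of non-pregnant armadillo columns is identical in all 30195 genes and is counted once, and guinea pig is not analysed here. The armadillo LG library has 11241900 reads counted over 21478 genes, against at least 21381480 over at most 18903 genes in the others of the species. By the paper's supplementary table, it had the most reads sequenced of the armadillo libraries and the smallest share of aligned reads on genes. The libraries hold 11241900 to 62462058 reads counted on genes, with a median of 23731921. Transcript levels are TPM, as in the paper, over 6576 genes whose symbol occurs once in each of the 4 tables, given as mean ± SD over libraries. Changes were tested on the counts with edgeR after TMM normalization and called at an adjusted p under 0.05, a choice made, like the alternatives to it and the 24 gene lists, before the data were examined. Against the TMM scale, TPM shift the log2 change of every gene by -0.48 from NP to MG in armadillo, by -0.45 from NP to MG in mouse and by -0.14 from MG to LG in rabbit. The p-values measure spread between libraries, which the paper calls biological replicates. The paper did not stage non-pregnant mice and rabbits, and its non-pregnant opossums were not cycling. Its armadillos were taken in May (NP) and January (MG). From NP to MG, pregnancy is therefore not separated from cycle state, or in armadillo from season.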

Three kinds of cervical samples were obtained: non-pregnant (NP), mid-gestation (MG) and late gestation (LG) (Fig. 1A), RNA was extracted and sequenced. Samples were obtained at least in triplicate with the exception of late gestation armadillo, for which only one animal was collected in the field. Samples of poor quality were identified by comparison with other samples from the same species and eliminated before further analysis. Figure 1C shows the similarity of samples from the mouse indicating that the strongest difference exists between samples from non-pregnant animals and those taken during pregnancy.

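From NP to MG the mouse cervix gained transcripts of mucus secretion, and single genes of the cornified envelope fell. TFF1 (ENSMUSG00000024032), a secreted trefoil peptide, rose from 127 ± 24.5 to 11620 ± 1128 TPM, and CLCA3 (ENSMUSG00000028255, chromosome 3, 145003817 to 145032776 in GRCm38), made by mucous cells, rose by 8.88 ± 0.50 (SE) on the log2 scale (adjusted p = 8.3e-06). WNT7A (ENSMUSG00000030093, chromosome 6, 91363981 to 91411363), a signal of the reproductive tract epithelium, fell from 272 ± 31.0 to 0.205 ± 0.183 TPM (adjusted p = 2.1e-06), and the cornified envelope genes CNFN and SPRR2D changed by -7.25 and -5.68 (log2). In all, 4030 genes rose and 3323 fell of 16518 tested (NP n = 2, MG n = 3). As the non-pregnant mice were not staged, cycle phase and pregnancy are not separated in these changes. The total of NP library 2, 61542617 counts, is far larger than the paper's supplementary table gives for it. Its r with NP library 3 over square root TPM was 0.997. Without NP library 2 or 3, which leaves 1 NP library assumed to vary like the other stages, 4858 and 4074 genes were called. Of 23 genes on a list for mucous and glandular epithelium, 20 rose, 21 adjusted over the list alone, with a median log2 change of 2.02 (camera adjusted p = 1.9e-09, adjusted p = 0.32 with an estimated correlation). Of 21 genes on a squamous epithelium list 9 fell and 1 rose, and the list was not called (camera adjusted p = 0.062, adjusted p = 0.80 with an estimated correlation). The paper reads the difference from a matrix of correlations of square root TPM. Over 6576 genes, which are not independent replicates, r between an NP and a pregnant library averaged 0.921 (0.912 to 0.934, 12 pairs) and that between a pair of pregnant libraries 0.987 (15 pairs). With log2(TPM + 1) these were 0.96 and 0.993, and with all genes 0.945 and 0.990.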

**Figure 1:**
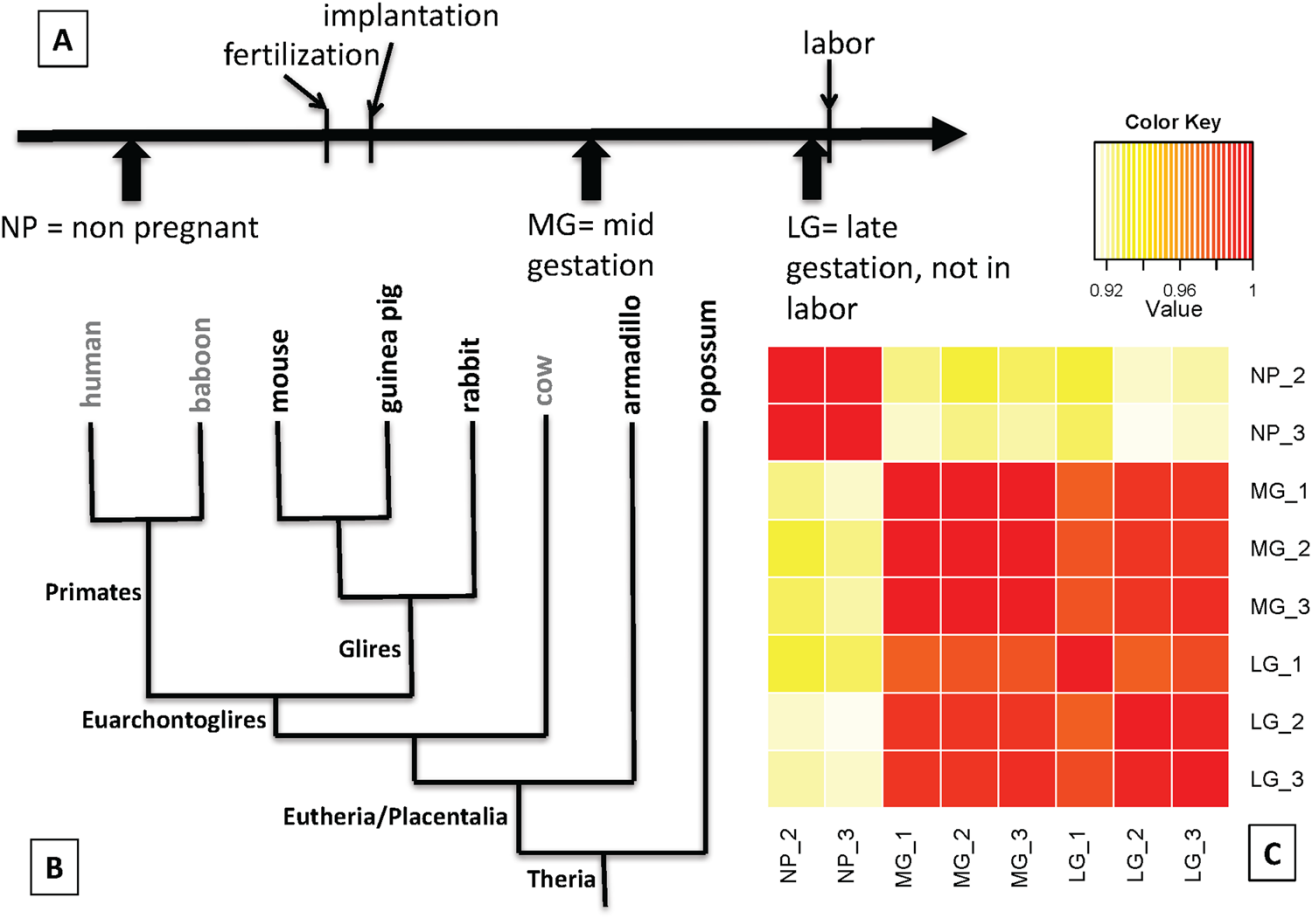
Sampling scheme for the present study. (**A**) Schematic representation of samples obtained from opossum, armadillo, rabbit, guinea pig and mouse; non-pregnant, mid gestation and last gestation samples were obtained. (**B**) Phylogenetic relationships of taxa sampled (in bold) in relation to other major groups that are not included in this study (cow and primates). (**C**) Heat map of the correlations among mouse cervical samples. Samples are labeled with the gestational stage and an index identifying the sample. The matrix represents the Pearson correlations among square root transformed TPM values. Note that the main difference is between samples from non-pregnant and pregnant animals, while the similarity among mid- and late gestation samples is quite high.

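Several genes of fat cells and of cornified epithelium were higher in the mouse LG than in the MG samples, and the gene of a secreted glycoprotein was lower. The fat cell genes CFD (ENSMUSG00000061780, chromosome 10, 79890853 to 79892655 in GRCm38) and ADIPOQ (ENSMUSG00000022878) rose from 0.734 ± 1.13 to 119 ± 21.7 TPM (adjusted p = 0.0080) and from 0.157 ± 0.204 to 19.3 ± 4.41 TPM (adjusted p = 0.0080, but 0.081 without MG library 1). SPRR3 (ENSMUSG00000045539), a cornified envelope gene, rose by 6.19 ± 1.04 (SE, log2, adjusted p = 0.036, but 0.061 in a fit of the MG and LG libraries alone and 0.14 to 0.20 without MG library 3, 1 or 2). OLFM4 (ENSMUSG00000022026), a secreted glycoprotein, fell from 14520 ± 754 to 5463 ± 844 TPM (adjusted p = 0.0080, but 0.081, 0.050 and 0.071 without MG library 1, 2 and 3). Of 10 fat cell genes seen first 8 rose, and of 18 listed before their values were seen 4 rose (median 0.43). Fat or other surrounding tissue taken along with the LG samples cannot be told apart from a change within the cervix. In all, 188 genes rose and 252 fell (n = 3 and 3). The count of 440 was 2, 8 and 6 without MG library 1, 2 and 3, 4994 without LG library 1 and 174 without LG library 3, 123 with a replicate block, 85 in the fit of MG and LG alone and 2039 with DESeq2. Of 21 genes on a squamous epithelium list 2 rose, and 9 rose and 1 fell adjusted over the list alone (median 0.80, camera adjusted p = 0.0067, adjusted p = 0.71 with an estimated correlation, and 0.24 without LG library 1). LG library 1 had more squamous marker transcripts than LG libraries 2 and 3 (median log2 ratio 0.84) and fewer of smooth muscle (-1.06). The mucous and glandular list was not called (2 of 23 rose, camera adjusted p = 0.71). The mean r between an MG and an LG library was 0.984 (0.970 to 0.992).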

There is a consensus that progesterone (P4) signaling is essential for the maintenance of pregnancy in eutherian mammals^19, 22–24^. There is also a consensus that withdrawal of progesterone signaling is important for cervical ripening^6–8^. Progesterone withdrawal can happen systemically, by decrease of P4 production, increase in local P4 destruction by catabolic enzymes, decrease of P4 receptor (PGR) expression or decreased expression of activating PGR co-factors. Below we will first start with genes coding for catabolic enzymes of P4.

### Genes related to progesterone catabolism

There are two enzymatic reactions documented from the female reproductive tract that lead to the removal of P4. These are the reduction of the 4–5 double bond in the A-ring of the steroid scaffold by 5α-steroid reductase type 1, SRD5A1^21^, and the reduction of the C20 keto-group producing 20α OH-progesterone by 20α OH steroid reductase activity, 20α HSD^25–27^, a member of the aldo-keto-reductase protein family 1.

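The product of SRD5A1 reduces the A ring of progesterone. In rabbit the gene (ENSOCUG00000017020) stood at 30.6 ± 3.74, 28.9 ± 3.22 and 26.2 ± 4.80 TPM in NP, MG and LG (n = 3 each, adjusted p over the stages = 0.93). In opossum (ENSMODG00000002043) it stood at 30.5 ± 7.29, 48.3 ± 8.03 and 51.5 ± 6.61 TPM (n = 3, 2 and 3, adjusted p = 0.23). A one-way test of square root TPM over the opossum stages, unadjusted as in the paper, gave p = 0.033. No armadillo gene carries the symbol.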

*SRD5A1* is lowly expressed in the uterine cervix of all species examined, with the exception of the mouse. In the mouse and only in the mouse *SRD5A1* is highly expressed at 150 to 300 TPM in late gestation samples (Kruskal-Wallis ANOVA p = 0.0439) (Fig. 2A). This is consistent with the experimental finding that *SRD5A1* is necessary for cervical ripening in mice. 

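Mouse SRD5A1 (ENSMUSG00000021594, chromosome 13, 69573449 to 69611442 in GRCm38) was at 230 ± 21.7 TPM in NP, 272 ± 13.8 in MG and 501 ± 220 in LG. The LG libraries read 755, 379 and 369 TPM, each above every MG and NP library. The level changed over the stages (n = 2, 3 and 3, edgeR adjusted p = 0.0062, exact p over all 560 arrangements of the ranks = 0.011). The Kruskal-Wallis test in its chi-square form, which the paper used for this gene, gave 0.044, and a one-way test of square root TPM 0.092. Between MG and LG the log2 change was 0.82 ± 0.25 (SE, adjusted p = 0.091, but 0.017 with DESeq2 and 0.0061 without LG library 1), and from NP to MG 0.69 ± 0.28 (adjusted p = 0.074, but 0.045 with DESeq2 and 3.8e-05 in a fit of NP and MG alone). The authors set the level beside the earlier finding that mice lacking the gene keep cervical progesterone and fail to ripen, and propose from its absence elsewhere that this route is murine specific.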

*SRD5A1*−/− mutants have elevated P4 levels in the cervix and the cervix fails to ripen, even though contractions ensue normally and on time^21^. Our finding that *SRD5A1* mRNA expression is only found in mice suggests that this well documented mechanism of cervical ripening is murine specific, not even found in guinea pig, which belongs to a basally branching rodent lineage^28^.

**Figure 2:**
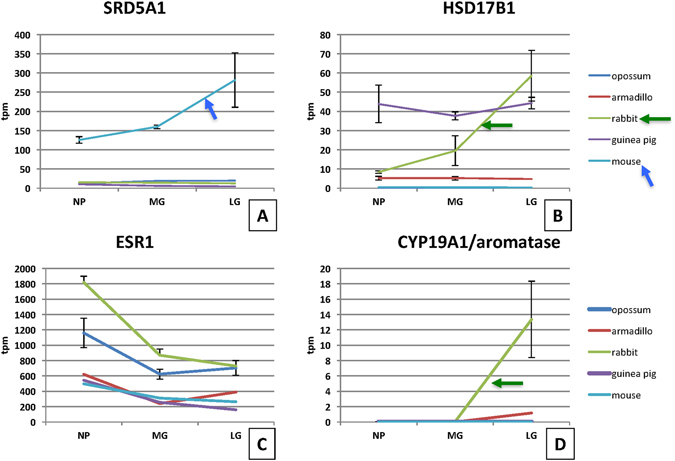
mRNA expression profiles of some genes related to progesterone and estrogen metabolism. (**A**) SRD5A1 is an enzyme that converts progesterone to di-hydroprogesterone and is necessary for mouse cervical remodeling. This gene is only expressed in the mouse in increasing amounts towards term. (**B**) HSD17B1 has been reported to have two enzymatic activities, converting estrone into estradiol, as well as hydroxylating progesterone at the C20. It is expressed in guinea pig and rabbit but only up-regulated towards term in rabbit. (**C**) The estrogen receptor alpha gene *ESR1* is expressed in all animals studied and tends to be higher in non-pregnant animals than during gestation. (**D**) *CYP19A1* is the gene for aromatase, the key enzyme for the synthesis of estrogens. This gene is not expressed in most animals with the notable exception of rabbit, which shows a strong increase towards term suggesting local production of estrogen towards term. This interpretation is further supported by the elevated expression of HSD17B1 (**B**) also uniquely in rabbit.

The comparative analysis of the other catabolic pathway for P4, 20α HSD, is complicated by the extensive history of gene duplication affecting the *AKR1C* gene family to which enzymes classified as 20α HSD belong^29, 30^. In addition, unrelated proteins can have 20α HSD activity, for instance HSD17B1, mostly known for its role in estradiol synthesis, has been reported to also have 20α HSD activity (http://www.genecards.org/cgi-bin/carddisp.pl?gene=HSD17B1&keywords=HSD17B1#function).

*HSD17B1* is not expressed in opossum and mouse cervix and lowly in armadillo cervix (Fig. 2B). 

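HSD17B1 converts estrone into estradiol. Its transcripts were at 0 TPM in all 3 NP libraries of opossum (ENSMODG00000014909), at 0.769 ± 0.308 in MG and 0.849 ± 0.791 in LG. In mouse (ENSMUSG00000019301, chromosome 11, 101078411 to 101080527 in GRCm38) the stage means were 0.974, 0.631 and 0.642 TPM. In armadillo (ENSDNOG00000007276) they were 6.03 ± 0.420 (n = 3), 5.72 ± 2.31 (n = 5) and 5.48 TPM (n = 1).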

The guinea pig has a relatively high expression in all stages of the reproductive cycle. In rabbit *HSD17B1* is highly up-regulated in late gestation (ANOVA p = 0.0104). 

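Rabbit HSD17B1 (ENSOCUG00000022009) was at 16.9 ± 2.16 TPM in NP, 40.0 ± 26.0 in MG and 123 ± 48.1 in LG (n = 3 each). It changed over the stages (edgeR adjusted p = 0.011, exact p over 1680 arrangements of the ranks = 0.011). The log2 change from MG to LG was 1.77 ± 0.45 (SE, adjusted p = 0.10, and 0.017 adjusted over the list alone of steroid genes the paper names, which is not independent evidence). DESeq2 called it (adjusted p of 0.0040). The LG libraries read 153, 68.0 and 149 TPM and the MG libraries 29.9, 20.7 and 69.5, so that 1 MG library lies above the lowest LG library.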

The latter observation is probably related to local synthesis of E2 in the rabbit cervix (see below).

*AKR1C* genes encode members of a large family of enzymes called aldo-keto reductases (AKRs), and are involved in steroid, prostaglandin, and retinoid metabolism^27^. AKR1Cs catalyze NADPH dependent reduction of carbonyl groups at positions 3, 17 or 20 in steroids to form 3α/β, 17β or 20α hydoxy-steroid metabolites. In humans AKR1C1 is expressed in the cervix and converting progesterone into 20α-OHP^31^ and is induced by IL-1β and may thus be involved in inflammation induced preterm birth^32–37^.

The gene tree of *AKR1* gene family was downloaded from ENSEMBL. This tree was pruned to only retain the *AKR1C* clade and species included in this study (and human, for reference). 

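The AKR1C enzymes reduce steroids and prostaglandins. The tree holds 1 opossum, 7 armadillo, 17 rabbit and 9 mouse genes, of which 1, 7, 13 and 9 have counts here. Above 3 TPM in at least 1 library were 1 in opossum, 2 in armadillo, 5 in rabbit and 6 in mouse (4 and 5 with TPM scaled over all genes). Mouse AKR1C14 (ENSMUSG00000033715) was highest in NP, at 285 ± 6.71 TPM, and fell to 61.4 ± 2.98 in MG (adjusted p = 4.9e-04). AKR1C12 (ENSMUSG00000021211) rose from 2.95 to 11.0 TPM (adjusted p = 4.3e-05) and AKR1CL (ENSMUSG00000025955) fell from 13.3 to 0.922 TPM (adjusted p = 1.1e-04). AKR1C13 (ENSMUSG00000021213) rose from 10.8 to 12.9 TPM (adjusted p = 0.0055, but 0.054 without NP library 2) and was at 18.1 TPM in LG (LG against MG, adjusted p = 0.093, but 0.040 without LG library 1).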

In Fig. 3A, the genes from the *AKR1C* clade that are expressed in the cervix above 3TPM at any stage of pregnancy are indicated in bold.

**Figure 3:**
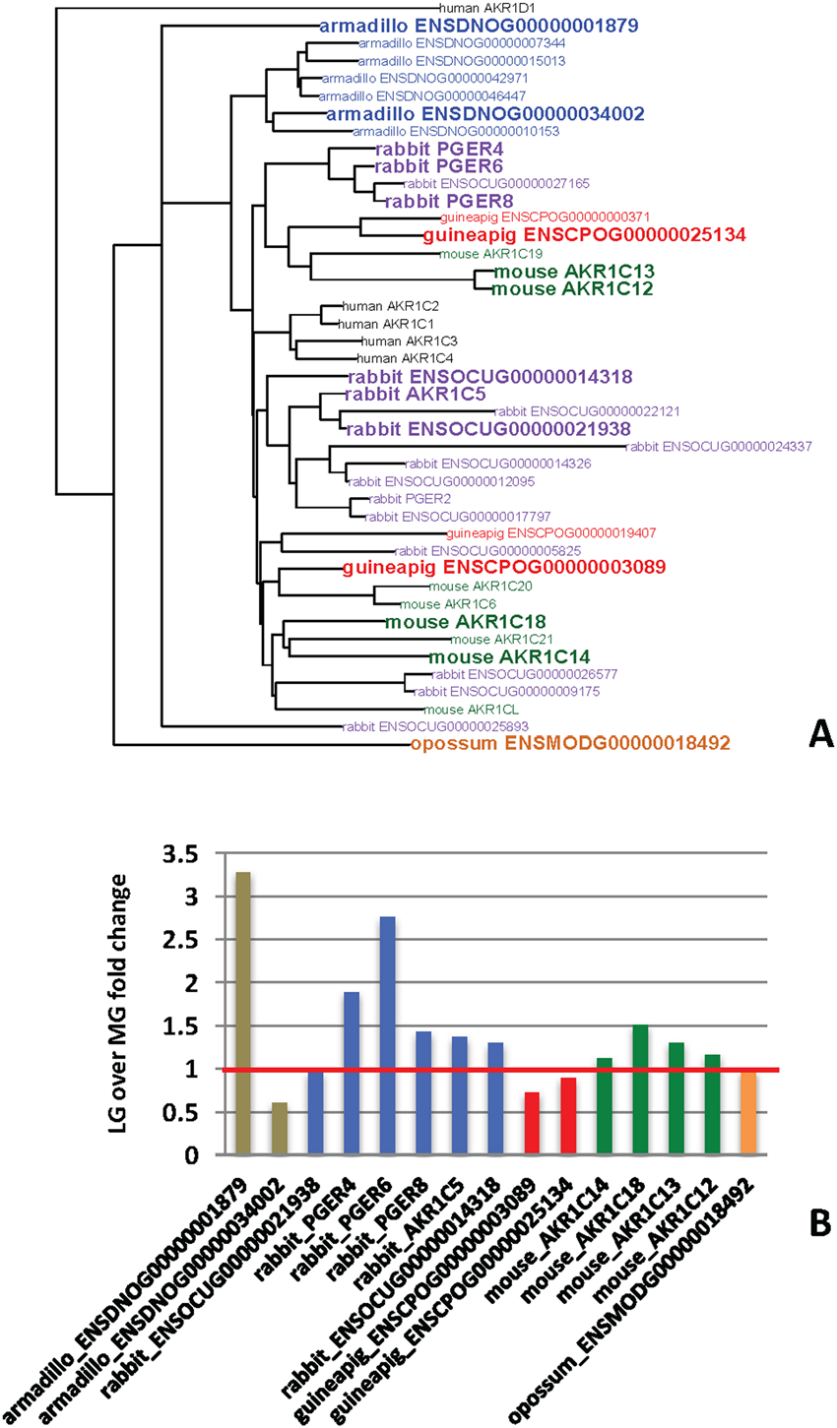
Comparative expression of aldo-keto reductase genes *AKR1C*. (**A**) The gene tree of *AKR1C1* genes. Note that there is only one *AKR1C* gene in opossum, but many independently evolved paralogs in eutherian species. Genes with expression above 3 TPM in at least one sample are in bold. (**B**) Late gestation over mid gestation fold change of *AKR1C* genes expressed in the cervix. No detectable change occurs in the opossum cervix but at least one gene experiences an increase in expression in each of the eutherian species with the exception of the guinea pig.

According to this tree, opossum has only one *AKR1C* gene, and it is the most basal branch in the *AKR1C* gene tree (Fig. 3A). This gene shows no modulation of expression between mid and late gestational stages (Fig. 3B). 

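Opossum AKR1C (ENSMODG00000018492) was at 155 ± 120 TPM in NP, 562 ± 37.2 in MG and 403 ± 92.6 in LG (n = 3, 2 and 3). The LG over MG ratio was 0.717, and the log2 change -0.47 ± 0.62 (SE, adjusted p = 1.00). From NP to MG the log2 change was 1.78 (adjusted p = 0.14, but 0.035 with DESeq2).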

All eutherians in our dataset have more than one *AKR1C* gene, most of them due to gene duplications in the eutherian clades. Although only some of them are expressed in the cervix, the levels of all of the expressed ones are modulated during pregnancy, with the exception of guinea pig. The expression changes at the transition from mid-gestation to late-gestation are summarized in Fig. 3B. In armadillo the highest expressed *AKR1C* gene is up-regulated at late-gestation but, to our knowledge, the biochemical activity of its protein is unknown. 

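The armadillo gene with the highest AKR1C level (ENSDNOG00000001879) was at 96.5 ± 11.2 TPM in NP (n = 3), 62.9 ± 6.89 in MG (n = 5) and 201 in the 1 LG library, an LG over MG ratio of 3.20. From NP to MG its log2 change was -0.14 (adjusted p = 0.41). ENSDNOG00000034002 rose from 16.6 ± 2.5 TPM in NP to 36.1 ± 7.35 in MG (log2 1.62 ± 0.21 SE, adjusted p = 5.3e-04) and read 21.1 in LG. The step to the 1 LG library was not tested here. That library has fewer counts over more genes than the others of the species (11241900 over 21478, against at least 21381480 over at most 18903). Its ratios to MG are therefore not separated from the state of the library.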

In rabbit, the highest expressed *AKR1C* gene is ENSOCUG00000021938, a putative prostaglandin reductase (between 180 and 230 TPM). 

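ENSOCUG00000021938 was at 744 ± 75.9 TPM in NP, 816 ± 153 in MG and 670 ± 52.2 in LG, an LG over MG ratio of 0.822 (log2 change -0.15, adjusted p = 0.71). The other expressed rabbit AKR1C genes were at 33.9, 23.8 and 24.0 TPM (AKR1C5, ENSOCUG00000026267), 34.5, 17.0 and 16.2 (ENSOCUG00000014318), 7.66, 1.88 and 3.01 (ENSOCUG00000027165) and 7.66, 1.38 and 2.22 (ENSOCUG00000012095) in NP, MG and LG. For ENSOCUG00000027165 the log2 change was -2.00 from NP to MG (adjusted p = 0.069, but 0.018 with DESeq2 and 0.041 in a fit of NP and MG alone) and 0.79 from MG to LG (adjusted p = 0.54). No rabbit gene carries a symbol beginning with PGER.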

The other two highly expressed genes, PGER4 and -6, are lower in mid gestation than in non-pregnant cervix but up-regulated towards at late gestation. Both are annotated as prostaglandin E2 reductases. 

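Mouse AKR1C18 (ENSMUSG00000021214, chromosome 13, 4132615 to 4150654 in GRCm38) was at 64.2 ± 3.27 TPM in NP, 25.9 ± 3.47 in MG and 42.0 ± 14.3 in LG. It fell from NP to MG (log2 -0.87, adjusted p = 0.016, but 0.078 and 0.073 without NP library 2 and 3, and 0.056 and 0.054 without MG library 1 and 2). Its log2 change from MG to LG was 0.63 ± 0.21 (SE, adjusted p = 0.11, n = 3 and 3), with 57.7, 29.7 and 38.5 TPM in LG against 23.5, 24.3 and 29.9 in MG. Over the stages the adjusted p was 0.028.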

AKR1C18, the canonical 20α-hydroxy steroid dehydrogenase (HSD) of mouse, also increases from mid to late-gestation although only reaches moderate RNA expression levels for an enzyme (about 10 to 15 TPM).

No evidence of AKR1C mediated P4 decay (i.e. no upregulation at late gestation) was found for opossum, and guinea pig. Mouse AKR1C18 is nominally upregulated but remains relatively lowly expressed and no 20α HSD enzyme activity was previously detected in mouse cervix at term^21^. Strong up-regulation of some *AKR1C* genes in rabbit and armadillo are hard to interpret because of lack of biochemical data on the products of these genes. At the very least this data suggests that 20α HSD mediated P4 catabolism in the cervix is not a conserved feature among mammals even though it is happening in human cervix^31^.

### Genes related to estrogen signaling and metabolism

Estrogen has been identified as a key signal in cervical ripening^7^ and differences in estrogen metabolic enzyme have been documented in human cervical epithelium^31^. 

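The estrogen receptor gene ESR1 fell from 3665 ± 256 TPM in NP to 1810 ± 265 in MG in rabbit (ENSOCUG00000004829, log2 -1.02 ± 0.18 SE, adjusted p = 0.016, and 0.050 in a fit of NP and MG alone) and read 1534 ± 230 in LG. In mouse (ENSMUSG00000019768, chromosome 10, 4611593 to 5005614 in GRCm38) it changed over the stages, from 910 ± 25.8 through 534 ± 20.8 to 469 ± 91.1 TPM (adjusted p = 0.022). In opossum (ENSMODG00000016719) it read 2911 ± 488, 1617 ± 220 and 1845 ± 384 TPM (log2 -0.92 from NP to MG, adjusted p = 0.11, but 0.0036 with DESeq2 and 0.047 without NP library 4). In mouse the part of the change from NP to MG on the count scale was -0.32 (log2, adjusted p = 0.089, but 0.0013 in a fit of NP and MG alone). Towards LG the log2 changes from MG were -0.11 in rabbit and -0.25 in mouse (adjusted p = 0.81 and 0.25, the latter 0.0038 without LG library 1). No armadillo gene carries the symbol.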

*ESR1* mRNA is highly expressed in all samples examined in this study and decreasing during pregnancy (Fig. 2C). We compared the expression of the genes for two key enzymes in the biosynthesis of estrogen, first *Cyp19A1*, which produces aromatase, and *HSD17B1*, which produces an enzyme that is converting estrone into estradiol, E1 → E2. Aromatase mRNA, *Cyp19A1*, has only been found in late gestation rabbit cervix samples (Fig. 2D). 

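The aromatase gene CYP19A1 (ENSOCUG00000012303) read 19.7, 49.2 and 15.7 TPM in the LG rabbit libraries, against 0.183 ± 0.180 in MG and 0.0567 in NP. It rose from MG to LG by 7.18 ± 0.83 (SE, log2, adjusted p = 0.029, but 0.089, 0.053 and 0.10 without MG library 1, MG library 2 and LG library 2). The stage means were at most 0.0724 TPM in opossum and 0.776 TPM in armadillo (its 1 LG library), and all mouse libraries were at 0.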

As mentioned above in rabbit *HSD17B1* expression is sharply increasing towards late gestation (Fig. 2B). The parallel increase of both aromatase and *HSD17B1* at late gestation in rabbit is suggestive of local synthesis of estradiol in the rabbit cervix.

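Beside these genes, transcripts of a secreted phospholipase and of angiotensinogen rose in the rabbit cervix from MG to LG, and those of a cell scaffold protein fell. PLA1A (ENSOCUG00000009512), a phospholipase, rose from 1.59 ± 1.23 to 103 ± 30.5 TPM (log2 6.17 ± 0.49 SE, adjusted p = 0.0070). The angiotensinogen gene AGT (ENSOCUG00000000478) rose from 322 ± 174 to 6885 ± 4158 TPM (adjusted p = 0.048, but 0.086 to 0.16 when any 1 of the 6 libraries was left out). AHNAK (ENSOCUG00000025901), a cell scaffold gene, fell from 1007 ± 218 to 287 ± 9.33 TPM (adjusted p = 0.029, but 0.053 to 0.10 without MG library 2 or without LG library 1, 2 or 3). In all 48 genes rose and 38 fell of 14126 (n = 3 and 3). With other settings 15 were called with a replicate block, 22 in a fit of MG and LG alone, 970 with DESeq2 and 1 to 22 when any 1 of the 6 libraries was left out. Of 17 steroid synthesis genes 1 was called, 3 adjusted over the list alone (median log2 change 0.20, camera adjusted p = 0.011, adjusted p = 0.37 with an estimated correlation). The cortisol-forming HSD11B1 (ENSOCUG00000004024) was at 13.5 ± 6.34 and 56.4 ± 21.3 TPM (adjusted p = 0.078, but 0.0096 adjusted over the list alone and 4.1e-04 with DESeq2). The paper proposes local estradiol synthesis from the joint increase of aromatase and HSD17B1. Neither enzyme's activity is measured here.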

An enzyme that inactivates estradiol, E2, by converting E2 into E1, estrone, is HSD17B2, which is upregulated during pregnancy in human cervical epithelium supposedly to ensure high P4/E2 ratio during pregnancy^31^. 

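HSD17B2 turns estradiol into estrone. In opossum (ENSMODG00000015163) it read 0.608 TPM in NP, 1.74 in MG and 4.57 ± 3.65 in LG, with 1.75, 3.27 and 8.70 in the LG libraries (adjusted p over the stages = 0.47). Scaled over all genes the LG mean was 1.34. The highest library read 0.536 TPM in armadillo, 0.802 in rabbit and 0.929 in mouse.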

In our taxon sample transcripts of *HSD17B2* have not been detected above a threshold of 1 TPM in any sample suggesting, contrary to the situation in humans, no role of this catabolic pathway in the animals studied here. Inactivation of E2 by conversion to E1 is not a mechanism for the maintenance of cervical integrity conserved in non-human mammals, and could be derived in the primate lineage.

Other catabolic pathways are 2-hydroxylation (2-OH) and 4-hydroxylation (4-OH), by CYP1A1 and CYP1B1 respectively, and subsequent conjugation with methyl and sulfonyl groups^38^. 

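CYP1A1 and CYP1B1 hydroxylate estradiol. CYP1A1 read 0.776, 0.597 and 0.835 TPM in NP, MG and LG armadillo (ENSDNOG00000030917), and 2.40, 2.20 and 5.34 ± 5.66 in rabbit (ENSOCUG00000017744), where 1 LG library read 11.9. In mouse (ENSMUSG00000032315, chromosome 9, 57687928 to 57703824 in GRCm38) it rose from 0.0385 to 0.819 TPM from NP to MG (log2 4.68, adjusted p = 2.9e-04). No opossum gene carries the symbol.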

In our data *CYP1A1* was not mapped but *CYP1B1* transcripts were mapped in all species. 

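CYP1B1 was at 674 ± 93.8 TPM in NP, 619 ± 165 in MG and 918 in LG armadillo (ENSDNOG00000011435). In opossum (ENSMODG00000008486) the MG and LG means were 351 ± 131 and 340 ± 102 TPM, and the NP libraries read 8.31, 16.7 and 292. The log2 change from NP to MG was 1.715 ± 1.17 (SE, adjusted p = 0.41). Without NP library 4, which read 292 TPM, it was called (adjusted p = 0.0084). In rabbit (ENSOCUG00000016164) the means were 2.72, 33.7 ± 27.8 and 23.8 ± 11.7 TPM. The step from NP to MG was not called (edgeR adjusted p = 0.079), but it was with DESeq2 (adjusted p = 0.0026) and without MG library 3 (0.042). In mouse (ENSMUSG00000024087) it rose from 2.88 to 5.34 TPM (adjusted p = 0.020, but 0.085 and 0.056 without NP library 3 and MG library 3).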

*CYP1B1* mRNA is highly expressed in the cervix of opossum and armadillo, but at most moderately in gestation and non-pregnant guinea pig (not shown). This data suggest that E2 breakdown through 4-hydroxylation may play a role in mammals distantly related to Glires (Glires = rodents and lagomorphs), but not in Glires.

### Genes related to progesterone signaling

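The progesterone receptor gene PGR was at 1048 ± 322, 1005 ± 85.3 and 1083 ± 162 TPM in NP, MG and LG opossum (ENSMODG00000000509, adjusted p over the stages = 0.96). In rabbit (ENSOCUG00000014693) it changed over the stages, with 757 ± 234, 377 ± 53.4 and 340 ± 76.5 TPM (adjusted p = 0.040). The log2 change was -1.03 from NP to MG (adjusted p = 0.063, but 0.0058 with DESeq2 and 0.032 without NP library 3) and -0.02 from MG to LG (adjusted p = 0.98). In mouse (ENSMUSG00000031870, chromosome 9, 8899833 to 8968611 in GRCm38) it read 219 ± 14.9, 173 ± 20.3 and 159 ± 78.7 TPM (adjusted p over the stages = 0.85). The step from MG to LG had an adjusted p of 0.73, but 0.032 without LG library 1. No armadillo gene carries the symbol.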

Progesterone receptor (PGR) mRNA is expressed highly in all species examined, with the highest expression of 400TPM in opossum (Fig. 4A). Modulation of PGR expression consistent with functional progesterone withdrawal was only observed in the guinea pig with a 50% decline between mid gestational and late gestational samples^39^ (ANOVA p = 4.4 10^−4^). *KLF9* gene encodes a PGR interacting transcription factor^40^ with potential function in endometrium and parturition^41, 42^. *KLF9* is expressed in all species examined at or above 40 TPM (not shown). 

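KLF9 was at 145 ± 3.93, 95.6 ± 25.2 and 124 TPM in NP, MG and LG armadillo (ENSDNOG00000018839) and at 103 ± 22.6 TPM in NP rabbit (ENSOCUG00000006343). In opossum (ENSMODG00000002760) the NP libraries read 33.0, 19.8 and 183 TPM and the MG and LG means were 146 ± 21.2 and 147 ± 4.56. The log2 change from NP to MG was 0.85 ± 0.75 (SE, adjusted p = 0.54, and 0.78 without NP library 3). Without NP library 4 the rise was called (adjusted p = 0.014). The lowest stage mean of mouse was 55.2 TPM (19.9 scaled over all genes).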

Expression profiles apparently are species specific rather than shared among groups of species. Expression remains constant between mid and late gestation in opossum and guinea pig but decreases in the mouse by a factor of 0.76 (one tailed t test p = 2.4 10^−3^). 

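Mouse KLF9 (ENSMUSG00000033863, chromosome 19, 23141226 to 23168134 in GRCm38) read 69.7 ± 3.50 TPM in MG and 53.0, 58.6 and 54.0 in the LG libraries, an LG over MG ratio of 0.792. It changed over the stages (adjusted p = 0.0072). The log2 change from MG to LG was -0.39 ± 0.09 (SE, adjusted p = 0.054, but 0.0011 with DESeq2, 0.049 with RLE normalization, and 0.0098 and 0.038 without LG library 1 and 2). From NP to MG it rose on the count scale (log2 0.44, adjusted p = 0.0075, but 0.077 without NP library 3) at a TPM of 70.0 in NP. In opossum the log2 change from MG to LG was 0.02 (adjusted p = 1.00). Whether the mouse and opossum changes differ was not tested for this gene alone.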

A similar decline in rabbit is not evident in our analysis.

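Rabbit KLF9 was at 176 ± 72.0 TPM in MG and 137 ± 47.2 in LG, with 188, 241 and 98.7 in the MG libraries and 189, 123 and 97.9 in the LG libraries (log2 change -0.23 ± 0.37 SE, adjusted p = 0.80).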

**Figure 4:**
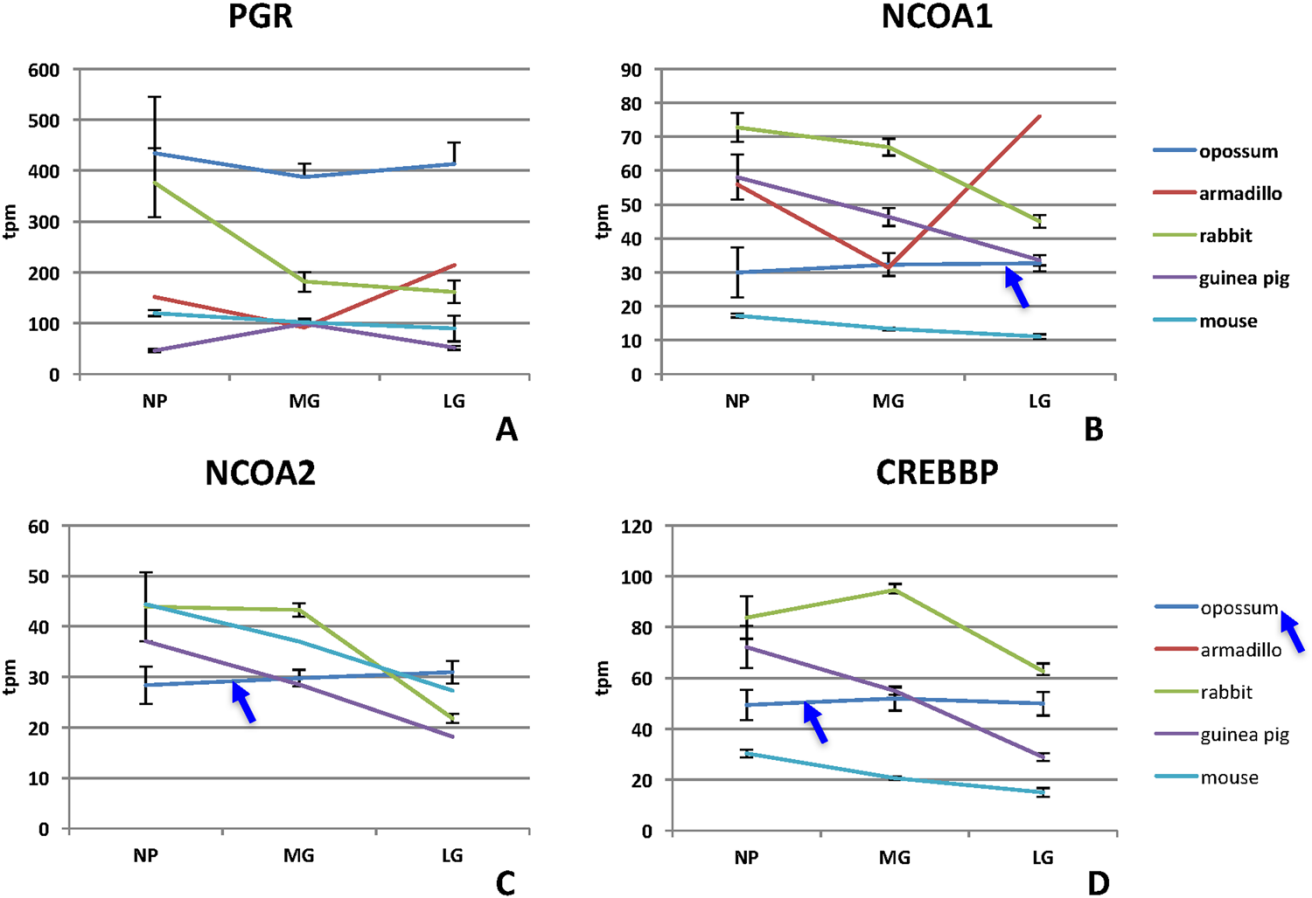
Comparative expression of genes related to progesterone signaling. (**A**) Expression profile of the progesterone receptor. (**B**) Expression profile of *NCOA1*. (**C**) Expression profile of *NCOA2*. This gene was not mapped in the armadillo genome. (**D**) Expression profile of *CREBP*. Note that these genes are not modulated in opossum and in the glires they tend to decrease in expression towards term.

The only exceptions to the highly species-specific patterns of gene expression described above are some PGR co-factors. For instance *NCOA-1* as well as *NCOA-2* transcript abundance is decreasing in all three Glires species but not in opossum (Fig. 4B,C) (ANOVA, *NCOA1*: rabbit p = 9.92 10^−4^, guinea pig p = 6.4 10^−4^, mouse p = 3.4 10^−3^; *NCOA2* rabbit p = 5.9 10^−3^, guinea pig p = 3.4 10^−5^, mouse p = 1.5 10^−2^). This pattern is also found for *CREBBP* (Fig. 4D) (ANOVA, rabbit p = 1.4 10^−2^, guinea pig p = 9.0 10^−6^, mouse p = 3.2 10^−3^). 

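NCOA2 changed over the stages in both Glires analysed: rabbit (ENSOCUG00000005967) read 88.6 ± 24.0, 90.4 ± 4.61 and 45.9 ± 3.17 TPM in NP, MG and LG (adjusted p = 0.018, but 0.079 and 0.060 without LG library 2 and 3), and mouse (ENSMUSG00000005886, chromosome 1, 13139105 to 13374083 in GRCm38) 81.3 ± 8.44, 63.1 ± 3.62 and 48.6 ± 8.74 TPM (adjusted p = 0.033, but 0.055 to 0.089 when any 1 library other than LG library 1 was left out). NCOA1 read 147 ± 15.2, 140 ± 14.1 and 95.0 ± 6.87 TPM in rabbit (ENSOCUG00000015422, adjusted p = 0.051, but 0.0075 with DESeq2, 0.033 without MG library 3) and 31.5 ± 1.39, 22.6 ± 1.2 and 19.6 ± 2.00 in mouse (ENSMUSG00000020647, chromosome 12, 4247362 to 4477182, adjusted p = 0.061, but 0.044 with RLE normalization, 0.036 with a replicate block, 0.028 with DESeq2, 0.011 without LG library 1). On the count scale the mouse changes from NP to MG were 0.08 for NCOA2 and -0.03 for NCOA1 (log2, edgeR adjusted p = 0.65 and 0.84). In opossum NCOA1 (ENSMODG00000015907) read 78.4 ± 9.51, 83.8 ± 8.11 and 85.6 ± 16.9 TPM and NCOA2 (ENSMODG00000007376) 74.3 ± 10.4, 77.2 ± 5.29 and 81.2 ± 8.19. The log2 change of NCOA2 from MG to LG was -0.84 ± 0.16 (SE) in rabbit, -0.44 ± 0.12 in mouse and 0.08 in opossum (adjusted p = 0.061, 0.077 and 1.00). DESeq2 calls the first 2 at an adjusted p of 5.5e-04 and 0.021, and mouse is called without LG library 1 at an adjusted p of 0.0021. That of NCOA1 was -0.43 ± 0.13, -0.26 ± 0.10 and 0.03 (adjusted p = 0.14, 0.13 and 1.00, but DESeq2 calls rabbit, 0.042, and mouse is called without LG library 1, 0.023). A test of opossum against rabbit and mouse gave a difference in log2 change of 0.72 ± 0.18 for NCOA2 and 0.37 for NCOA1 (adjusted p = 0.19 and 0.47 over 9865 genes).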

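CREBBP, a histone acetyltransferase, changed over the stages in mouse (ENSMUSG00000022521, chromosome 16, 4081328 to 4213997 in GRCm38), with 55.6 ± 3.98, 35.0 ± 1.64 and 26.7 ± 5.44 TPM in NP, MG and LG (adjusted p = 0.011). In rabbit (ENSOCUG00000004458) it read 169 ± 30.3, 198 ± 15.5 and 132 ± 11.9 TPM (adjusted p = 0.10, but 0.047 with DESeq2), and in opossum (ENSMODG00000016396) 114 ± 29.1, 135 ± 16.2 and 131 ± 17.8. The log2 changes from MG to LG were -0.45 ± 0.13 (SE) in mouse, -0.45 ± 0.14 in rabbit and -0.04 in opossum (adjusted p = 0.084, 0.15 and 1.00, but mouse is called with DESeq2, 0.025, and without LG library 1, 0.0019). Opossum against rabbit and mouse differed by 0.41 (adjusted p = 0.56). From NP to MG mouse CREBBP changed by -0.22 on the count scale (log2, edgeR adjusted p = 0.25).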

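In rabbit and mouse the coactivator genes as a list were lower in LG than in MG, in rabbit also without the coactivators the paper names. On a list of nuclear receptor coactivators and histone acetyltransferases the median log2 change was -0.40 in rabbit, where 1 of 18 genes fell, 9 adjusted over the list alone (camera adjusted p = 4.1e-04, adjusted p = 0.20 with an estimated correlation), and -0.25 in mouse, where 0 of 17 were called and 6 fell and 1 rose adjusted over the list alone (camera adjusted p = 0.017, adjusted p = 0.71 with an estimated correlation; 0.051 and 0.086 without MG library 1 and LG library 3, and 0.26 with fry). The gene called was KAT6A (ENSOCUG00000000731), an acetyltransferase of histone 3, which fell in rabbit from 97.7 ± 4.59 to 53.7 ± 3.41 TPM (log2 -0.73 ± 0.11 SE, adjusted p = 0.040, but 0.059 with a replicate block, 0.057 in a fit of MG and LG alone and 0.070 to 0.16 when 1 library was left out). Because the paper reports NCOA1, NCOA2 and CREBBP from these samples, the list was tested again without them: p = 9.3e-04 in rabbit (15 genes, p = 0.012 with an estimated correlation) and p = 0.030 in mouse (14 genes, 9 lower and 5 higher, p = 0.26 with an estimated correlation and 0.11 with fry), by camera for this list alone. Without NCOA3 as well, a further test chosen after the data were seen, camera gave p = 0.0013 in rabbit (14 genes, p = 0.014 with an estimated correlation) and p = 0.054 in mouse (13 genes, p = 0.28 with an estimated correlation). In opossum the median over 19 genes was -0.03 (adjusted p = 0.82). The list of histone deacetylases and corepressors was not called (camera adjusted p = 0.77 in rabbit, 0.56 in mouse and 0.43 in opossum). From the coactivators' recruitment of histone acetyltransferases the authors propose a tendency to histone deacetylation at ripening. On their blots of mouse cervix, H3K27 acetylation seemed to rise from mid- to late gestation. The drop they report lies between term mice not in labor and in labor, not between MG and LG.

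**Figure D1:**
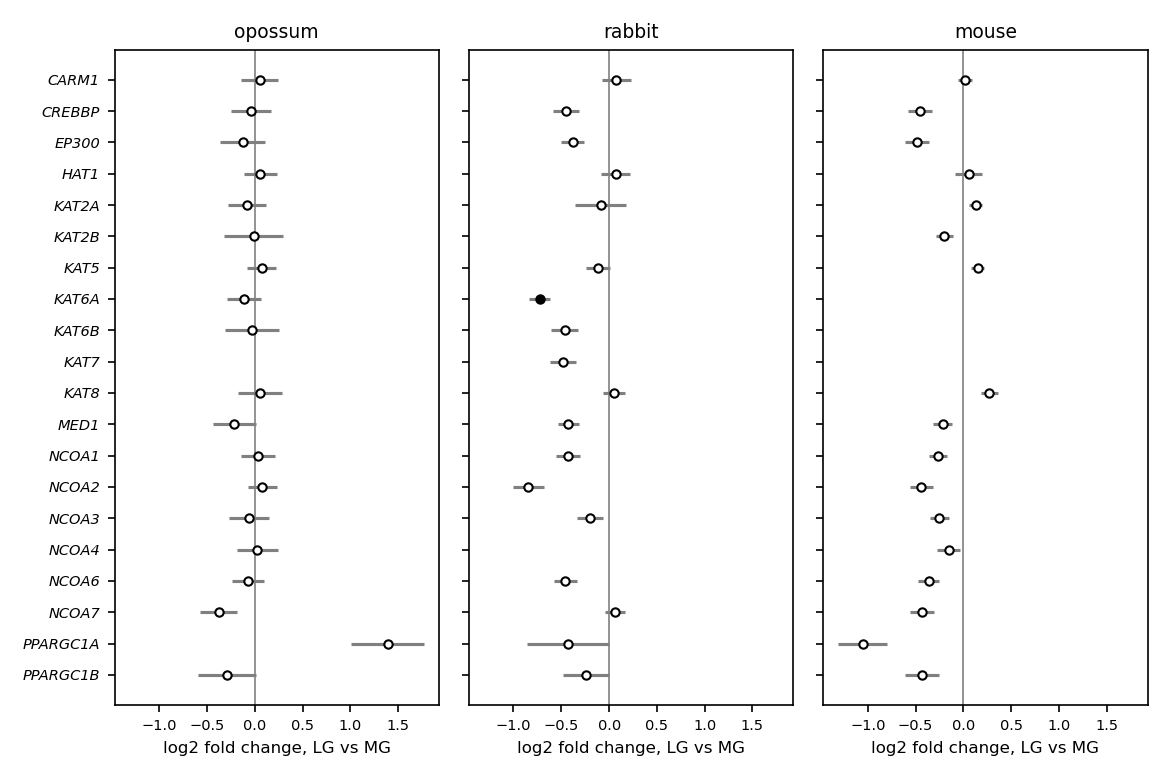
Log2 fold change from mid-gestation to late gestation of each gene on the coactivator and acetyltransferase list, with 1 panel each for opossum, rabbit and mouse. Points are edgeR estimates and bars their standard errors; a filled point marks an adjusted p under 0.05. The points lie mostly left of 0 in rabbit and mouse and around 0 in opossum, and the 1 filled point is KAT6A in rabbit.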

Since NCOAs activate target genes by recruiting histone acetyl-transferases this pattern suggests that cervical ripening may be associated with a tendency to histone de-acetylation, as observed in the mouse and human myometrium^43^. NCOA2 protein staining is found in the nuclei of the mouse cervical stroma (Fig. 5) and the epithelium (not shown). The intensity of NCOA2 staining apparently decreases in the vaginal stroma of the cervix (Fig. 5D), but remains high in the uterine part of the cervix (Supplemental Fig. 2).

**Figure 5:**
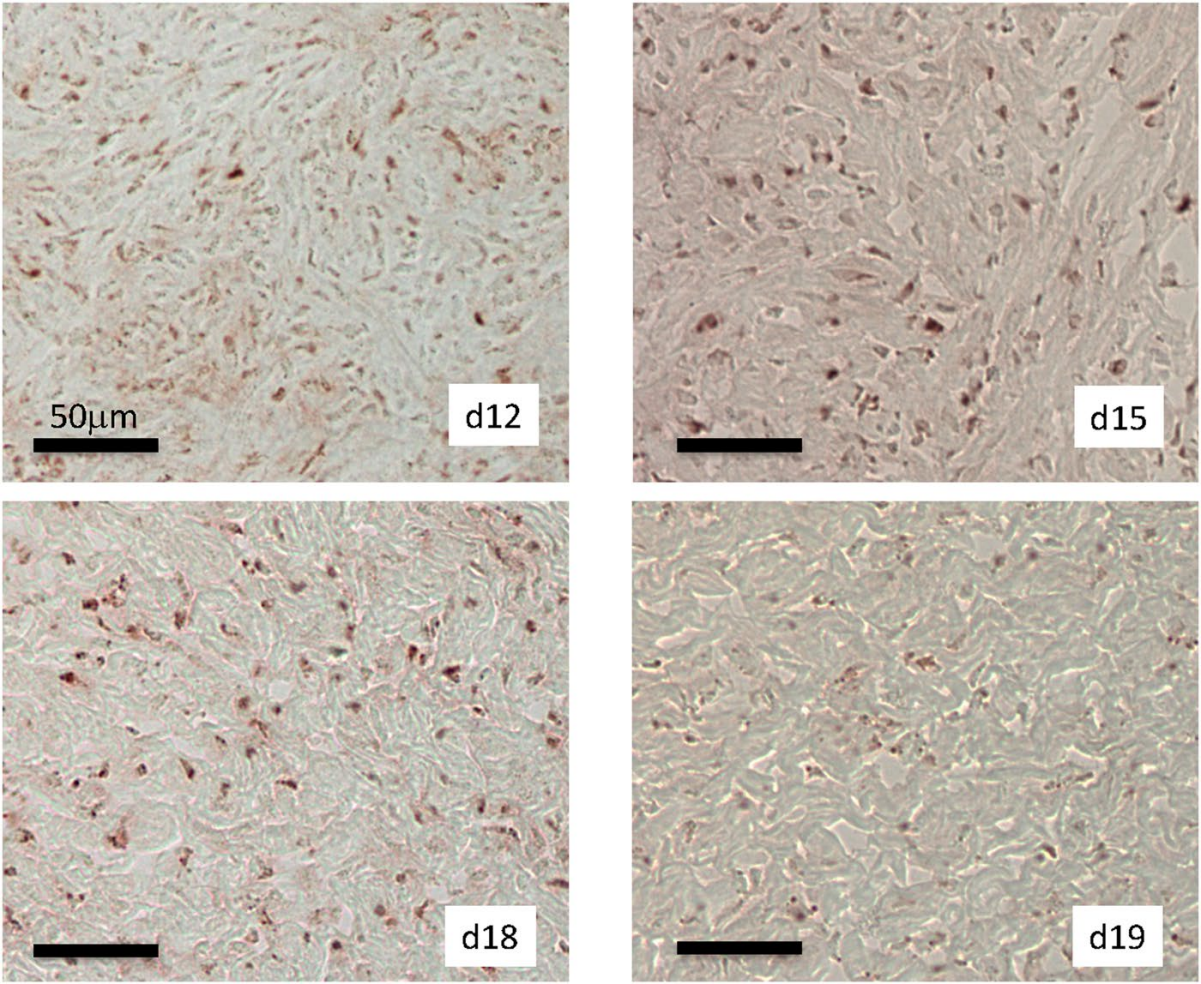
Immuno-histochemical localization of NCOA2 protein in the stroma of the posterior cervix of the mouse at days post copulation 12, 15, 18 and 19 (in labor). We show paraffin cross sections of PFA fixed material. Note the decrease of staining intensity at 19 dpc.

### Histone3 acetylation in the mouse cervix

The level of H3K27 acetylation was compared between E16 and E18 and the degree of acetylation seems to increase from mid gestation to late gestation (Suppl. Fig. 1). We also compared E18 samples from mice in labor (TL) and not in labor (TNL). In mice labor is technically defined as the state of gestation after the first pup is born. We wanted to avoid the changes caused by the distention of the cervix and monitored mice for behavioral signs of labor (self-inspection of the vulva, stretching, restlessness) and confirmed or rejected the diagnoses of labor during necropsy. Labor was diagnosed if the first pup has moved from the uterine horn into the uterine corpus (Fig. 6C). We found that H3K27 acetylation precipitously decreases in labor (Fig. 6A,B). These findings are similar to those in the myometrium^43^ and suggest that deacetylation is associated with the onset of labor in both the myometrium as well as in the cervix.

**Figure 6:**
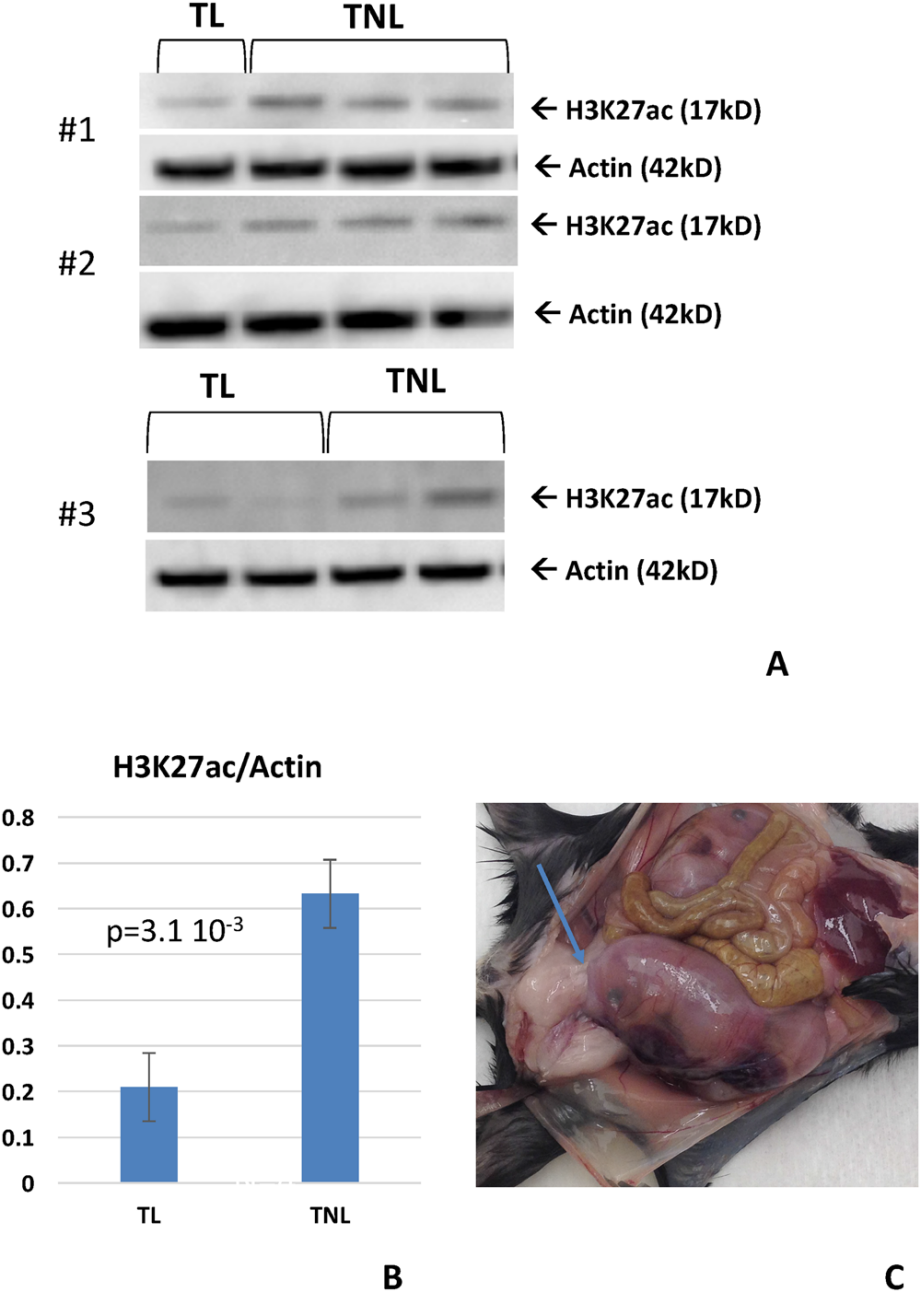
Degree of histone acetylation (H3K27ac) in the mouse cervix. (**A**) Western blots for H3K27ac, and actin at day 18 TNL (term not in labor), and 18 TL (term in labor). This panel summarizes three experiments, #1, #2, and #3. In experiments #1 and #2 each one mouse was anatomically diagnosed as in labor (TL), but before extrusion (see C for example), and experiment #3 had two animals TL. (**B**) Relative quantification of western blotting signal, H3K27ac/actin, for E18TNL and E18TL samples. Note the lower degree of histone acetylation of samples taken from animals in labor compared to term but not in labor samples. (**C**) Anatomical diagnosis of TL. One fetus in engaged with the cervix but has not yet entered the birth canal. Full gel/blotting images are provided in the supplementary material.

### Relaxin and prostaglandin signaling in opossum

The apparent lack of FPW in opossum led us to investigate the expression of genes known to be important for marsupial parturition, relaxin and prostaglandin signaling. Of the four relaxin receptors only RSFP1 is expressed in the cervix of all species examined. 

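RXFP1 stood at 487 ± 238, 432 ± 132 and 612 ± 58.6 TPM in NP, MG and LG rabbit (ENSOCUG00000001208) and at 483 ± 110, 199 ± 96.2 and 272 TPM in armadillo (ENSDNOG00000001016, log2 change from NP to MG -0.79, adjusted p = 0.16, but 0.029 with a replicate block and 0.042 without MG library 2). Of the other receptors, RXFP2 fell in mouse (ENSMUSG00000053368) from 2.88 ± 0.297 TPM in NP to 1.08 in MG (adjusted p = 0.025, but 0.061 with a replicate block, 0.058 and 0.15 without NP library 2 and 3, and 0.053 to 0.081 without any 1 MG library). RXFP3 had a mean of 1.34 TPM in NP opossum and RXFP4 of 2.11 TPM in MG armadillo.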

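Opossum RXFP1 (ENSMODG00000001973), which encodes the relaxin receptor, was at 121 ± 74.0 TPM in NP, 650 ± 128 in MG and 540 ± 74.3 in LG (n = 3, 2 and 3), and each pregnant library lay above each NP library. The log2 change from NP to MG was 2.38 ± 0.47 (SE, adjusted p = 0.055, but 8.0e-05 with DESeq2, 0.045 without a filter on low counts, 0.046 and 0.020 without NP library 2 and 4). Between MG and LG it was -0.25 ± 0.47 (adjusted p = 1.00). Over the stages the adjusted p was 0.071 (5.8e-05 with DESeq2, 0.034 without NP library 4), and the exact p over all 560 arrangements of the ranks 0.025.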

In opossum, the expression rises from 45 TPM in NP to 250 TPM at MG and remains high also in late gestation (205 TPM, p = 0.011 ANOVA over all samples; no difference between MG and LG, p = 0.4 t-test and others). 

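PTGER4, which encodes a receptor of prostaglandin E2, was at 207 ± 59.5 TPM in NP, 410 ± 53.2 in MG and 486 ± 75.3 in LG opossum (ENSMODG00000020306). Its log2 change was 0.92 ± 0.26 (SE) from NP to MG (adjusted p = 0.10, but 0.021 with DESeq2) and 0.26 from MG to LG (adjusted p = 1.00). Over the stages the adjusted p was 0.083 (0.0011 with DESeq2). In mouse PTGER4 (ENSMUSG00000039942, chromosome 15, 5206661 to 5244187 in GRCm38) rose from 11.8 to 28.0 TPM from NP to MG (adjusted p = 4.8e-05).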

There is also a 2x increase in the expression of the PGE2 receptor 4, *PTGER4*, from 74 TPM in NP to >150 TPM in gestation (ANOVA over all samples p = 3 10^−3^). The receptor of PGF2a seems not to be annotated in the *Monodelphis* genome. This data is consistent with a model were cervical remodeling and ripening is under the influence of relaxin and prostaglandin in opossum.

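No opossum gene carries the symbol PTGFR. In mouse (ENSMUSG00000028036, chromosome 3, 151796502 to 151837630 in GRCm38) PTGFR fell from 27.1 TPM in NP to 3.73 in MG (log2 -2.40, adjusted p = 6.3e-04). The stage means were 46.1, 37.4 and 59.3 TPM in rabbit (ENSOCUG00000002522) and 11.6, 11.1 and 24.5 in armadillo (ENSDNOG00000031456).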

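Inflammation transcripts rose in the opossum cervix from NP to MG, and the oxytocin receptor gene fell. From NP to MG S100A9 (ENSMODG00000017410), a neutrophil calcium binding protein, rose from 19.1 ± 11.8 to 1042 ± 62.3 TPM (log2 5.69 ± 0.42 SE, adjusted p = 0.0032), and MMP9 (ENSMODG00000013741), which cleaves collagen, from 5.95 ± 1.69 to 88.6 ± 5.53 TPM (adjusted p = 0.0028). OXTR (ENSMODG00000004673) fell from 97.8 ± 45.8 to 7.20 ± 1.13 TPM (log2 -3.84 ± 0.67, adjusted p = 0.044, but 0.064 to 0.15 without NP library 2 or 3 or either MG library). In all 148 genes rose and 48 fell of 15514 (n = 3 and 2), a surplus of rises not seen with DESeq2 (1156 higher and 1122 lower). None was called with a replicate block or in a fit of NP and MG alone, where edgeR gave adjusted p of 0.068 and 0.069 for S100A9, 0.078 and 0.069 for MMP9 and at least that for the other genes named. Of the genes tested 3723 had an unadjusted p under 0.05, DESeq2 called 2278, and 25, 1600, 25 and 108 were called without NP library 3, NP library 4, MG library 1 and MG library 3. Of 14 inflammation genes 3 rose, 9 adjusted over the list alone (median 1.956, camera adjusted p = 1.7e-07, adjusted p = 0.57 with an estimated correlation). Leukocyte markers were higher in MG too (2 of 15 rose, 13 adjusted over the list alone, median 1.33, camera adjusted p = 3.9e-08) and smooth muscle markers lower (0 of 13 called, 5 adjusted over the list alone, median -0.87, camera adjusted p = 5.8e-05), with an adjusted p = 0.57 and adjusted p = 0.58 with an estimated correlation. Squamous (median 1.60, camera adjusted p = 1.6e-05), mucous (1.54, 0.0084) and immediate early genes (0.61, 0.012) were higher as lists as well, and ribosomal (-0.71, 0.0011) and endothelial genes (-0.63, 0.0014) lower, with an adjusted p = 0.57 to 0.79 with an estimated correlation. The mucous list had 0.058 without NP library 4 and ribosomal genes 0.12 without NP library 2. Without MG library 1, which leaves 1 MG library, neither the mucous nor the immediate early list was called, and the direction of the mucous list turned. Of 25 matrix proteases and inhibitors 2 rose, and the list was not called (camera adjusted p = 0.12, adjusted p = 0.73 with an estimated correlation, but 0.035 with a replicate block, 0.011 with DESeq2 and 0.033 without NP library 4). Of 17 prostaglandin genes 1 was called, 3 higher and 2 lower adjusted over the list alone (median 0.63, camera adjusted p = 0.15, but 0.016 with fry), and PTGES read a log2 change of 1.55 (adjusted p = 0.050, uncalled, but 1.1e-04 with DESeq2). The paper holds its receptor data to be compatible with a model in which relaxin and prostaglandin influence the opossum cervix.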

## Discussion

In this paper we investigate the evolution of pregnancy with a selected set of placental mammals by focusing on one critical subsystem of the female reproductive tract, the uterine cervix. Here we will discuss our findings from both the evolutionary and functional perspective.

### Evolution of functional progesterone withdrawal

There is broad agreement that parturition and cervical ripening depend on a decrease in the level of P4 signaling^7, 8^. Some of the molecular mechanisms for functional progesterone withdrawal (FPW) have been worked out, in particular for the myometrium^44, 45^. In the mouse cervix it has been shown that the expression of the P4 catabolic enzyme 5α steroid reductase (HSD5A1) is essential for cervical ripening^21^. Our data also shows that *HSD5A1* mRNA expression is only found in the mouse (Fig. 2A), and not in the other eutherians examined (in armadillo this gene was not mapped). Other likely and species-specific mechanism for FPW are the down-regulation of PGR in guinea pig^39^. All eutherians, with the exception of guinea pig, have at least one paralog of the 20α HSD gene, called *AKR1C1* in humans, up-regulated towards term, which could indicate increased local breakdown of P4. But enzymes belonging to the AKR1C family are known to also have other enzymatic activities as well^27, 29^. In contrast, in the opossum all these genes are expressed, with the exception of HSD17B1, and remain at a constant expression level through gestation (Fig. 7). This suggests that none of the likely mechanisms of progesterone withdrawal examined here (P4 catabolism, PGR and PGR cofactor regulation) are active in the opossum, suggesting a lack of functional progesterone withdrawal in the opossum cervix. 

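From MG to LG edgeR called 0 of 15514 opossum genes (434 had an unadjusted p under 0.05; 22 with DESeq2, 14 without MG library 3). The 12 tested genes of the steroid list the paper names had a median log2 change of 0.05 (camera adjusted p = 0.47). In simulated counts of the same libraries 0 percent of 2-fold and 39.4 percent of 4-fold changes were recovered. Some lists were lower in LG by camera at its preset correlation only: cell cycle (median -0.58, 17 genes), smooth muscle (-0.36, 13 genes), squamous epithelium (-0.67, 11 genes) and inflammation (-0.61, 14 genes). Their camera adjusted p was 7.0e-07, 1.2e-04, 6.0e-04 and 0.0059. With an estimated correlation it was 0.81 for the first 3 and 0.87 for the last, and 0 of 24 lists were called. By fry 0 were called as well. Without MG library 1 the adjusted p of these 4 lists was 0.092, 0.24, 0.20 and 0.36, and without LG library 1 that of the squamous and inflammation lists 0.053 and 0.33.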

To understand the significance of this finding one has to review the role of P4 in marsupial pregnancy.

**Figure 7:**
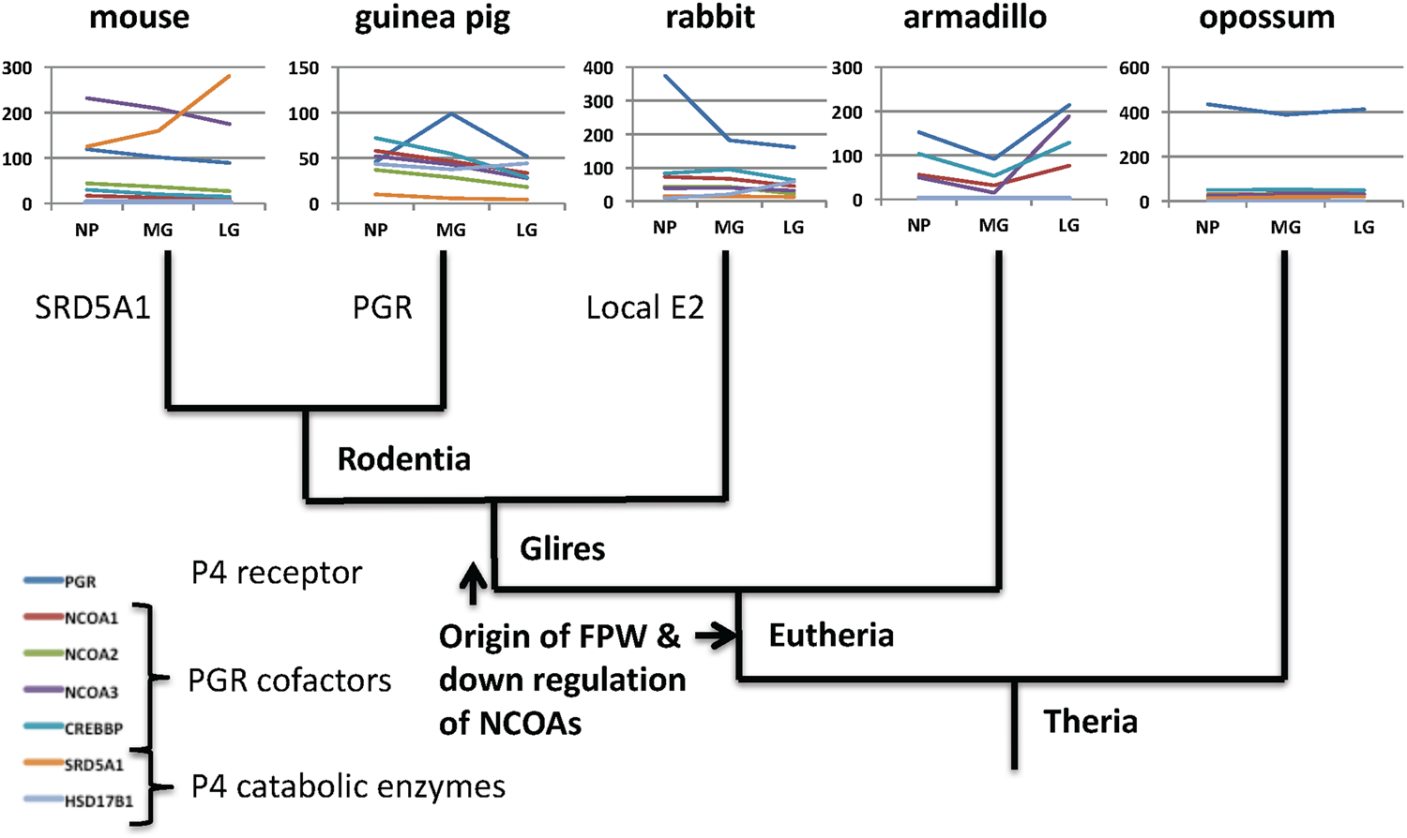
Evolutionary steps in the evolution of putative mechanisms of functional progesterone withdrawal. No modulation of genes related to steroid signaling is observed in opossum, while the expression of these genes is modulated in eutherian mammals suggesting that functional progesterone withdrawal evolved in the eutherian clade. The exact time of its evolution is not clear, because of incomplete data about the armadillo. It could be as early as the eutherian stem or the stem of Glires. Other putative mechanisms are species specific, with putative local estradiol synthesis in rabbit, *PGR* decrease in guinea pig and up-regulation of *SRD5A1* in mouse.

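Whether opossum differs was tested as the difference between its LG against MG change and the mean change of rabbit and mouse, over 9865 genes. PLA1A rose in rabbit and differed by -3.26 ± 0.39 (SE, log2, adjusted p = 5.3e-04), ACADL, of fatty acid oxidation, by -1.19 (adjusted p = 0.013) and the clotting gene F13A1 by -2.20 (adjusted p = 0.020). ARG1, which splits arginine, differed by -5.74 and the water channel AQP4 by 6.72 (adjusted p = 0.011 for both). In all 5 genes differed, 1 higher and 4 lower in opossum, while 889 had an unadjusted p under 0.05 and DESeq2 called 79. The count was 26 and 34 without opossum MG library 1 and 3, 12 and 2 without opossum LG library 1 and 3, and 1 over genes named once in all 4 tables. None of the 5 is a gene of steroid signaling named by the paper. Opossum differed from rabbit alone in 19 genes and from mouse alone in 0 (702 unadjusted; 44 with DESeq2). Simulated differences were recovered in 26.9 percent at 2-fold and 77.3 percent at 4-fold.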

In both eutherians and in marsupials P4 causes uterine secretion, which plays a critical role in provisioning the early embryo^46^. In eutherians, P4 is also maintaining myometrial quiescence^18, 19, 24, 47–49^, and is essential for the maintenance of pregnancy throughout gestation. In many marsupials, including the opossum, the end of pregnancy is also characterized by an increase in systemic E2 and a decrease of P4, but experimental evidence does not support a role of these endocrine changes for birth timing and cervical ripening^49^. Opossum does not seem to have a need for functional progesterone withdrawal for initiating parturition, consistent with the gene expression data presented here (Figs 2, 3, 4 and 6) and previous experimental evidence. 

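In mouse RXFP1 (ENSMUSG00000034009, chromosome 3, 79641611 to 79737880 in GRCm38) fell over the stages, from 108 ± 6.64 TPM in NP to 56.5 ± 6.23 in MG and 42.0 ± 3.40 in LG (adjusted p = 8.5e-04). The log2 change was -0.48 ± 0.12 (SE) from NP to MG (adjusted p = 0.010, but 0.053 without NP library 2) and -0.48 ± 0.11 from MG to LG (adjusted p = 0.054, but 0.049 with RLE normalization, 0.045 without a filter on low counts, 0.0013 with DESeq2, 0.011 and 0.037 without LG library 1 and 2). In opossum the MG over NP ratio of mean TPM was 5.35. The difference between the species from NP to MG was not tested.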

Our data, however, is consistent with experimental evidence for a role of relaxin in the preparation of the birth canal in opossum with a >8 fold increase of relaxin 1 receptor mRNA, *RXFP1*, during gestation, while in mouse RXFP1 expression is low and decreasing. There is also evidence for increased receptivity to prostaglandin signaling. This inference also suggests that the role of E2 and P4 in regulating cervical ripening evolved after the most recent common ancestor of marsupials and eutherian mammals, but the roles of relaxin and prostaglandins are older.

### Putative mechanisms of functional progesterone withdrawal are species specific

Evidence for functional progesterone withdrawal is found in species with and without systemic progesterone withdrawal^20, 49^. For instance, in the mouse the end of pregnancy coincides with luteolysis and decreased systemic P4 levels. Never the less, both in the myometrium as well as the cervix experimental evidence shows functional progesterone withdrawal as well^20^. In our study we find that all eutherian species examined show changes in gene expression that are consistent with functional progesterone withdrawal (see above) and increased E2 production (rabbit). The rabbit is unique in that it does not show clear signs of progesterone withdrawal but expresses two key genes necessary for estradiol (E2) synthesis: CYP19A1, aka aromatase, and HSD17B1, which converts estrone into estradiol. In spite of all these differences, the available evidence is consistent with a model that cervical ripening towards term requires an increase in the ratio E/P4 signaling strength^16, 17, 49^ (Fig. 8). Hence our data is consistent with a model where a conserved core regulatory mechanism somehow is monitoring the E/P4 signaling strength ratio and translating this signaling ratio into changes in the extracellular matrix that ultimately leads to cervical compliance. It will be important to identify this core gene regulatory network. The species differences described in this paper likely represent different pathways towards achieving an increase in the E/P4 signaling ratio towards term (Fig. 8).

**Figure 8:**
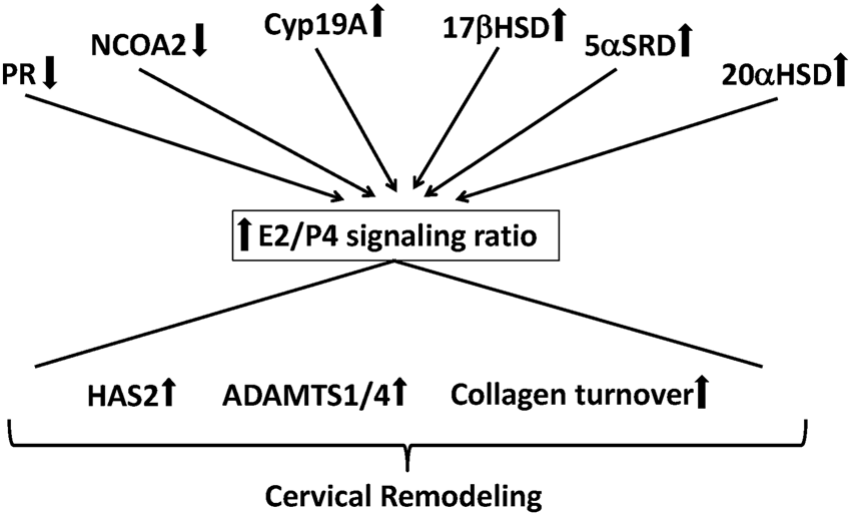
The “bow-tie architecture” of cervical remodeling explaining inter-species variation in gene expression. In this model it is assumed that there exists a conserved core regulatory mechanism controlling the expression of genes affecting the cervical extracellular matrix. This core mechanism is assumed to monitor the relative strength of E to P4 signaling and translates this signal into expression differences in ECM genes. Exactly which genes are regulated to change cervical ECM varies between species (not shown). In addition, genes that affect E and P4 signaling are different among species but all these different expression patterns likely increase the E/P4 signaling ratio towards term. The multiple ways to achieve the same outcome, E/P4 increase, can explain why the regulation of cervical ripening can differ from species to species.

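Collagen and elastic fibre genes rose as a list from NP to MG in armadillo and rabbit. The armadillo stages also differ in season, and the paper did not stage its non-pregnant rabbits. In armadillo 11 of 13 rose (median log2 change 1.41, camera adjusted p = 3.0e-04, adjusted p = 0.62 with an estimated correlation), COL1A1 (ENSDNOG00000018271) from 2024 ± 1171 to 16800 ± 9805 TPM (log2 3.53 ± 0.60 SE, adjusted p = 0.0019). In rabbit 7 of 19 rose and 1 fell, 9 and 1 adjusted over the list alone (median 0.84, camera adjusted p = 1.2e-04, adjusted p = 0.73 with an estimated correlation and 0.12 with fry), among them the basement membrane collagen COL15A1 (ENSOCUG00000016236), from 542 ± 111 to 1510 ± 195 TPM (adjusted p = 0.011). Rabbit smooth muscle markers rose as well (13 genes, median 1.65, camera adjusted p = 1.1e-05, adjusted p = 0.73 with an estimated correlation and 0.11 with fry). In mouse 10 of 22 rose and 4 fell (camera adjusted p = 0.20), COL1A1 (ENSMUSG00000001506) from 68600 ± 3213 to 178000 ± 6084 TPM (adjusted p = 8.7e-04). In opossum 1 of 19 was called, COL14A1 (ENSMODG00000003690), which fell from 421 ± 47.7 to 112 TPM (adjusted p = 0.042, and not with a replicate block or in a fit of NP and MG alone, where no gene was called), and the list was not called (median -0.39, camera adjusted p = 0.22, but 0.046 with DESeq2 and 4.4e-04 without NP library 2). In rabbit the collagen list rose from MG to LG (median 0.41, 19 genes, camera adjusted p = 0.0094, adjusted p = 0.77 with an estimated correlation, and 0.21 and 0.087 without MG and LG library 1) with 0 genes called, and matrix proteases with it (median 0.48, 22 genes, 0 called and 6 adjusted over the list alone, camera adjusted p = 5.4e-04, adjusted p = 0.53 with an estimated correlation). Across genes, which are not independent replicates, the rank correlation of the changes from NP to MG lay between -0.08 and 0.09 for every pair of the species.

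**Figure D2:**
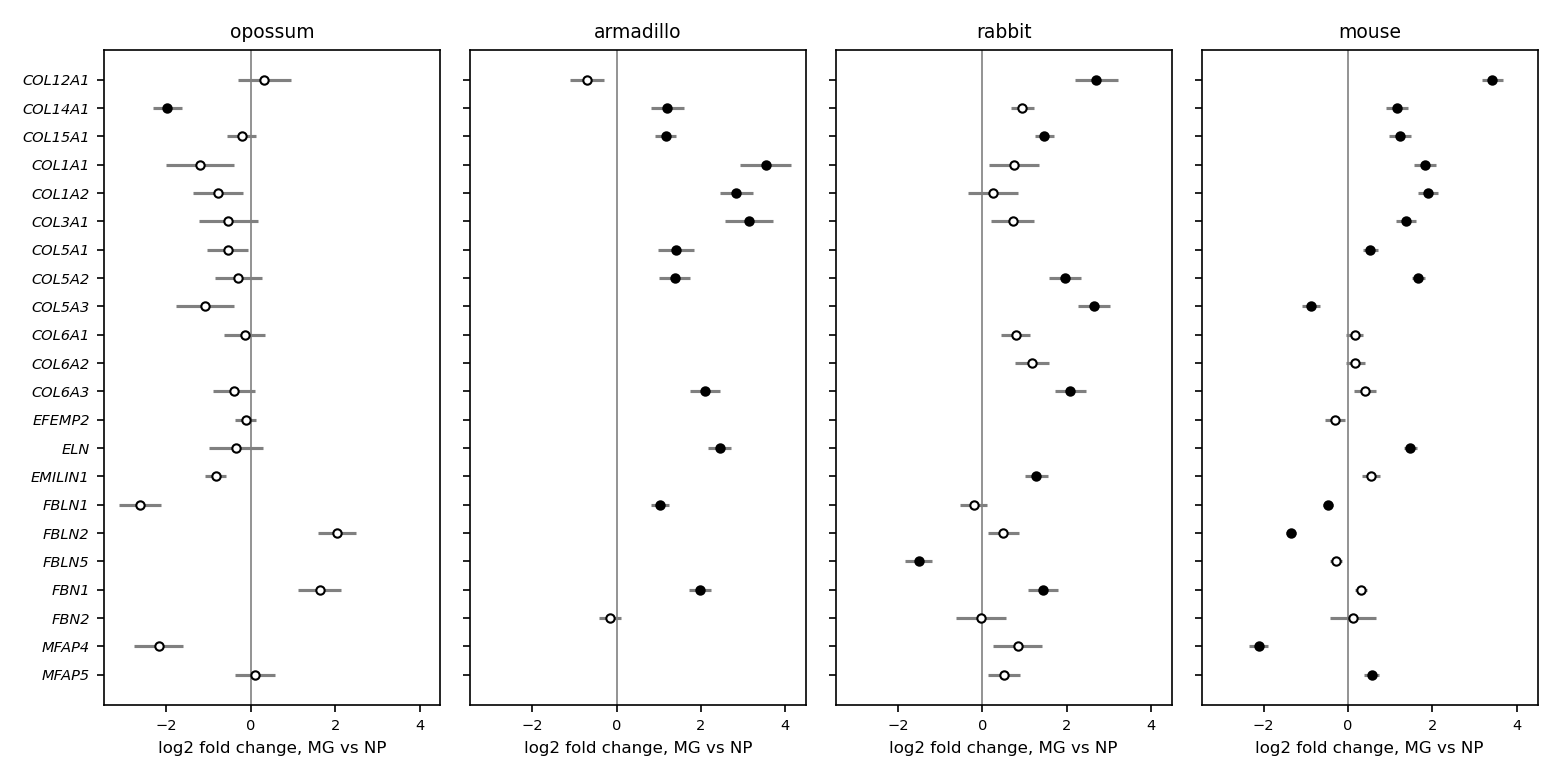
Log2 fold change from the non-pregnant state to mid-gestation of each collagen and elastic fibre gene on the list, with 1 panel each for opossum, armadillo, rabbit and mouse. Points are edgeR estimates and bars their standard errors; a filled point marks an adjusted p under 0.05, and a gene without a point was not in the table or not tested. Most filled points lie right of 0 in armadillo, rabbit and mouse, and the 1 filled point of opossum, COL14A1, lies left of 0.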

### The role of histone acetylation

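In armadillo the coactivator genes fell from NP to MG: 10 of 15 (median log2 change -0.44, camera adjusted p = 0.0038, adjusted p = 0.26 with an estimated correlation), with NCOA3 (ENSDNOG00000018625) going from 116 ± 6.04 to 35.9 ± 1.65 TPM (log2 -1.21 ± 0.12 SE, adjusted p = 1.9e-04) and CREBBP (ENSDNOG00000009966) from 248 ± 18.5 to 131 ± 20.8 (log2 -0.44, adjusted p = 0.0082). NCOA1 (ENSDNOG00000009924) went from 134 ± 5.34 to 78.0 ± 4.30 TPM (log2 -0.30, adjusted p = 0.040, but 0.073 without a filter on low counts, 0.12 with a replicate block, 0.052 with the LG library in the fit and 0.054 to 0.13 without any 1 NP library or MG library 2, 4 or 5). The NP animals were taken in May and the MG animals in January, so that season and pregnancy are not separated here. In the 1 LG library NCOA1, NCOA3 and CREBBP read 171, 424 and 288 TPM, above their NP means, in a library that has fewer counts over more genes than the others (11241900 over 21478, against at least 21381480 over at most 18903). That library was not sequenced less: by the paper's supplementary table it had the most reads of the species and the smallest share of aligned reads on genes. Between MG and LG, the list as a whole moved otherwise in opossum than in rabbit and mouse (15 genes, median difference 0.10, 10 positive, camera p = 0.0026, p = 0.021 with an estimated correlation). That p was 0.091 without NCOA1, NCOA2 and CREBBP, 0.12 without NCOA3 as well and 0.16 over the 10 genes named once in all 4 tables, all tests chosen after the data were seen. The set of genes named once in opossum, rabbit and mouse was itself chosen after it was seen that NCOA2 has no armadillo symbol. No gene of the list was called for the difference, while NCOA2 and PPARGC1A were higher in opossum adjusted over the list alone.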

The only broadly shared feature among eutherian species examined is a tendency to decrease the expression of nuclear receptor co-activators (NCOAs and CREBBP) towards the end of pregnancy. This finding is similar to earlier reports about the myometrium^43^. In the uterus proper, the decrease in NCOA expression is associated with a precipitous loss of acetylated histone-3 at the onset of labor. Systemic administration of histone deacetylase inhibitors (Trichostatin A) delayed parturition in mice^43^ and inhibits contractility in the human myometrium^50^. We also investigated H3 acetylation in the mouse cervix and found a similar drop in H3 acetylation with the onset of labor (Fig. 6A,B). These finding suggest a coordinated regulation of both, the myometrial contractility as well as cervical compliance and raises the possibility that influencing the activity of histone deacetylases could also affect the cervical ripening. The phylogenetic comparison further suggests that this mechanism is likely homologous at least among Glires or even eutherian mammals, i.e. evolved before the most recent common ancestor of eutherian mammals. If this is the case investigating this mechanism in a model organism (e.g. mouse) has a high chance of being translatable for human reproductive health as well.

## Conclusions

Our study identifies two features of cervical remodeling that are potentially conserved among eutherians: 1) an increase in the estrogen to progesterone signaling strength ratio and 2) massive histone deacetlylation at the onset of labor. The exact way how a shift in the E/P4 ratio is achieved, however, is highly species specific. We thus suggest that the most important open question is how estrogen and progesterone signaling interacts at the level of the cervical cells. Because of this conservation, model organism based research on this aspect of cervical ripening has the highest potential to be translatable into clinical outcomes in humans. Another interesting aspect is the role of histone deacetylation, although it still has to be established whether histone deacetylation plays a causal role in the control cervical remodeling rather than a consequence.

## Materials and Methods

### Animals

Opossum, *Monodelphis domestica*, specimen were obtained from animals bred in the inhouse colony according to approved IACUC protocols (2009–11313). Male and female animals are housed individually in different rooms. Breeding was initiated by exposing the female to male pheromones for two days and then housing with a male with video observation. After copulation was observed the animals were separated and tissue was harvested at 8 days post copulation and at day 14 post copulation. Armadillo samples were harvested from animals collected for the Yale Peabody Museum of Natural History in Centerville, TX, under protocol 2014–10906. Non-pregnant animals were collected in May, mid-gestational stages were obtained in the first week of January and late gestational stages at the beginning of March. Tissue harvesting from mouse, rabbit and guinea pig was done under Yale IACUC protocols 2012–11483 and 2015–11483. Timed pregnant rabbits were purchased from Charles River Laboratories and timed pregnant C57BL/6 mice from Harlan Spague Dawley Inc. The acquisition of guinea pig tissues is described in a previous paper^36^.

### Tissue harvesting

Cervix material was dissected from animals after euthanasia. The vaginal portion of the cervix was dissected and either preserved in RNA later for RNA sequencing or in 4% neutral para-formaldehyde for histological investigation and immuno-histochemistry. Non-pregnant samples were not staged for mouse and rabbit. Guinea pig samples were obtained during estrus as diagnosed by vaginal opening. Opossums were not cycling, i.e. not exposed to male pheromones and NP armadillo samples were harvested in early May, i.e. prior to the breeding season. Mid-gestation samples are from: mouse = 15 day post copulation (dpc), rabbit = 16dpc, guinea pig = 43dpc (for details see [36]), armadillo = harvested in the first week of January, which is about 4 to 6 weeks after implantation estimated to happen in mid to end November, opossum = 8dpc. Late gestation samples were obtained at: mouse = 18dpc, rabbit = 28dpc, guinea pig = 65dpc, armadillo = first week of March, opossumα= 14dpc. Tissue was collected in triplicate with few exceptions. For armadillo we were only able to harvest one individual in late gestation because of the limitations of field collecting and teaching schedules. For guinea pig the late gestation sample had four specimens. The latter was due to the need to have more animals since the exact day of parturition is not predictable. A total of 44 RNA seq. samples were analyzed for this study (Supplementary Table 1).

### Sequencing and data processing

RNA library preparation and high-throughput sequencing were performed on an Illumina HiSeq 2000 sequencing system following the protocol recommended by Illumina. Sequencing was done for each biological replicates at 1 × 75 bp strand specific by the Yale Center for Genome Analysis. Guinea pig sequence reads were aligned to the *Cavia porcellus* reference genome cavPor3.69, rabbit with oryCun2, armadillo data was re-analyzed with dasNov3, opossum monDom5, and mouse to GRCm38.69 assembly, using the splice junction mapper for RNA-seq reads TopHat2^51–53^. Sequencing depth for RNA-seq samples averaged 45 million reads per biological sample with >75% overall alignment rate. After alignment, read counts were determined with HTSeq-count v0.5.4p1 as described by the authors. Our guinea pig RNA-seq data was previously been deposited in GEO under accession number GSE47986. A complete list of accession numbers is provided in the supplementary material (Suppl. Table 2) and a plot of alignment statistics is provided in Suppl. Figs 3 and 4 and, and a table with the number reads and alignment statistics is given in Suppl. Table 3.

### Data Analysis

Relative RNA abundance was measured as Transcripts Per Million Transcripts (TPM) as recommended in refs 54 and 55. For all samples the alignment rate was at least 75%, and it was >80% for all armadillo samples with dasNov3 assembly. In order to mitigate the biases in comparative transcriptomic analyses, we took the following measures: 1) The mean of TPM values for all genes in a sample is proportional to the inverse of the number of genes used in the analysis. To account for the differences in the number of annotated genes between species, we TPM normalized read counts for all samples only using the genes with one-to-one orthologs between all species, thus making the TPM measurements as comparable between species as possible. 2) In addition, to circumvent the biases arising from differences in gene models between species (including aspects such as gene lengths), we avoid the comparisons of TPM measurements between species as far as possible. We measure differential expression of a given gene within species across stages of gestation, and compare the direction of differential expression between species e.g. upregulation in one species vs. downregulation in the other.

### Statistics

When correlations were calculated or differential expression was tested we transformed TPM data by square root transformation rather than the more widely used log-transformation for two reasons. First, TPM as well as RPKM data usually contains zero counts. In a log-transformation these data points will be transformed into minus infinity. In contrast $$\sqrt{0}=0$$. The second reason to prefer square root transformation is that it is in fact variance stabilizing^56^, while the log-transformation leads to an inflation of variance at low abundance values. Tests for differential expression were used to test specific hypotheses. For instance, we tested differences between stages for those genes that have been found differentially expressed in humans. For this reason, we did not use multiple comparison corrections. We used one way ANOVA and t-tests on square root transformed TPM data.

### Western Blotting

Cervix tissues of *M. musculus* were dissected. Nuclear proteins were extracted following the Pierce NE-PER Nuclear and Cytoplasmic Extraction Protocol (Thermo Scientific). Lysis buffers were supplemented with Halt Protease Inhibitor Cocktail (Thermo Scientific). All cell lysates were flash frozen and stored at −80C until use. After thawing, the protein concentrations were quantified using Pierce BCA protein assay kit (Thermo Scientific). Cell lysates were diluted in the lysis buffer to make a solution with 5 µg of protein. The solutions were combined with an equal volume of 2x loading buffer (2x NuPAGE LDS Sample buffer (Invitrogen) with 2x NuPAGE Sample Reducing Agent (Novex)), heated at 70 °C for 10 minutes, split in half to be loaded in two NuPAGE 4–12% Bis-Tris gels (Novex), and electrophoresed at 130 V for 60 minutes. Proteins were transferred to polyvinylidene difluoride membranes using the iBlot Gel Transer system (Invitrogen). Membranes were incubated with blocking buffer (3% bovine serum albumin in PBST) for 1 hour at room temperature, and then incubated with primary antibodies (Histone H3, 1:500 (Thermo Scientific #PA1–16941) or Acetyl Histone H3-Lys27, 1:1000 (Thermo Scientific #A16641)) overnight at 4 °C. After washing with PBST three times for 5 minutes, membranes were then incubated with the corresponding HRP-conjugated secondary antibody (goat anti-rabbit IgG HRP, 1:5000 (Santa Cruz #SC-2054)) for 1hr at 4 °C, followed by washing with PBST three times for 5 minutes. For signal detection, the membranes were incubated with Clarity Western ECL Substrate (Bio-Rad) for 5 minutes in the dark, and visualized with Bio-Rad Gel Doc System. After detection, membranes were stripped for 10 minutes in Restore Western Blot Stripping Buffer (Thermo Scientific) and reprobed with a loading control (Anti-Beta Actin Antibody [AC-15], 1:10,000 (Abcam #AB6276)), followed by secondary antibody (Donkey anti-mouse, 1:10,000 (Jackson Immuno Research Laboratories #715-035-150)).

### Immunohistochemistry

For the immuno-localization of NCOA2 we used frozen sections provided by the Condon Laboratory. For antigen retrieval, the slides were submerged in 0.3% sodium citrate solution and heated to 95 °C for 1 hour. The slides, still submerged, were subsequently cooled to 28 °C. Blocking was performed using a solution of 1% Bovine serum albumin in PBS. Each section was then treated with a peroxidase suppressor (DAKO, ref K4011) before the application of a primary antibody, specified below. The slides were incubated with primary antibody, diluted from 1/100 to 1/1000 in blocking solution, in a humidification chamber overnight at 4 °C. The next day, the slides were washed in PBS followed by blocking solution for 5 minutes each before the application of the secondary antibody, Labelled Polymer-HRP Anti-Rabbit (DAKO, ref K4011). After one more wash of PBS and blocking solution, each for five minutes, the secondary antibody was detected. The detection was done through an incubation of AEC (DAKO, ref K3463) and ultra-pure water for five minutes each. The first control used rabbit-IgG (Santa Cruz Biotech, sc-2027) as a primary antibody, while the second used no primary antibody. The procedure followed for the controls was otherwise identical to that of the experimental. NCOA2 was detected with rabbit antibody A300-346A from Bethyl raised against the human antigen and proven reactivity for human and mouse antigens.

### Ethics Statement

All experiments were performed according to all relevant guidelines and regulations. Specifically, for this study animals where only used for tissue harvesting and euthanized according to the guidelines provided by Yale IACUC. The relevant experimental protocols were approved by Yale IACUC under the protocol number #2015-11483 - “Evolution of gene expression of the uterine cervix and progesterone withdrawal among mammals”.

## Electronic supplementary material

Full Western Blotting Results

Suppementary Information

# Supplementary material for: Evolution of Gene Expression in the Uterine Cervix related to Steroid Signaling: Conserved features in the regulation of cervical ripening
**Source:** Sci Rep. 2017 Jun 30;7:4439. doi: 10.1038/s41598-017-04759-6

Full western blotting results for "Evolution of Gene Expression in the Uterine Cervix related to Steroid Signaling: Conserved features in the regulation of cervical ripening"

Günter P. Wagner^{1,2,3,5}, Mauris C. Nnamani^{1,3}, Arun Rajendra Chavan^{1,3}, Jamie Maziarz³, Stella Protopapas³, Jennifer Condon^{4,5} and Roberto Romero^{4,5,6,7}

- 4) Perinatology Research Branch, NICHD, NIH

Inventory

- Experiment 1: 070516/1
- Experiment 2: 070516/2
- Experiment 3: 102115

Experiment 1: 070516/1

Histone 3 (gel #1)

Primary Antibody: Polyclonal Rabbit anti-Histone H3 (PA1-16941) 1:500

Secondary Antibody: goat anti-Rabbit IgG HRP (sc-2054) 1:5000

Predicted Size: 17kD

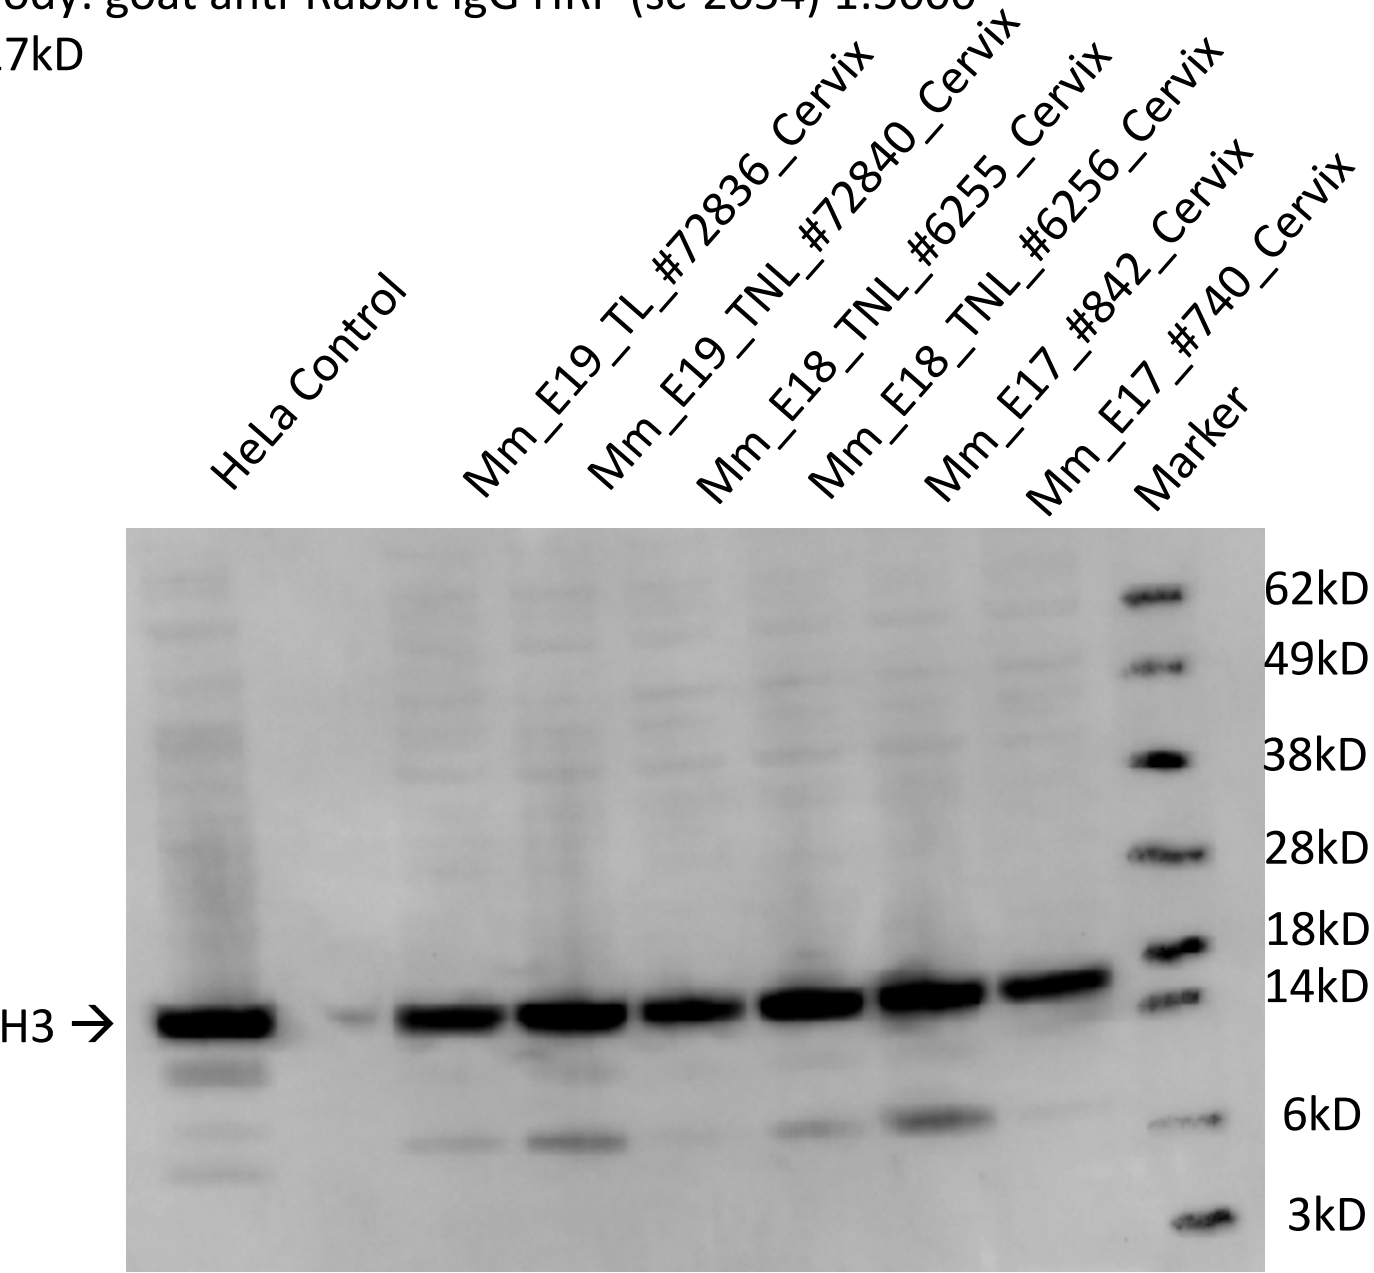

Histone 3 Stripped and Re-probed with Loading Control Actin (gel #1)

Primary Antibody: Monoclonal Mouse anti-beta Actin (AC-15)

Secondary Antibody: Peroxidase AffiniPure Donkey Anti-Mouse IgG (H+L) (Cat#715-035-150)

1:10,000

Predicted Size: 42kD

HeLa Control
Mm_E19_TL_#72836_Cervix
Mm_E19_TNL_#72840_Cervix
Mm_E18_TNL_#6255_Cervix
Mm_E18_TNL_#6256_Cervix
Mm_E17_#842_Cervix
Mm_E17_#740_Cervix
Marker

Actin →

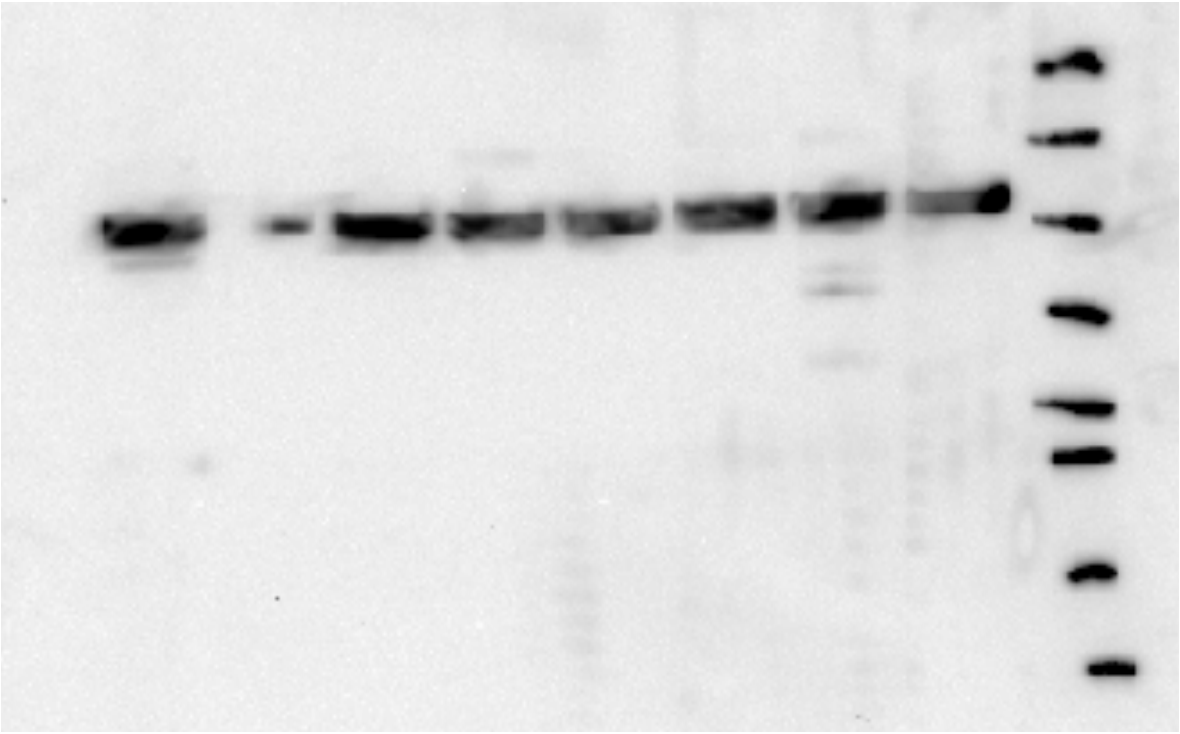

62kD
49kD
38kD
28kD
18kD
14kD
6kD
3kD

Acetyl Histone H3 Lys 27 (gel #1)

Primary Antibody: Polyclonal Rabbit anti-Acetyl Histone H3 Lys 27 (A16641) 1:1000

Secondary Antibody: goat anti-Rabbit IgG HRP (sc-2054) 1:5000

Predicted Size: 17kD

HeLa Control
Mm_E19_TL_#72836_Cervix
Mm_E19_TNL_#72840_Cervix
Mm_E18_TNL_#6255_Cervix
Mm_E18_TNL_#6256_Cervix
Mm_E17_#842_Cervix
Mm_E17_#740_Cervix
Marker

Acetyl H3 Lys27 →

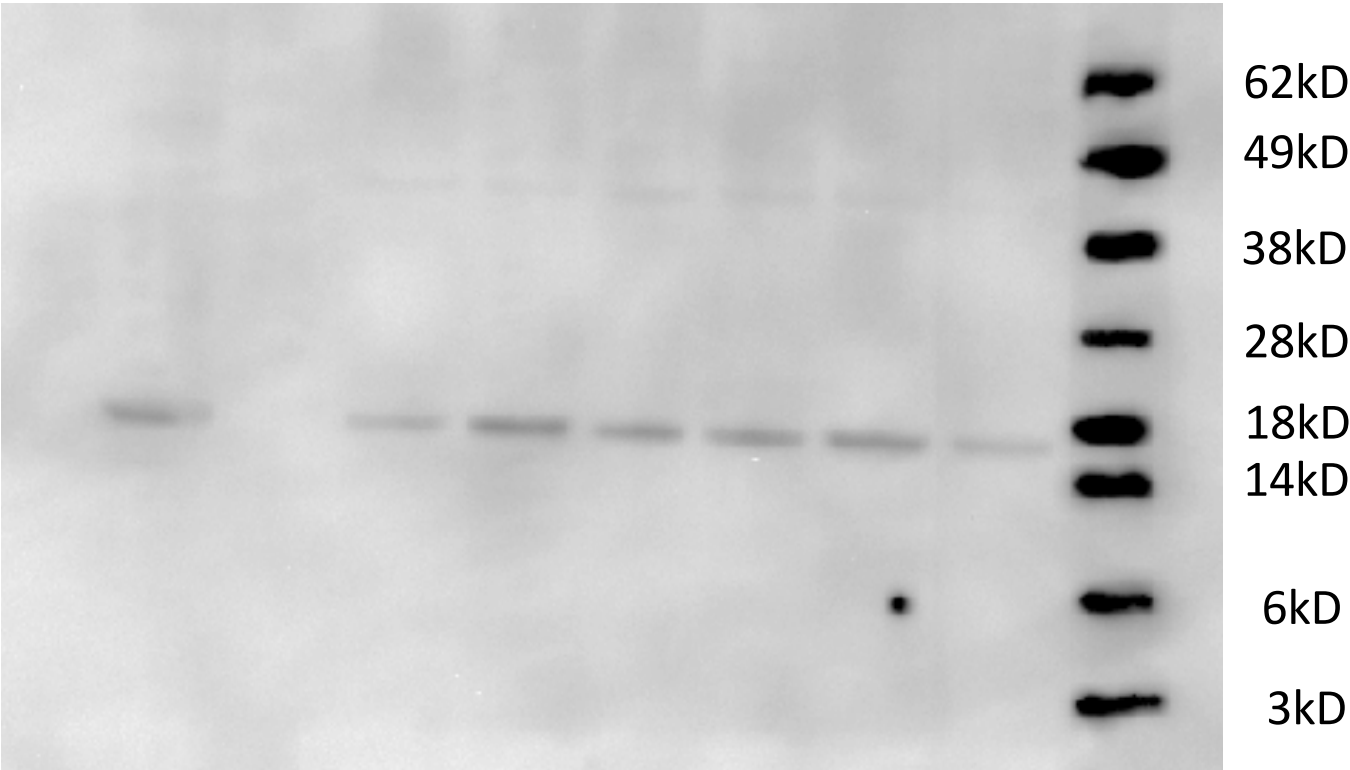

Acetyl Histone H3 Lys 27 Stripped and Re-probed with Loading Control Actin (Gel #1)

Primary Antibody: Monoclonal Mouse anti-beta Actin (AC-15)

Secondary Antibody: Peroxidase AffiniPure Donkey Anti-Mouse IgG (H+L) (Cat#715-035-150)

1:10,000

Predicted Size: 42kD

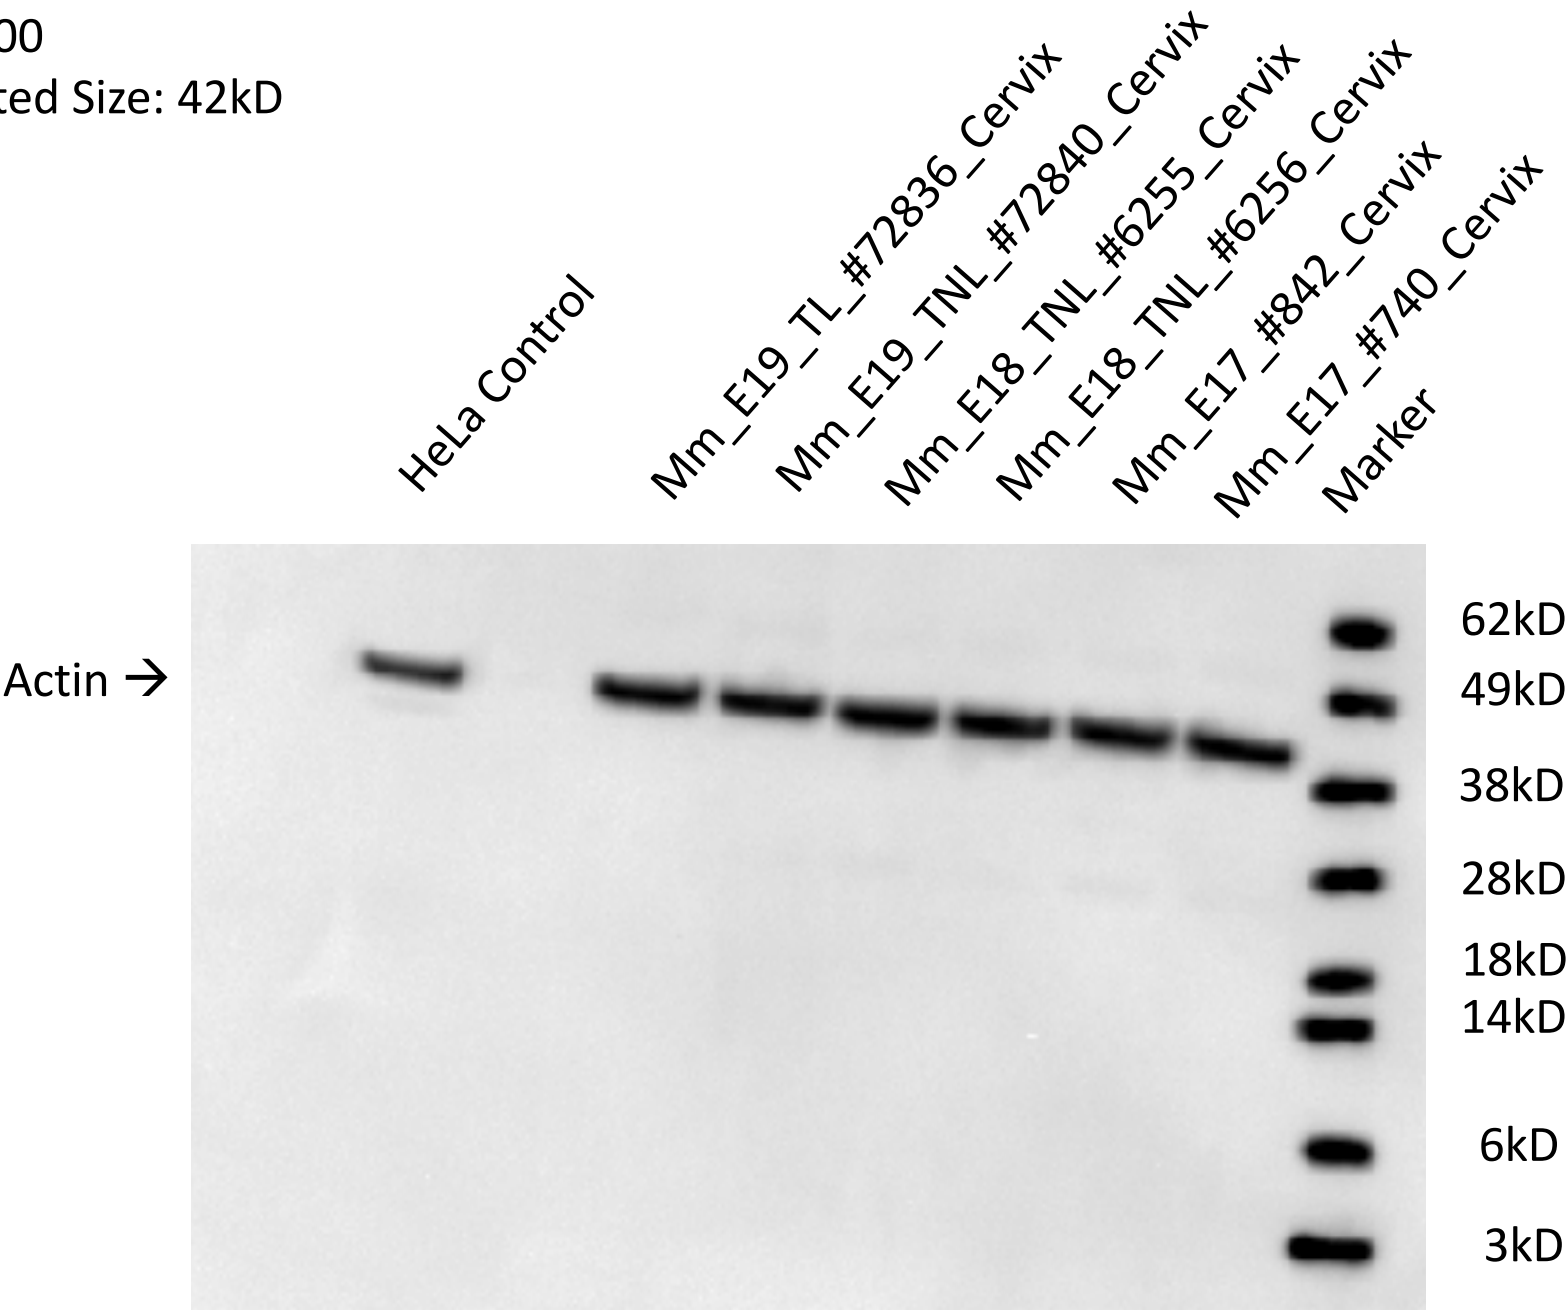

Experiment 2: 070516/2

Histone 3 (gel #2)

Primary Antibody: Polyclonal Rabbit anti-Histone H3 (PA1-16941) 1:500

Secondary Antibody: goat anti-Rabbit IgG HRP (sc-2054) 1:5000

Predicted Size: 17kD

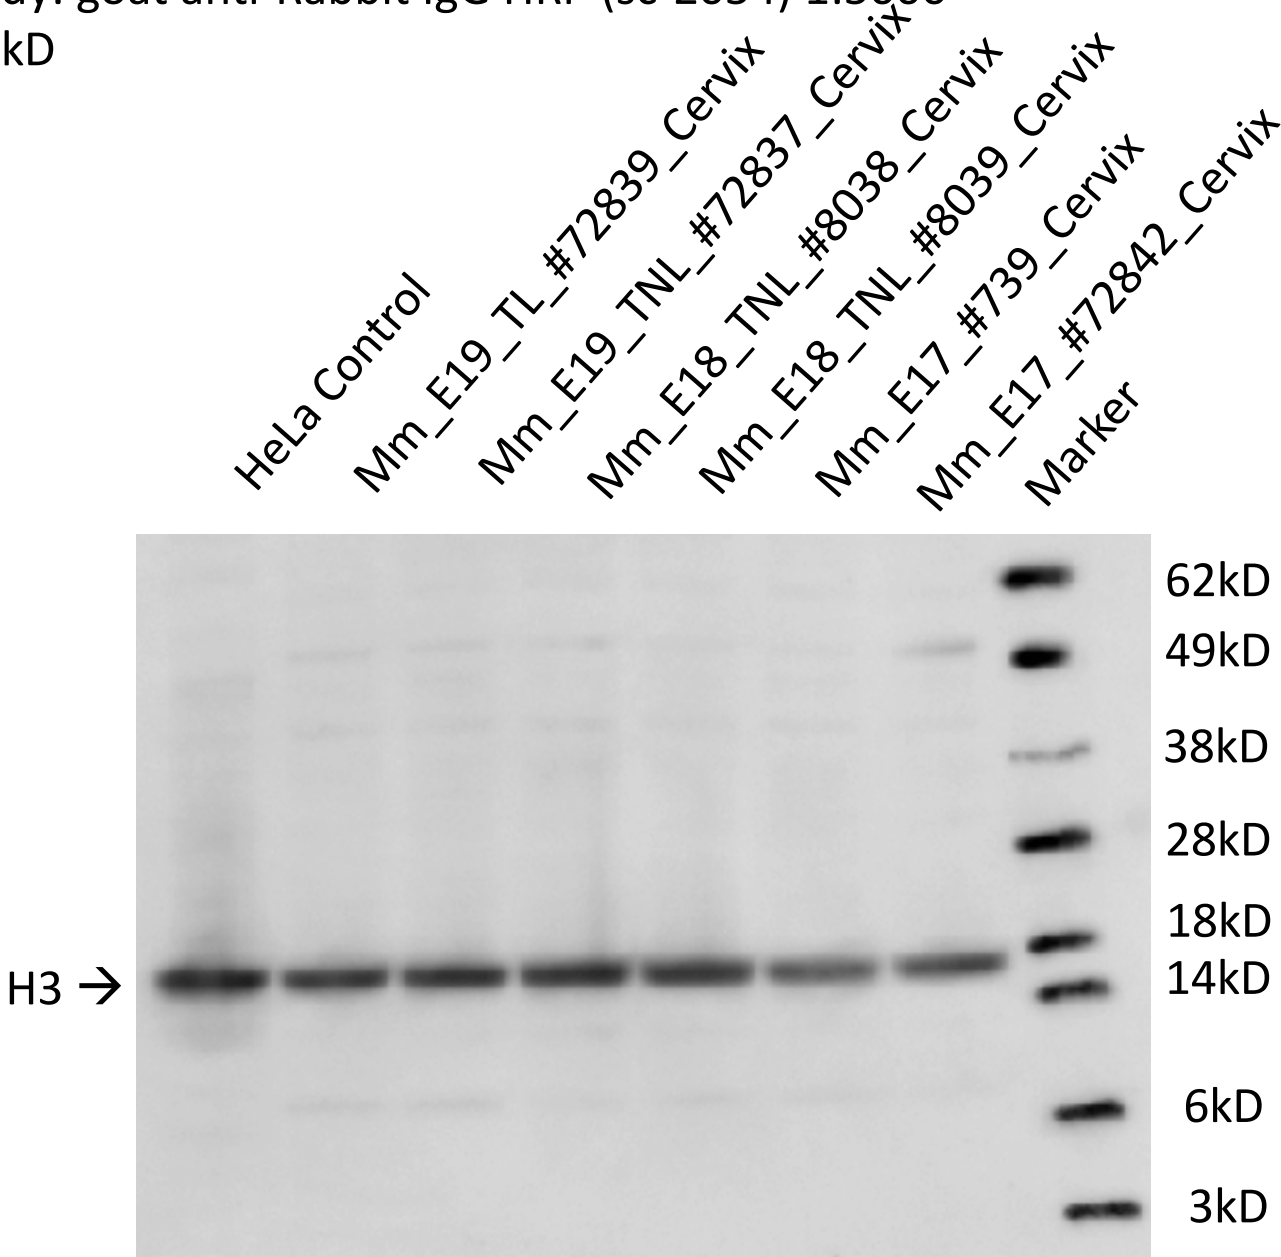

Histone 3 Stripped and Re-probed with Loading Control Actin (gel #2)

Primary Antibody: Monoclonal Mouse anti-beta Actin (AC-15)

Secondary Antibody: Peroxidase AffiniPure Donkey Anti-Mouse IgG (H+L) (Cat#715-035-150)

1:10,000

Predicted Size: 42kD

HeLa Control
Mm_E19_TL_#72839_Cervix
Mm_E19_TNL_#72837_Cervix
Mm_E18_TNL_#8038_Cervix
Mm_E18_TNL_#8039_Cervix
Mm_E17_#739_Cervix
Mm_E17_#72842_Cervix
Marker

Actin →

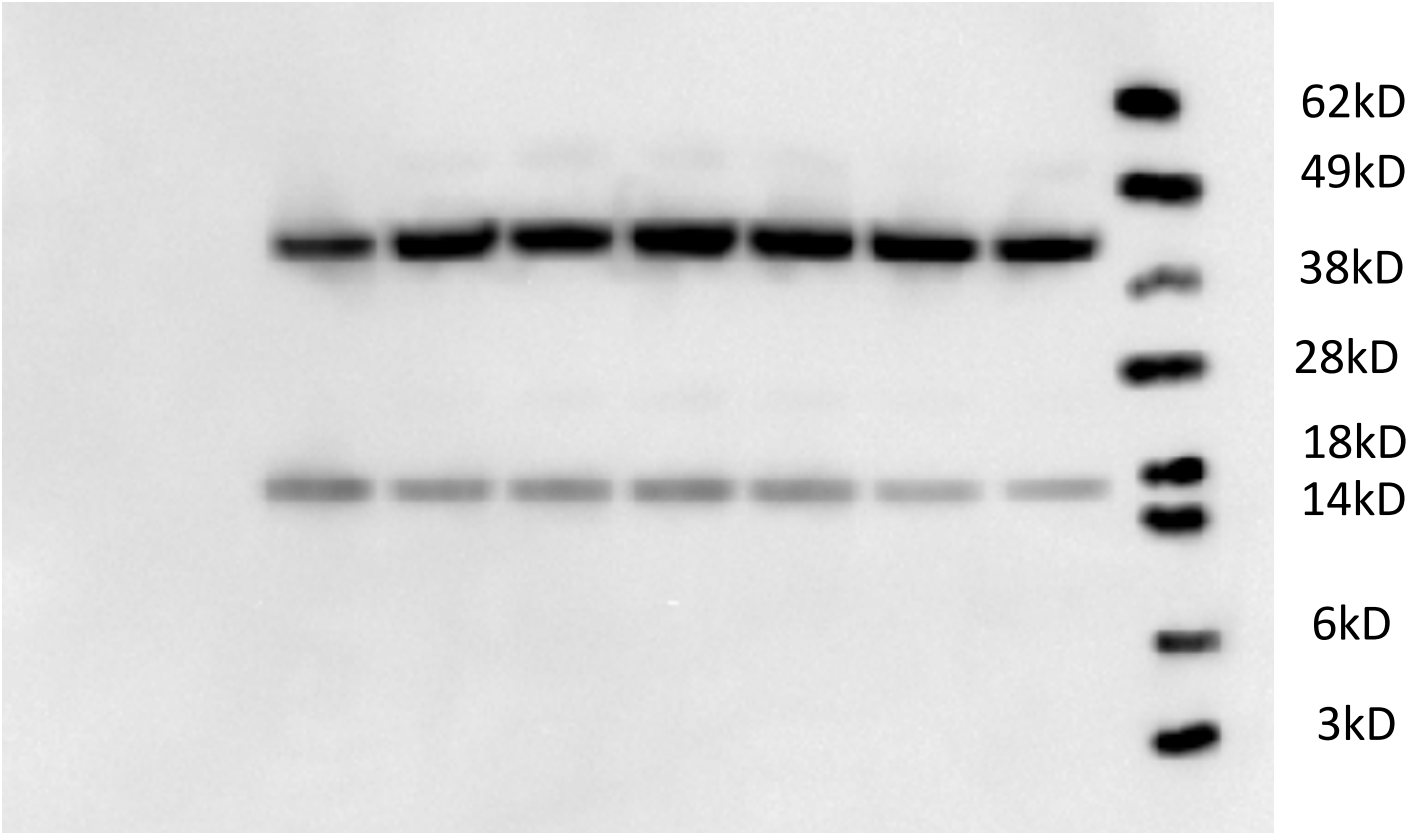

Acetyl Histone H3 Lys 27 (gel #2)

Primary Antibody: Polyclonal Rabbit anti-Acetyl Histone H3 Lys 27 (A16641) 1:1000

Secondary Antibody: goat anti-Rabbit IgG HRP (sc-2054) 1:5000

Predicted Size: 17kD

HeLa Control
Mm_E19_TL_#72839_Cervix
Mm_E19_TNL_#72837_Cervix
Mm_E18_TNL_#8038_Cervix
Mm_E18_TNL_#8039_Cervix
Mm_E17_#739_Cervix
Mm_E17_#72842_Cervix
Marker

Acetyl H3 Lys27 →

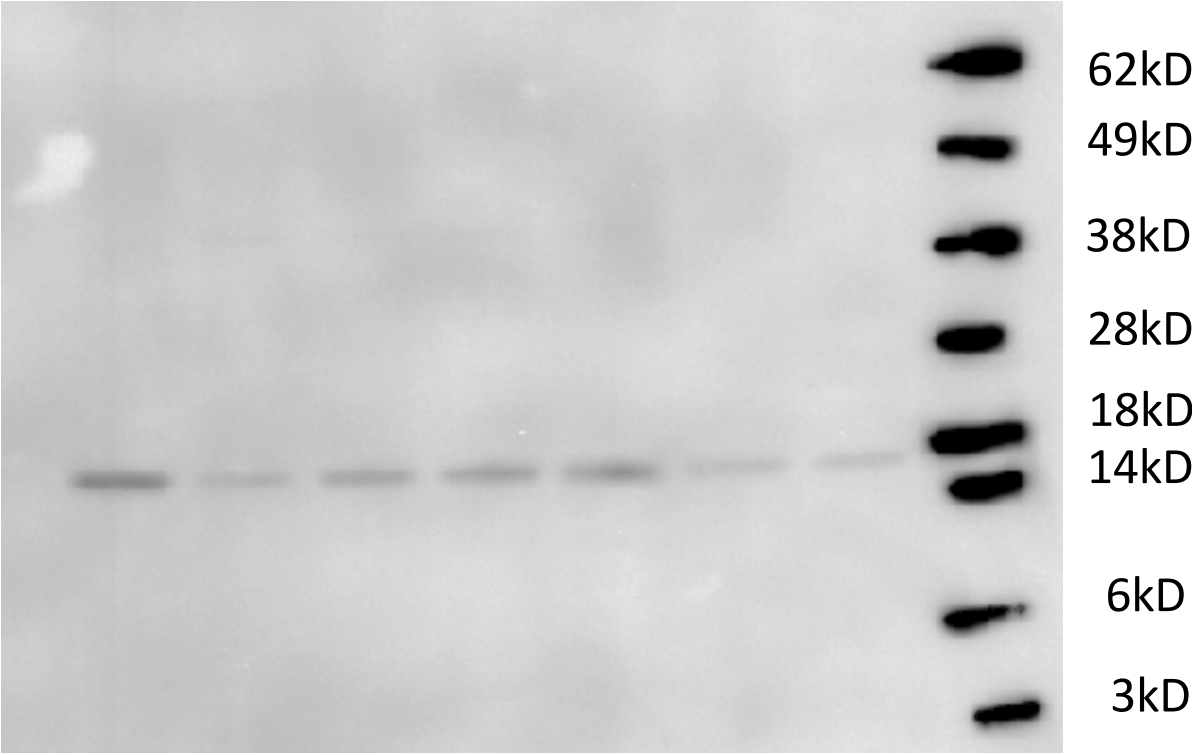

Acetyl Histone H3 Lys 27 Stripped and Re-probed with Loading Control Actin (Gel #2)

Primary Antibody: Monoclonal Mouse anti-beta Actin (AC-15)

Secondary Antibody: Peroxidase AffiniPure Donkey Anti-Mouse IgG (H+L) (Cat#715-035-150)

1:10,000

Predicted Size: 42kD

HeLa Control
Mm_E19_TL_#72839_Cervix
Mm_E19_TNL_#72837_Cervix
Mm_E18_TNL_#8038_Cervix
Mm_E18_TNL_#8039_Cervix
Mm_E17_#739_Cervix
Mm_E17_#72842_Cervix
Marker

Actin →

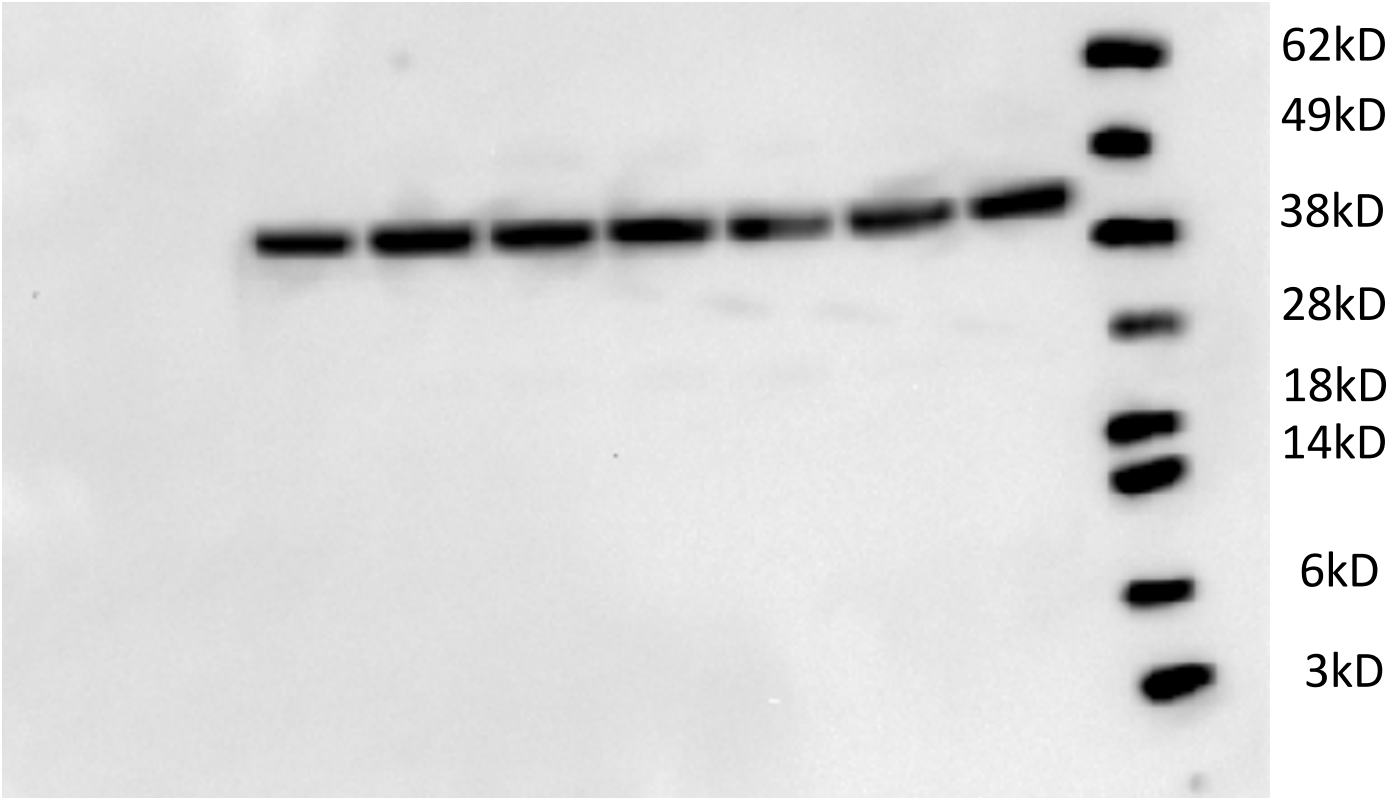

Experiment 3: 102115

Histone 3

Primary Antibody: Polyclonal Rabbit anti-Histone H3 (PA1-16941) 1:1000

Secondary Antibody: goat anti-Rabbit IgG HRP (sc-2054) 1:5000

Predicted Size: 17kD

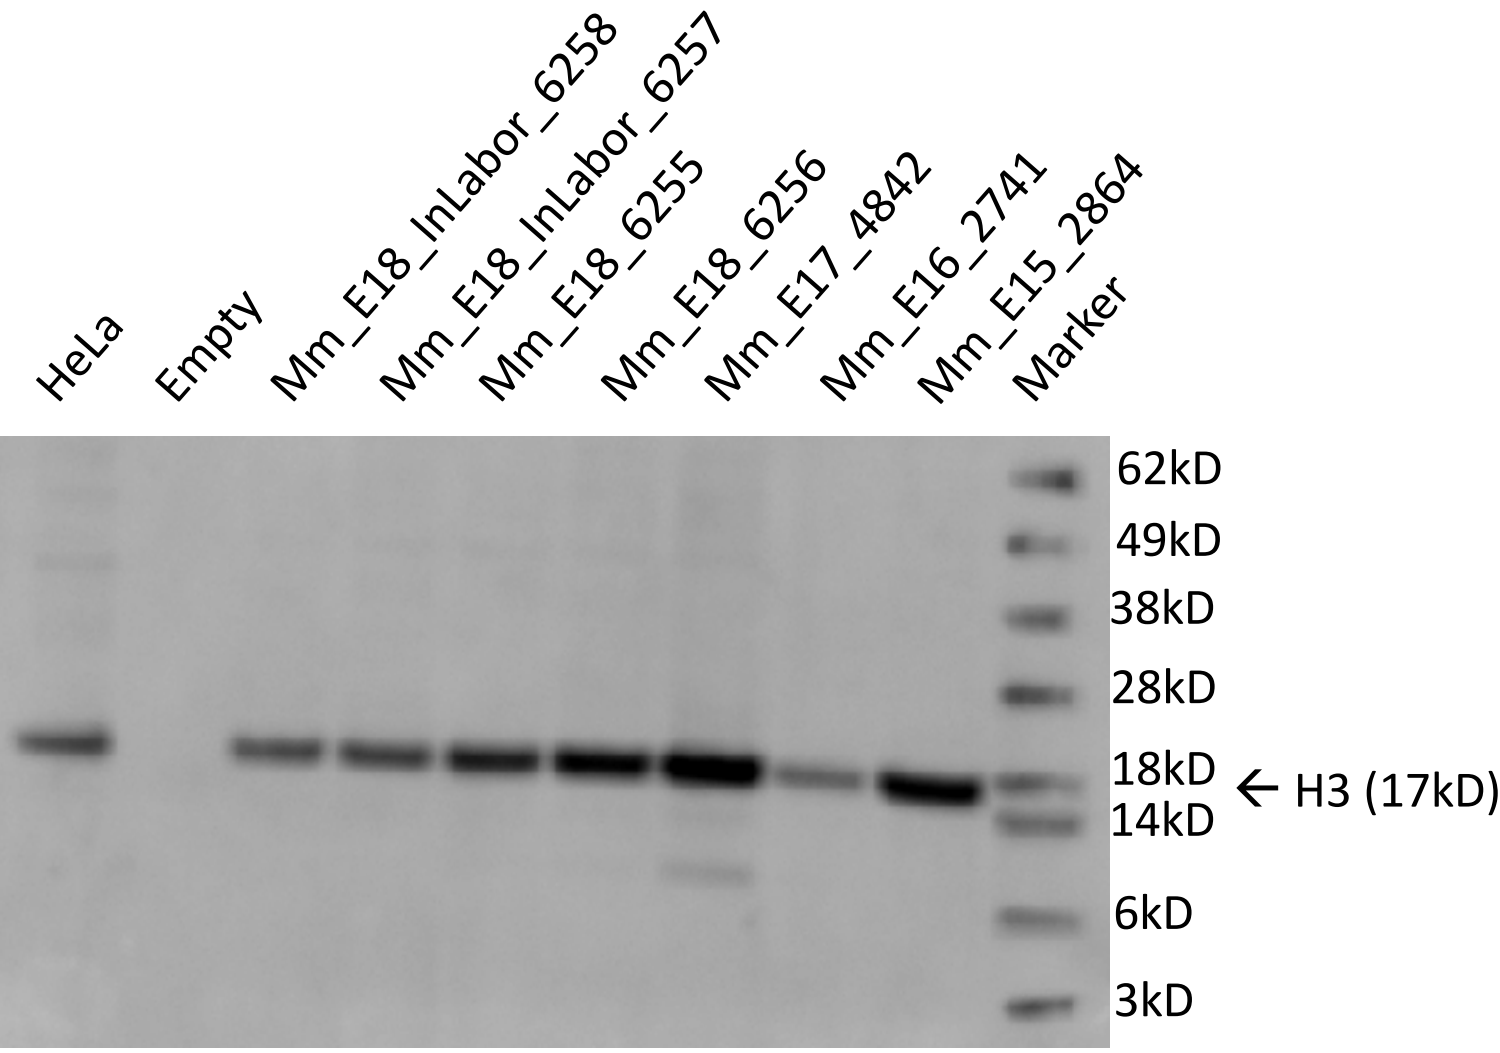

Histone 3 Stripped and Re-probed with Loading Control Actin

Primary Antibody: Monoclonal Mouse anti-beta Actin (AC-15)

Secondary Antibody: Peroxidase AffiniPure Donkey Anti-Mouse IgG (H+L) (Cat#715-035-150)

1:10,000

Predicted Size: 42kD

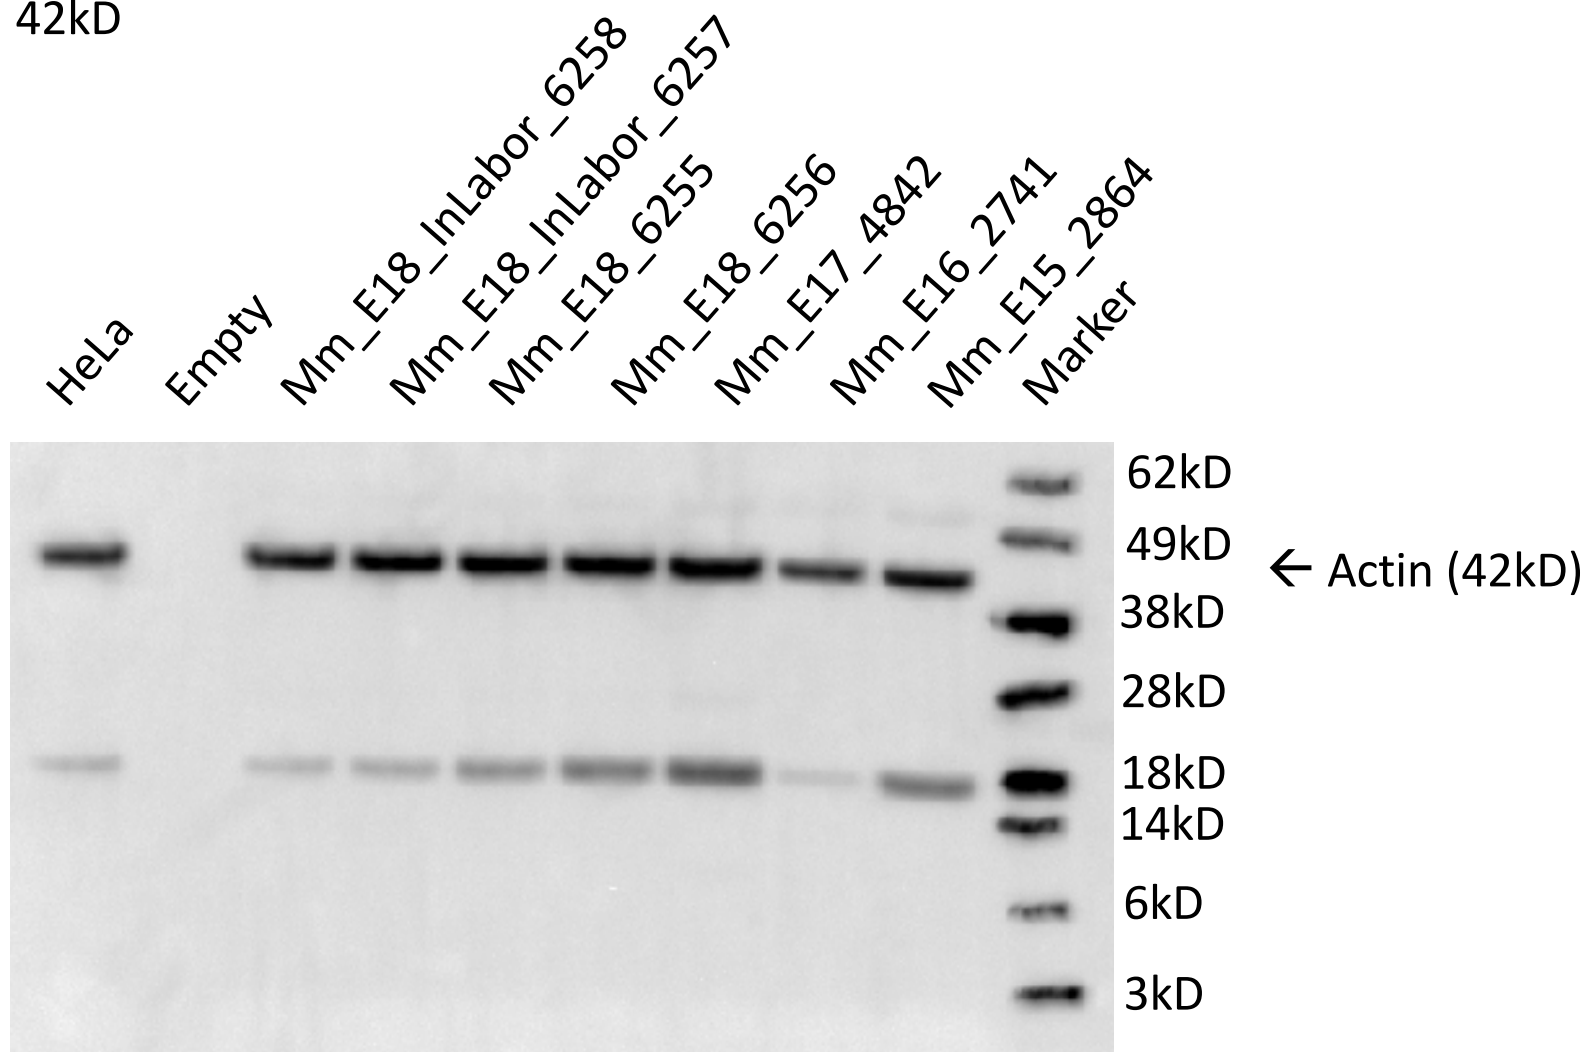

Acetyl Histone H3 Lys 27

Primary Antibody: Polyclonal Rabbit anti-Acetyl Histone H3 Lys 27 (A16641) 1:1000

Secondary Antibody: goat anti-Rabbit IgG HRP (sc-2054) 1:5000

Predicted Size: 17kD

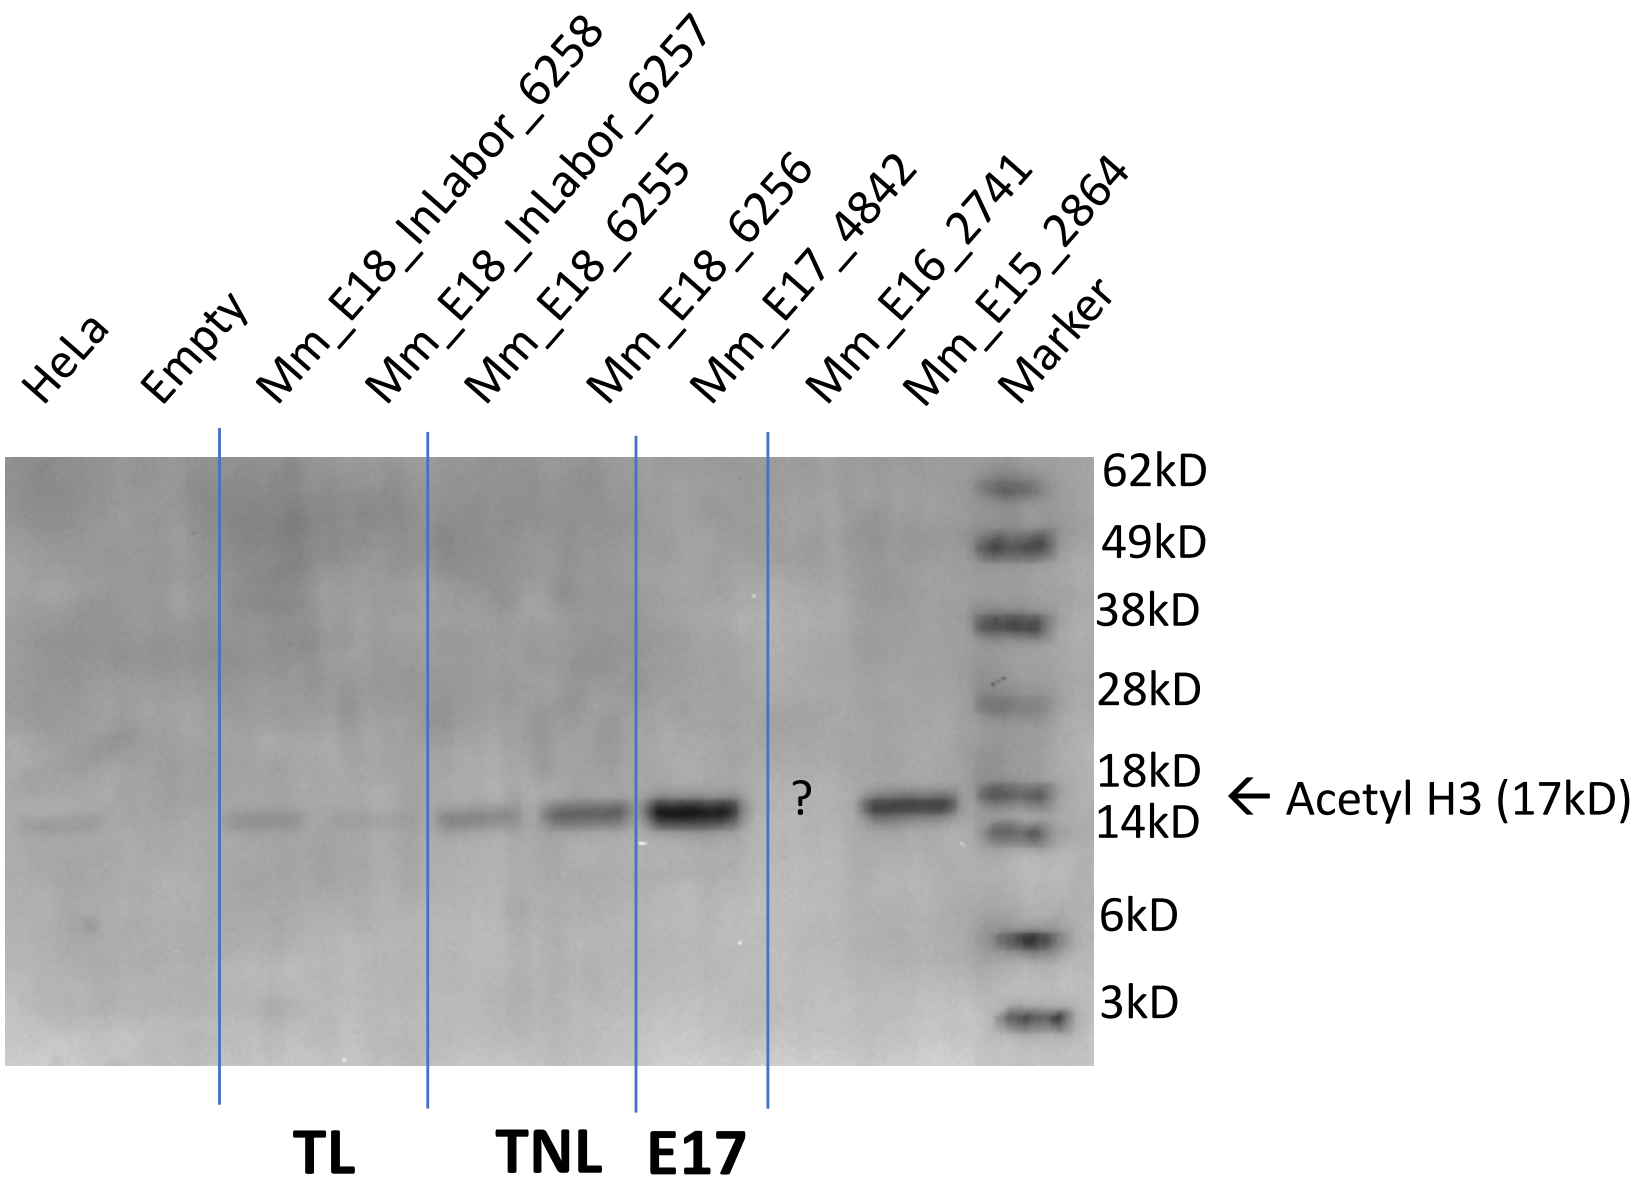

Acetyl Histone H3 Lys 27 Stripped and Re-probed with Loading Control Actin Gel #1

Primary Antibody: Monoclonal Mouse anti-beta Actin (AC-15)

Secondary Antibody: Peroxidase AffiniPure Donkey Anti-Mouse IgG (H+L) (Cat#715-035-150)
1:10,000

Predicted Size: 42kD

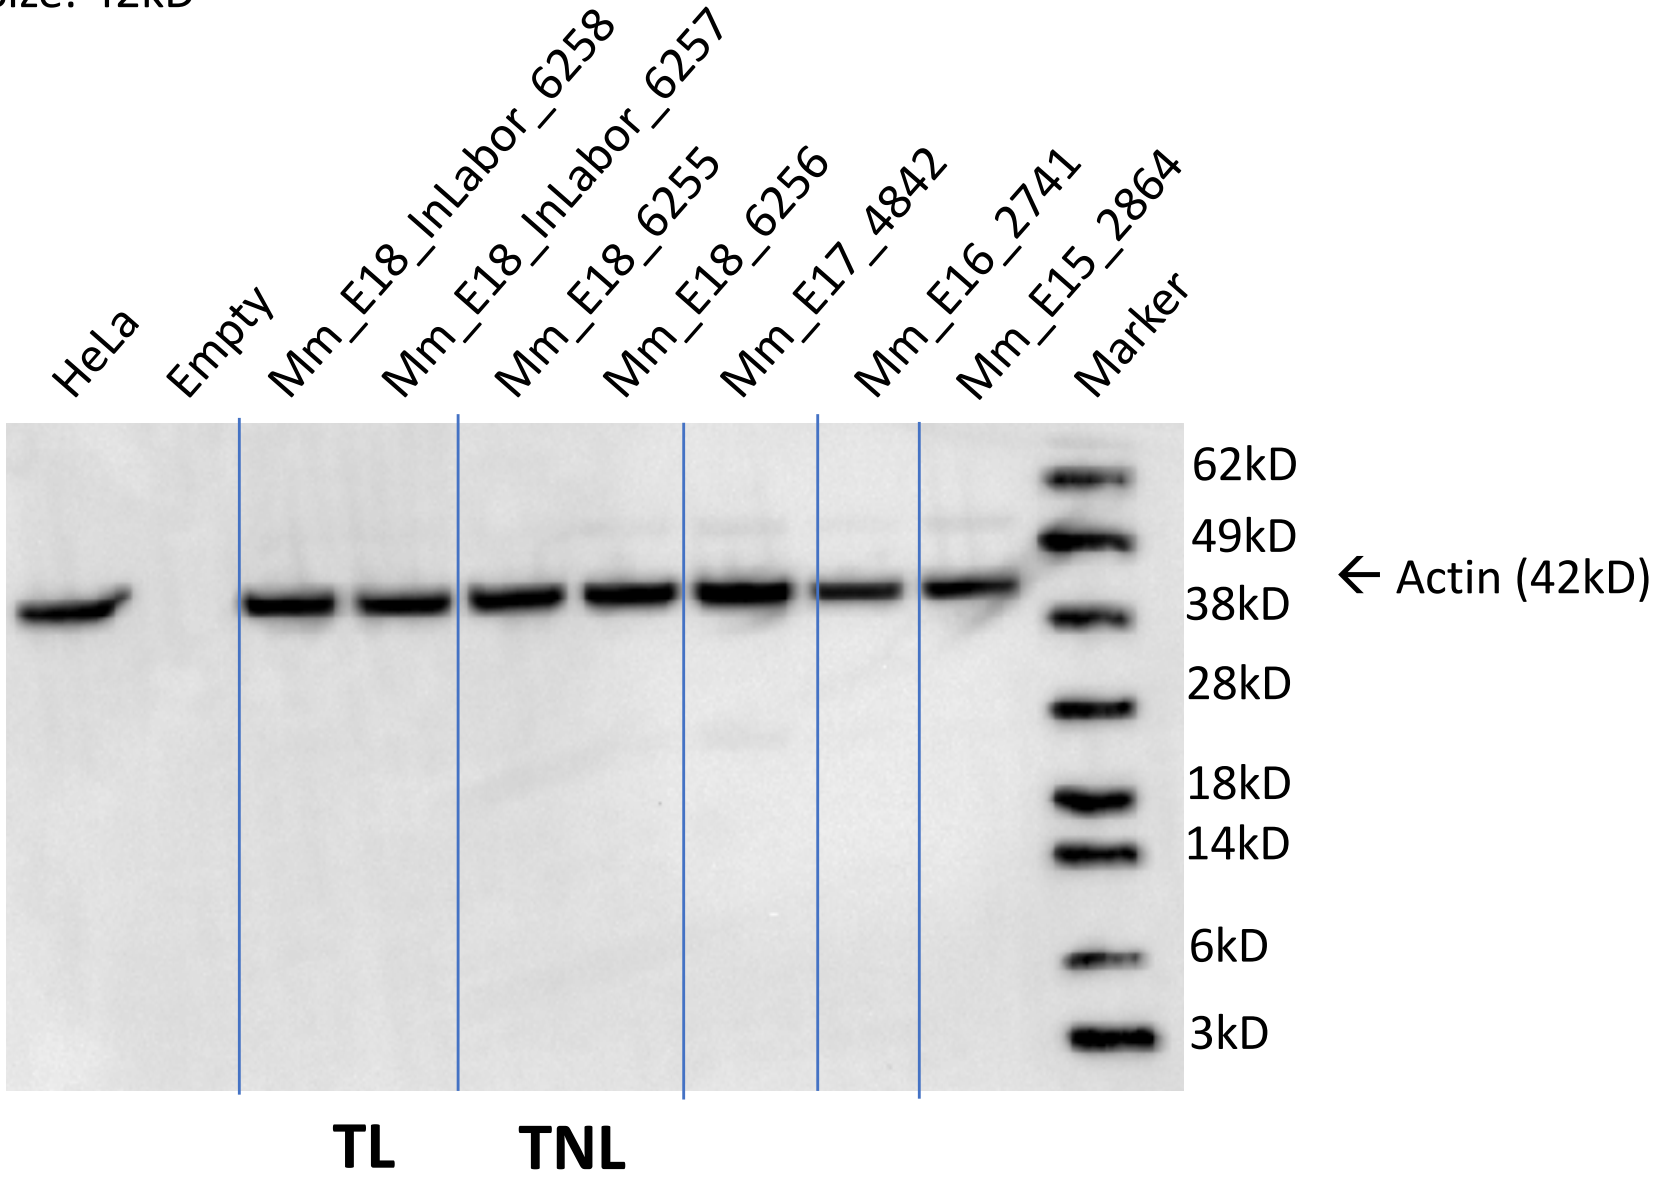

**Supplement:** Supplementary file 1 — Full Western Blotting Results

# Supplementary material for: Evolution of Gene Expression in the Uterine Cervix related to Steroid Signaling: Conserved features in the regulation of cervical ripening
**Source:** Sci Rep. 2017 Jun 30;7:4439. doi: 10.1038/s41598-017-04759-6

Supplementary Material for Wagner et al., for

**Evolution of Gene Expression in the Uterine Cervix related to Steroid Signaling:
Conserved features in the regulation of cervical ripening**

Günter P. Wagner^{1,2,3,5}, Mauris C. Nnamani^{1,3}, Arun Rajendra Chavan^{1,3}, Jamie Maziarz³,
Stella Protopapas³, Jennifer Condon^{4,5} and Roberto Romero^{4,5,6,7}

- 4) Perinatology Research Branch, NICHD, NIH

Inventory:

Supplementary Table 1: number of samples analyzed

Supplementary Table 2: accession numbers for the data used in this study

Supplementary Table 3: read numbers and alignment statistics

Supplementary Figure 1: comparison of histone 3 acetylation between day 16 and day 18
TNL by Western Blotting.

Supplementary Figure 2: immunostaining for NCOA2 in the uterine stroma of the mouse
cervix at day 10pc.

Supplementary Figure 3: percent reads aligned

Supplementary Figure 4: percent unique mapped reads

Supplementary Table 1: sample size by species and gestational stage entering the statistical analysis. In all cases were possible we collected at least three replicates. Lower numbers are either due to limitations of field collection, as for the armadillo, or because of sample quality controls, where some samples needed to be eliminated.

Species	NP	MG	LG	N
Opossum	3	2	3	8
Armadillo	4	5	1	10
Rabbit	3	3	3	9
Guinea pig	2	3	4	9
Mouse	2	3	3	8
total				44

Supplementary Table 2: Accession numbers of the RNA seq data utilized in this study.

Accession	Title	Release date	Status	Supplementary files
GSE85815	Evolution of Gene Expression in the Uterine Cervix related to Steroid Signaling: Conserved features in the regulation of cervical remodeling. Aug 10, 2017	approved	None	
GSM2284926	Opossum Non-pregnant 2	Aug 10, 2017	approved	None
GSM2284927	Opossum Non-pregnant 3	Aug 10, 2017	approved	None
GSM2284928	Opossum Non-pregnant 4	Aug 10, 2017	approved	None
GSM2284929	Opossum Mid-gestation 1	Aug 10, 2017	approved	None
GSM2284930	Opossum Mid-gestation 2	Aug 10, 2017	approved	None
GSM2284931	Opossum Late-gestation 1	Aug 10, 2017	approved	None
GSM2284932	Opossum Late-gestation 2	Aug 10, 2017	approved	None
GSM2284933	Opossum Late-gestation 3	Aug 10, 2017	approved	None
GSM2284934	Armadillo Non-pregnant 1	Aug 10, 2017	approved	None
GSM2284935	Armadillo Non-pregnant 2	Aug 10, 2017	approved	None
GSM2284936	Armadillo Non-pregnant 3	Aug 10, 2017	approved	None
GSM2284937	Armadillo Non-pregnant 4	Aug 10, 2017	approved	None
GSM2284938	Armadillo Mid-gestation 1	Aug 10, 2017	approved	None
GSM2284939	Armadillo Mid-gestation 2	Aug 10, 2017	approved	None
GSM2284940	Armadillo Mid-gestation 3	Aug 10, 2017	approved	None
GSM2284941	Armadillo Mid-gestation 4	Aug 10, 2017	approved	None
GSM2284942	Armadillo Mid-gestation 5	Aug 10, 2017	approved	None
GSM2284943	Armadillo Late-gestation 1	Aug 10, 2017	approved	None
GSM2284944	Rabbit Non-pregnant 1	Aug 10, 2017	approved	None
GSM2284945	Rabbit Non-pregnant 2	Aug 10, 2017	approved	None
GSM2284946	Rabbit Non-pregnant 3	Aug 10, 2017	approved	None
GSM2284947	Rabbit Mid-gestation 1	Aug 10, 2017	approved	None
GSM2284948	Rabbit Mid-gestation 2	Aug 10, 2017	approved	None
GSM2284949	Rabbit Mid-gestation 3	Aug 10, 2017	approved	None
GSM2284950	Rabbit Late-gestation 1	Aug 10, 2017	approved	None
GSM2284951	Rabbit Late-gestation 2	Aug 10, 2017	approved	None
GSM2284952	Rabbit Late-gestation 3	Aug 10, 2017	approved	None
GSM2284953	Mouse Non-pregnant 2	Aug 10, 2017	approved	None
GSM2284954	Mouse Non-pregnant 3	Aug 10, 2017	approved	None
GSM2284955	Mouse Mid-gestation 1	Aug 10, 2017	approved	None
GSM2284956	Mouse Mid-gestation 2	Aug 10, 2017	approved	None
GSM2284957	Mouse Mid-gestation 3	Aug 10, 2017	approved	None
GSM2284958	Mouse Late-gestation 1	Aug 10, 2017	approved	None
GSM2284959	Mouse Late-gestation 2	Aug 10, 2017	approved	None
GSM2284960	Mouse Late-gestation 3	Aug 10, 2017	approved	None

Supplementary Table 3:

sample_name	species	stage	replicate_id	sample_type	total_reads	reads_kept	aligned	aligned_percent	single_feature	single_feature_percent_of_aligned
Cp_LG0	Guinea	LG	1	guinea_pig_LG	50612	5046	4670	92.5523	263265	
01	a_Pig	LG	1	pig_LG	442	8333	9638	6942	27	56.36208741
Cp_LG0	Guinea	LG	2	guinea_pig_LG	54258	5416	5005	92.4139	278815	
02	a_Pig	LG	2	pig_LG	668	5217	6199	1759	72	55.70053771
Cp_LG0	Guinea	LG	3	guinea_pig_LG	52945	5287	4940	93.4346	277522	
03	a_Pig	LG	3	pig_LG	178	4612	3216	6388	96	56.17507978
Cp_LG0	Guinea	LG	4	guinea_pig_LG	49811	4973	4653	93.5654	258045	
04	a_Pig	LG	4	pig_LG	218	3546	3396	0955	72	55.45387661
Cp_MG	Guinea	M		guinea_pig_MG	41335	4122	3787	91.8805	191091	
586	a_Pig	G	1	pig_MG	566	6350	8987	2544	95	50.4480096
Cp_MG	Guinea	M		guinea_pig_MG	36821	3674	3414	92.9352	187306	
587	a_Pig	G	2	pig_MG	021	2244	6513	9541	65	54.8538148
Cp_MG	Guinea	M		guinea_pig_MG	50213	5007	4628	92.4315	253804	
588	a_Pig	G	3	pig_MG	307	7832	7709	3537	20	54.83187772
Cp_NP	Guinea	NP		guinea_pig_NP	56316	5620	5206	92.6316	273517	
405	a_Pig	NP	1	pig_NP	846	8504	6874	6655	63	52.53198608
Cp_NP	Guinea	NP		guinea_pig_NP	43093	4298	3951	91.9437	200476	
406	a_Pig	NP	2	pig_NP	967	1465	8750	0178	60	50.72948917
Cp_NP	Guinea	NP		guinea_pig_NP	47016	4689	4319	92.1042	219882	
538	a_Pig	NP	3	pig_NP	566	6990	4103	1181	70	50.90572201
Dn_LG	Armadillo	LG		armadillo_o_LG	68249	6439	5708	88.6580	112419	
_1	dillo	LG	1	o_LG	771	2322	8958	2044	00	19.69189909
Dn_MG	Armadillo	M		armadillo_o_MG	48608	4835	4277	88.4582	272487	
_1	dillo	G	1	o_MG	203	2038	1375	6726	75	63.70797058
Dn_MG	Armadillo	M		armadillo_o_MG	45788	4555	3998	87.7739	252720	
_2	dillo	G	2	o_MG	956	5166	5588	9253	77	63.20296453
Dn_MG	Armadillo	M		armadillo_o_MG	43019	4281	3579	83.6183	221479	
_3	dillo	G	3	o_MG	722	0383	7340	5959	21	61.87029818
Dn_MG	Armadillo	M		armadillo_o_MG	42341	4213	3655	86.7600	227081	
_4	dillo	G	4	o_MG	841	6855	7955	4652	17	62.11539185
Dn_MG	Armadillo	M		armadillo_o_MG	48165	4790	3906	81.5290	236676	
_5	dillo	G	5	o_MG	587	9924	0484	043	13	60.59221642
Dn_NP	Armadillo	NP		armadillo_o_NP	52835	5277	4732	89.6738	245746	
_1	dillo	NP	1	o_NP	547	4461	4913	917	13	51.92743408
Dn_NP	Armadillo	NP		armadillo_o_NP	40878	4084	3638	89.0692	213719	
_2	dillo	NP	2	o_NP	634	5242	0539	2133	71	58.74561397
Dn_NP	Armadillo	NP		armadillo_o_NP	45693	4564	4038	88.4907	244262	
_3	dillo	NP	3	o_NP	030	1595	8568	024	81	60.47820512
Dn_NP	Armadillo	NP		armadillo_o_NP	50912	5084	4552	89.5305	242861	
_4	dillo	NP	4	o_NP	991	5531	2271	2531	21	53.34997676
Md_LG	Opussum	LG		opussum_m_LG	39359	3935	3558	90.4012	222157	
_1	um	LG	1	m_LG	083	9077	1084	1546	99	62.43710563
Md_LG	Opussum	LG		opussum_m_LG	70224	7022	5617	79.9909	361410	
_2	um	LG	2	m_LG	656	4652	3395	9091	66	64.33840433
Md_LG	Opussum	LG		opussum_m_LG	36982	3698	3276	88.6041	211103	
_3	um	LG	3	m_LG	414	2405	7953	7001	43	64.42374658
Md_M	Opussum	M		opussum_m_MG	63128	6312	5630	89.1854	369726	
G_1	um	G	1	m_MG	300	8299	1241	238	86	65.66939794

Md_M	Oposs	M		opossu	61154	6093	5578	91.5494	342015	
G_2	um	G	2	m_MG	932	2911	3717	0423	05	61.31091085
Md_M	Oposs	M		opossu	46809	4680	4291	91.6792	258447	
G_3	um	G	3	m_MG	950	9946	5025	8756	19	60.22300814
Md_NP	Oposs			opossu	32664	3266	2965	90.7988	181674	
_2	um	NP	2	m_NP	767	4766	9237	6566	45	61.25391897
Md_NP	Oposs			opossu	34851	3485	2615	75.0330	161594	
_3	um	NP	3	m_NP	827	1823	0383	4203	84	61.79444485
Md_NP	Oposs			opossu	44050	4405	3886	88.2352	235829	
_4	um	NP	4	m_NP	076	0075	7700	6407	58	60.67495118
Mm_L	Mous			mouse_	54437	5443	5205	95.6233	458771	
G_1	e	LG	1	LG	863	7861	5295	2914	40	88.13155319
Mm_L	Mous			mouse_	49285	4928	4646	94.2689	408462	
G_2	e	LG	2	LG	708	5706	1118	5092	86	87.91498732
Mm_L	Mous			mouse_	58162	5816	5354	92.0695	464462	
G_3	e	LG	3	LG	495	2486	9919	1539	71	86.73453082
Mm_M	Mous	M		mouse_	49021	4902	4642	94.6968	406046	
G_1	e	G	1	MG	199	1198	1534	5747	14	87.46934989
Mm_M	Mous	M		mouse_	75809	7580	7118	93.9028	624620	
G_2	e	G	2	MG	913	9910	7697	908	58	87.74277106
Mm_M	Mous	M		mouse_	40308	4030	3773	93.6209	329904	
G_3	e	G	3	MG	192	8191	6900	2186	44	87.42224189
Mm_N	Mous			mouse_	89383	8938	8351	93.4376	727122	
P_1	e	NP	1	NP	559	3554	7929	9101	48	87.06184273
Mm_N	Mous			mouse_	32567	3256	3100	95.2117	271311	
P_2	e	NP	2	NP	324	7323	7922	618	30	87.49741437
Mm_N	Mous			mouse_	52961	5296	4964	93.7449	435884	
P_3	e	NP	3	NP	678	1677	8919	9036	07	87.79326495
Oc_LG_	Rabbi			rabbit_L	46222	4617	3974	86.0747	205303	
1	t	LG	1	G	920	1097	1651	3849	67	51.65957247
Oc_LG_	Rabbi			rabbit_L	67133	6701	5776	86.1919	291375	
2	t	LG	2	G	148	9698	5575	3569	15	50.44096765
Oc_LG_	Rabbi			rabbit_L	42228	4219	3641	86.3091	176763	
3	t	LG	3	G	095	6747	9642	2236	74	48.53527665
Oc_MG	Rabbi	M		rabbit_	38263	3811	3298	86.5389	172896	
_1	t	G	1	MG	569	8535	7373	3178	20	52.41284294
Oc_MG	Rabbi	M		rabbit_	50386	5019	4354	86.7517	237962	
_2	t	G	2	MG	895	6035	5916	0459	29	54.64629335
Oc_MG	Rabbi	M		rabbit_	33738	3373	2974	88.1494	137923	
_3	t	G	3	MG	960	8957	0721	9733	05	46.37515345
Oc_NP	Rabbi			rabbit_	43116	4297	3710	86.3445	188400	
_1	t	NP	1	NP	639	5763	7245	8683	43	50.77187218
Oc_NP	Rabbi			rabbit_	49937	4975	4282	86.0770	200021	
_2	t	NP	2	NP	933	6522	8961	795	99	46.70250815
Oc_NP	Rabbi			rabbit_	47543	4737	4120	86.9846	184508	
_3	t	NP	3	NP	944	1272	5713	0324	08	44.77730552

stage: NP (non-pregnant), MG (mid-gestation), LG (late-gestation)

total_reads: total number of reads sequenced

reads_kept: reads used by tophat2 after removing low quality reads

aligned: number of reads that uniquely aligned to the genome

aligned_percent: percentage of reads_kept that uniquely aligned to the genome

single_feature: number of reads that were mapped uniquely to a gene feature by HTseq_count

single_feature_percent_of_aligned: percentage of aligned reads that were uniquely mapped to a gene feature by Htseq_count

inclusion: included or excluded from data analysis

Supplementary Figure 1: increase of histone 3 acetylation from day 16 to day 19 TNL as assessed by Western Blotting with an antibody for H3K27ac compared to actin loading control.

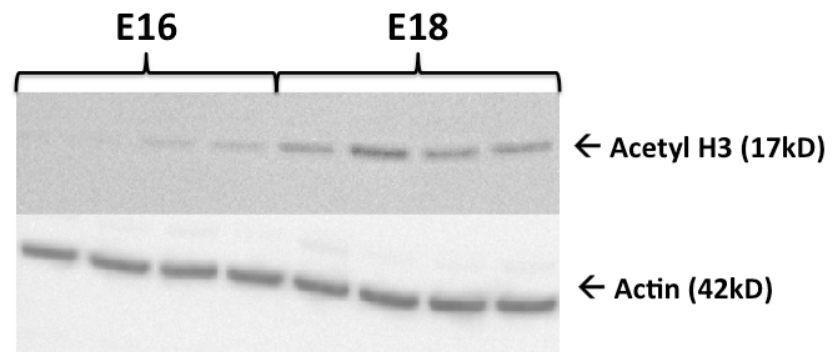

Suppl. Figure 1

Supplementary Figure 2: immuno-histochemical localization of NCOA2 protein in the uterine part of the cervical stroma on day 19pc of the mouse. Note the contrast to the level of staining in the vaginal portion of the cervix as shown in Figure 5.

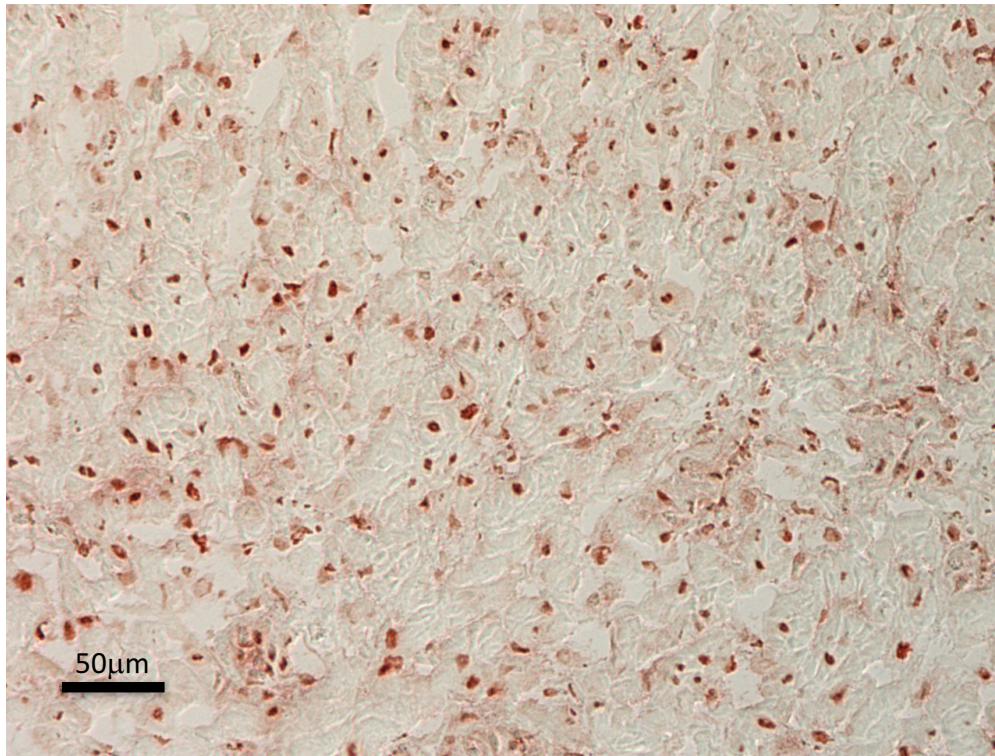

Suppl. Figure 2

Suppl. Figure 3: percent reads aligned

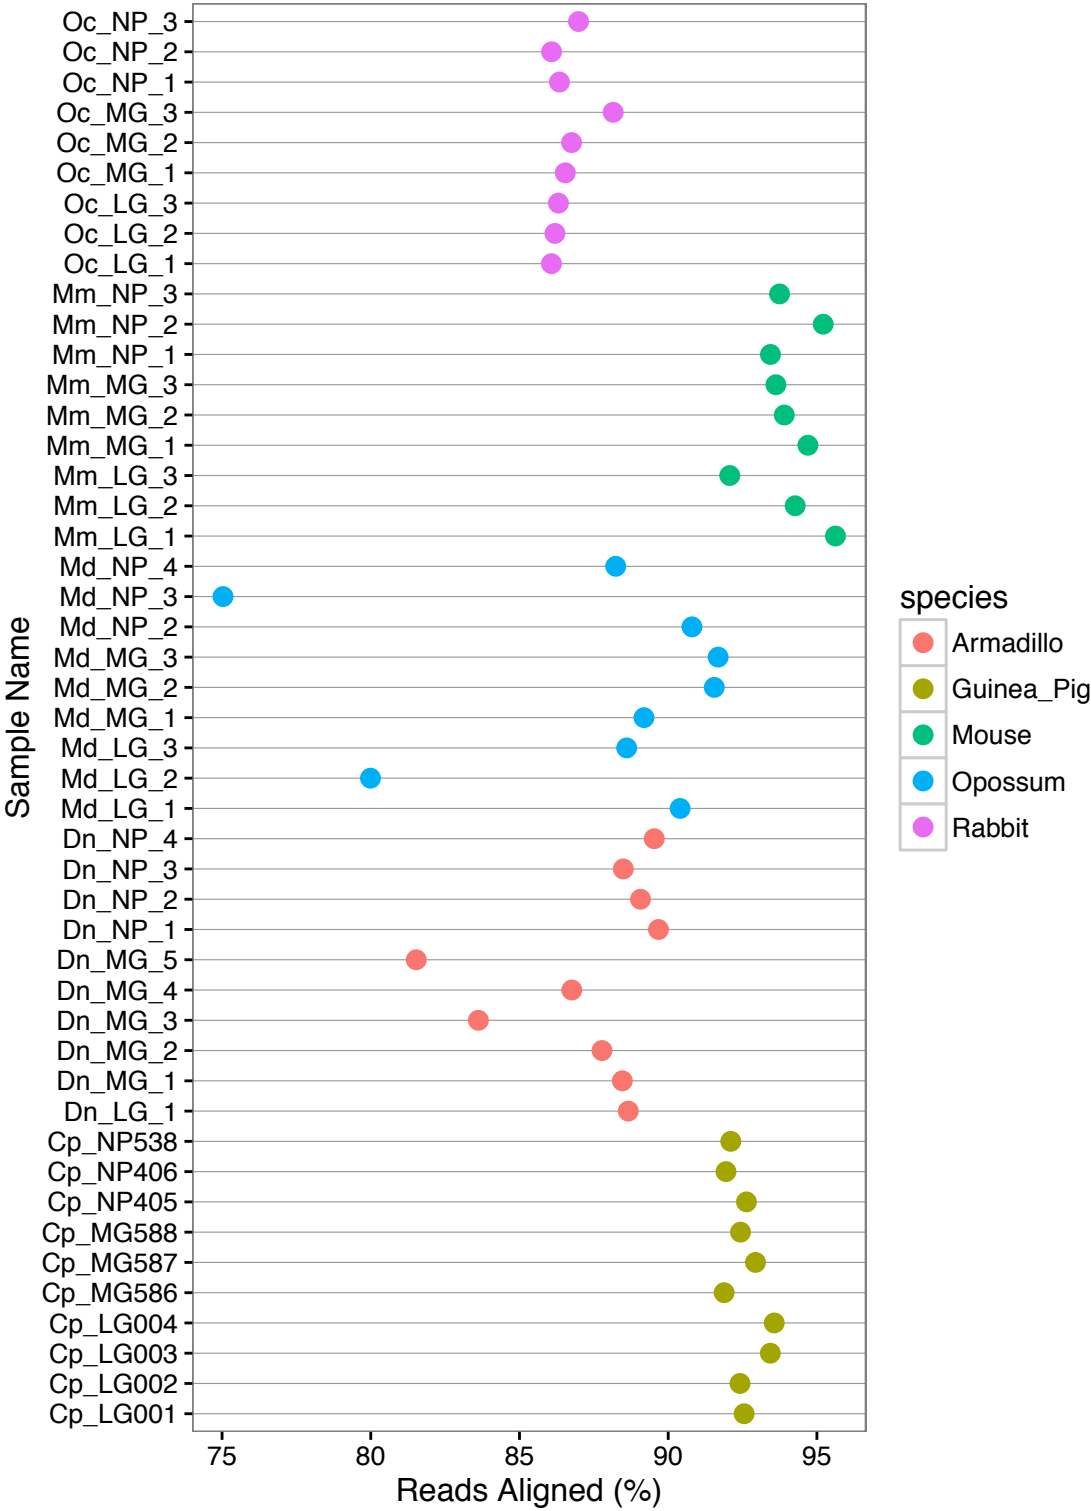

Suppl. Figure 2: percent unique mapped reads

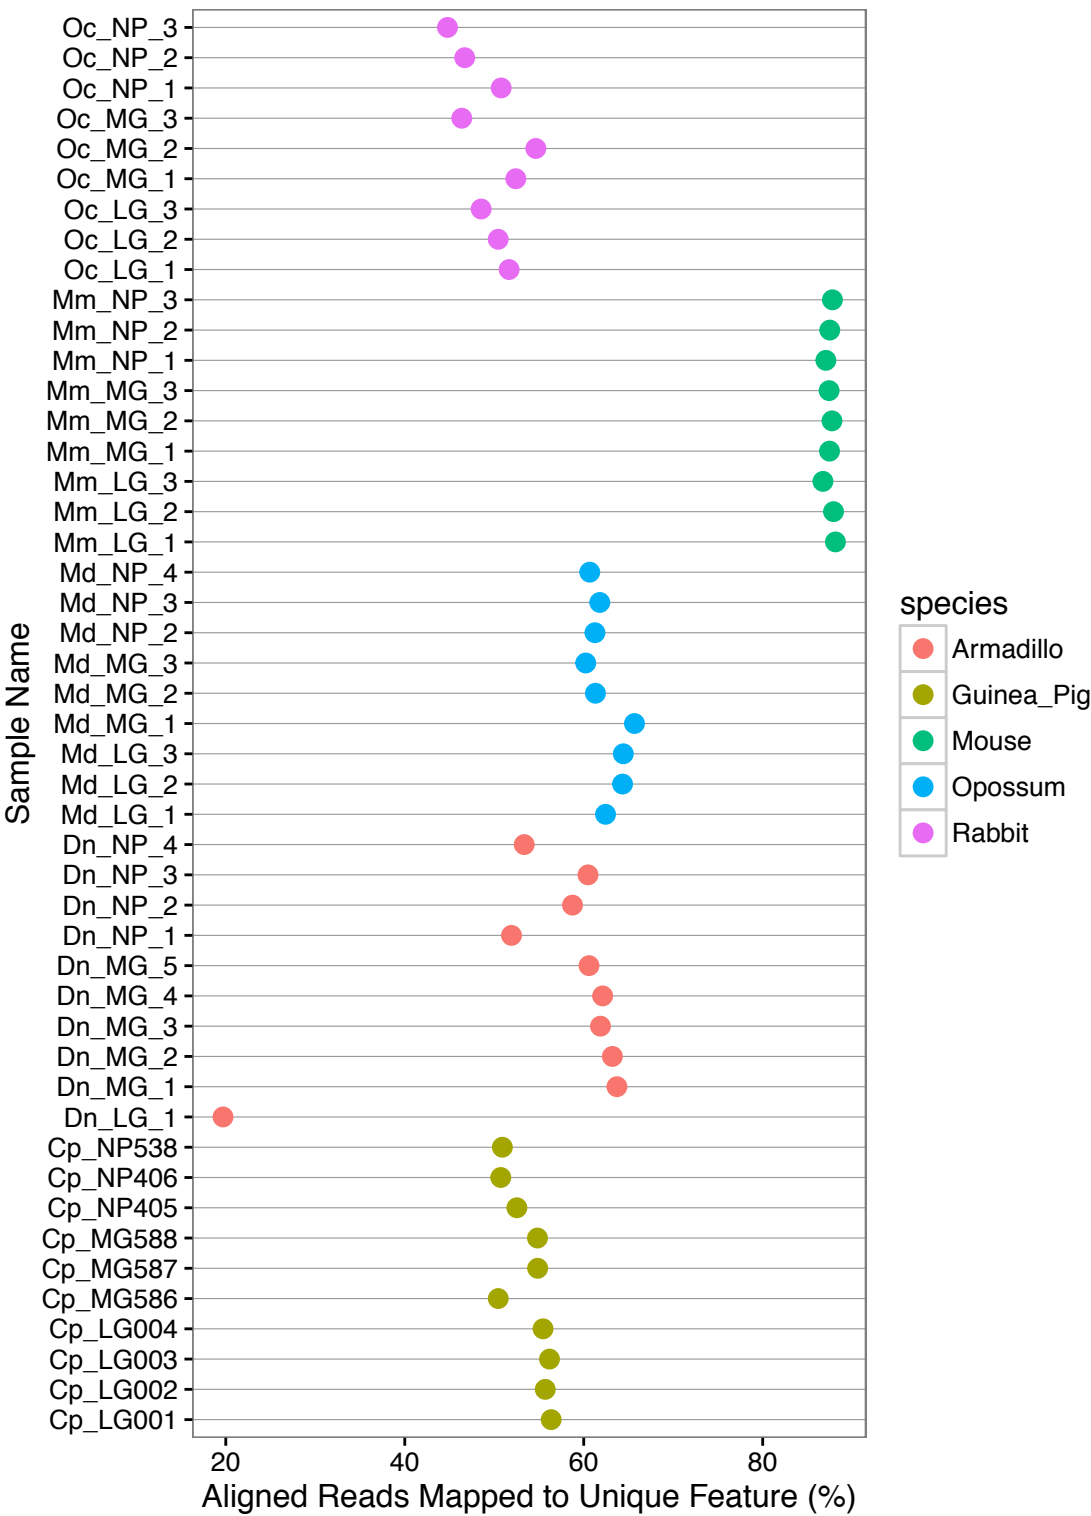

**Supplement:** Supplementary file 2 — Suppementary Information

How the deposited data were processed for this re-analysis (not part of the article)

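RNA of the vaginal portion of the cervix was sequenced by the authors from non-pregnant (NP), mid-gestation (MG) and late gestation (LG) opossum, armadillo, rabbit and mouse. The sample records name polyadenylated RNA, and the methods of the paper strand-specific single reads, aligned with TopHat2 (version not stated) and counted per Ensembl gene with HTSeq-count v0.5.4p1. The deposited tables of the authors hold, for each gene, an identifier, a symbol, a feature length in bases and the count of reads in each library. The values are whole-number counts that were not normalized. How the feature lengths were made is not stated. The tables hold 23899 genes of opossum, 30195 of armadillo, 23394 of rabbit and 37315 of mouse, 0 columns of values could not be assigned to a sample, and 0 genes lack an identifier.

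Library totals ranged from 16159484 to 36972686 counted reads in opossum, 11241900 to 27248775 in armadillo, 13792305 to 29137515 in rabbit and 32990444 to 62462058 in mouse, with a mean of 28133771 over 34 libraries. The armadillo columns for NP samples 3 and 4 are identical in every gene and carry the same animal number, so 1 was kept, as NP library 3. Its total, 24286121, is the total that the paper's supplementary table of reads gives for NP sample 4. The total of mouse NP library 2, 61542617, is far larger than the one in that table. The totals of armadillo NP library 2, NP library 3 and MG library 2, and rabbit NP library 1 differ from it slightly. All columns were used as given. Guinea pig, the western blots and the immunohistochemistry are not analysed here. Genes were matched by symbol, or by the Ensembl identifiers of the paper's gene tree for AKR1C, and a gene without the symbol was left out. The prostaglandin reductase names beginning with PGER were not found by symbol. Mouse positions are those of GRCm38, with 66 of 66 identifiers found.

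Counts were tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3): TMM normalization, filterByExpr by stage, a quasi-likelihood fit of all stages of a species (armadillo: NP and MG) and Benjamini-Hochberg adjustment over the genes tested, called at an adjusted p under 0.05. Log2 fold changes come with the standard error of the fit, and all tests are 2-sided. A test of both stage terms served the genes that the paper tests over the stages, beside a Kruskal-Wallis test, exact over all arrangements, that was added after the data were seen and is given for SRD5A1, HSD17B1 and RXFP1. The difference between opossum and the mean of rabbit and mouse in the change from MG to LG was tested as an interaction over genes with a symbol once in each of the 3 tables (10449 symbols, 9865 tested). TPM were computed as counts over feature length and scaled over 6576 genes with a symbol once in all 4 tables, which hold 36.9 to 40.8 percent of the counts (medians by species). Correlations of mouse libraries used square root TPM. Gene lists (24, of at least 3 tested genes) were tested with camera at a preset correlation of 0.01, adjusted over the lists of a comparison. Zero-count folds take 3 counts per library as the floor. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used for the rest.

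The alternatives were RLE normalization, DESeq2 1.42.0, no filter on low counts, the 2 compared stages alone (armadillo: all 3 stages), the replicate number as a block, each library left out in turn, camera with an estimated correlation, fry, TPM over all genes or without the 10 most abundant genes in the denominator, log2(TPM + 1), and the one-way test of square root TPM that the paper describes. The procedure was tested on simulated counts with known changes of 1.5, 2 and 4 fold in 200 genes, and on other splits of the samples where each group holds at least 3. Genes are named by rule: every gene the paper names, for each comparison the 10 higher and 10 lower genes with the largest log2 change among those with an adjusted p under 0.05, a symbol, TPM that do not overlap between the groups and a mean of at least 10 TPM in the higher group, members of the lists as examples, and the members of the coactivator list for the difference between species. Genes of the interaction outside that rule were named after their values were seen.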

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

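Of the tests below, that of the skeletal muscle genes was chosen only after the result was seen.

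Within the 5 armadillo MG libraries, 19 sets of values were tested for 1 library far from the others, by the gap to the nearest as a share of the range (limit 0.71), and chance gives such a gap in about 1 of 20 sets. NCOA1 (ENSDNOG00000009924) read 85.5 TPM in MG library 5, against 77.3 in the nearest and 74.7 in the lowest library, a share of 0.754. The AKR1C genes ENSDNOG00000042971 and ENSDNOG00000046447 read 0.153 TPM in MG library 3 against 0 in the others (share 1.0) and 0.692 TPM in MG library 4 against 0.101 in the nearest (share 0.854), both near the floor of detection.

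The change from MG to LG differed between opossum and the mean of rabbit and mouse, by a test of the difference, in 5 genes outside those the paper discusses. PLA1A differed by -3.26 (log2), with changes of 0.13 in opossum, 6.17 in rabbit and 0.57 in mouse. ARG1 differed by -5.74 (-2.25, 5.77 and 1.33), ACADL by -1.19 (-0.87, 0.44 and 0.19) and F13A1 by -2.20 (-0.97, 1.35 and 1.09). AQP4 differed by 6.72, with 5.65 in opossum and -0.92 in mouse, and was not tested in rabbit alone. The largest single contribution to PLA1A and ARG1 is the rise in rabbit. No explanation was tested for these.

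Transcripts of fat cells stood in all 3 mouse LG libraries and near 0 in the others, in genes the paper does not report: CFD rose by 6.95 (log2), CIDEC by 6.75 and ADIPOQ by 6.50 from MG to LG, CFD to 119 TPM. Of 10 fat cell genes seen first, 8 were called, with a median change of 5.575. Of 18 further fat cell genes listed before their values were seen, 4 rose (PNPLA3, SLC7A10, MRAP and CYP2E1), 16 had a positive change and the median was 0.43 (quartiles 0.345 and 2.37). That median lies between the 0.5 expected of fat tissue and the 0.1 expected without it. Several of these genes are abundant in every mouse library, such as FASN at 721 TPM in MG, where a small share of fat would not show, so fat tissue in the LG samples cannot be told apart from a change within the cervix. More of the surrounding tissues taken along at LG stays open as well: 11 skeletal muscle genes had a median change of 0.52 with 0 called (quartiles 0.0882 and 0.8291), between the 1 expected and the 0.3 of its absence. Gestational stage itself stays open, as untested. In the fit of fewer libraries the calls of CIDEC (adjusted p = 0.081 and 0.072 without MG library 1 and 3) and ADIPOQ (0.081 without MG library 1) were lost.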

How the results depend on the processing

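Among the tests below, the 4-table gene set, the lists without NCOA1, NCOA2 and CREBBP and without NCOA3 as well and the rank tests were chosen after seeing the data. The cause of the changes was not tested except where fewer libraries leave less information. Of 135 recomputed counts of called genes 74 lay within 1.5 times the first value, 44 below and 17 above, and RLE normalization left all 11 within it. DESeq2 called 2278 genes from NP to MG in opossum (edgeR 196), 22 from MG to LG (0), 2418 over the stages (131), 2450 from NP to MG in rabbit (853), 970 from MG to LG (86), 4482 over the stages (2170), 2039 from MG to LG in mouse (440) and 79 for the species difference (5). With the replicate number as a block, opossum had 0 from NP to MG and 0 over the stages, rabbit 15 and mouse 123 from MG to LG. The numbers do not pair the samples, and not every sample correlates best with its own number. With the 2 stages alone the counts were 0 (opossum NP to MG), 290 and 22 (rabbit, both steps) and 85 (mouse, MG to LG). Without a filter opossum had 320 over the stages. Leaving out 1 library gave 25 to 1600 (opossum NP to MG), 0 to 14 (MG to LG, 14 without MG library 3), 7 to 1126 (over the stages), 227 to 1463 (rabbit NP to MG), 1 to 22 (MG to LG), 655 to 2385 (over the stages), 4074 to 5648 (mouse NP to MG), 2 to 4994 (MG to LG), 4878 to 11900 (over the stages), and 2 to 34 for the species difference. Where an arm keeps 1 library, it is assumed to vary like the other groups. Over genes named once in all 4 tables the species difference had 1 gene and camera gave 0.16 for the coactivator list (0.0026 before). Over genes named once in opossum, rabbit and mouse, camera gave 0.091 for the list without NCOA1, NCOA2 and CREBBP and 0.12 without NCOA3 as well.

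For genes the paper tests over the stages the adjusted p changed side as follows. DESeq2 gave 0.0075 for rabbit NCOA1, 0.047 for rabbit CREBBP, 0.028 for mouse NCOA1, 5.8e-05 for opossum RXFP1 and 0.0011 for PTGER4. The one-way test of square root TPM, unadjusted, gave 0.092 for mouse SRD5A1, 0.0033 for rabbit NCOA1, 0.021 for rabbit CREBBP, 0.0018 for mouse NCOA1, 0.0029 for RXFP1 and 0.0086 for PTGER4. The exact rank test gave 0.025 for RXFP1. Mouse NCOA1 had 0.044 with RLE and 0.036 with the block. Leaving out 1 library gave 0.033 (MG library 3) to 0.18 (LG library 2) for rabbit NCOA1, 0.017 (NP library 3) to 0.079 (LG library 2), with 0.060 without LG library 3, for rabbit NCOA2, 0.011 (LG library 1) to 0.13 (NP library 3) for mouse NCOA1, 4.5e-04 (LG library 1) and otherwise 0.055 to 0.089 for mouse NCOA2, and 0.034 (NP library 4) to 0.21 (NP library 3) for RXFP1. The correlation of NP with pregnant mouse libraries moved from 0.921 to 0.96 with log2(TPM + 1) and 0.945 with all genes.

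Of 166 list results the 45 called ones all lost the call with an estimated correlation, and of 2135 recomputed values 1932 kept direction and side, 135 lost the call and 65 gained one. The direction turned, with a call on at least 1 side, in 3: the mucous list of opossum from NP to MG without MG library 1 (adjusted p = 0.79, down to 3.0e-08 without MG library 3) and from MG to LG without MG library 3 (0.0021, with 1.1e-07 without MG library 1 and up to 0.60 without LG library 3), and the ribosomal list of rabbit from MG to LG without MG library 3 (0.043, up to 0.97 without LG library 2). Among the 1932 that stayed on their side the sign changed in 100 uncalled cases. Of 1320 values for genes named by rank 993 stayed called and 327 did not, of 753 for list members 664 stayed on their side, 77 lost the call and 12 gained it, and of 1288 for genes the paper names 1210, 25 and 53. RLE normalization and DESeq2 lost none of the genes named by rank. Of 937 TPM levels 272 moved by over 1 SD, 176 of them with all genes and 96 without the 10 most abundant genes in the denominator.

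In simulated counts at the depth and the number of libraries used, the share of 2-fold changes recovered was 5.97 percent from NP to MG in opossum, 0 from MG to LG, 31.3 in armadillo, 20.9 and 25.4 in rabbit and 52.2 and 74.6 in mouse, and of 4-fold changes 45.5, 39.4, 81.8, 75.8, 72.7, 84.8 and 92.4 percent. Of 1.5-fold changes 0 to 35.8 percent were recovered.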

Differences from the paper's values

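Levels in TPM are on a larger scale here than in the paper: over the values that can be paired, the level here divided by the paper's is 2.599 to 2.79 in opossum, 2.46 to 2.80 in mouse and 3.55 to 3.72 for rabbit AKR1C. For each pair below the level scaled over all genes lies within 1 SD or 1.5 times of the paper's, and that without the 10 most abundant genes does not. Both settings were set before the data were examined. The highest mouse LG library read 755 TPM for SRD5A1, the paper's 300 (all genes 272, without the top genes 984). Rabbit ENSOCUG00000021938 read 670 and 816 TPM as lowest and highest stage mean, the paper's 180 and 230 (all genes 186 and 231, without the top genes 745 and 891). Mouse AKR1C18 read 25.9 TPM in MG and 42.0 in LG, the paper's 10 and 15 (all genes 10.0 and 15.1, without the top genes 37.5 and 57.4). Opossum PGR read 1083 TPM, the paper's 400 (all genes 322, without the top genes 1226). Opossum RXFP1 read 121, 650 and 540 TPM in NP, MG and LG, the paper's 45, 250 and 205 (all genes 35.6, 197 and 160, without the top genes 142, 720 and 601). Opossum PTGER4 read 207 and 410 TPM in NP and MG, the paper's 74 and 150 (all genes 57.2 and 124, without the top genes 242 and 454).

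The p-values compared here are those the paper gives for one-way tests, without adjustment, and a one-way test of square root TPM was run on the same genes. In units of 0.0001 NCOA1 in rabbit gave 33.46, the paper's 9.92 (all genes 2.243 and without the top genes 27.47, both still different). In units of 0.001 NCOA1 in mouse gave 1.838, the paper's 3.4 (all genes 4.165, within 1.5 times the paper's, and without the top genes 7.065, not). In units of 0.01 CREBBP in rabbit gave 2.111, the paper's 1.4 (without the top genes 1.595, within, and all genes 0.88, not). Opossum RXFP1 gave 0.0029, the paper's 0.011 (all genes 0.0038 and without the top genes 0.0034, both still different), and opossum PTGER4, in units of 0.001, 8.58, the paper's 3 (all genes 5.23 and without the top genes 10.12, both still different). In a fit of counts adjusted over all genes, NCOA1 in rabbit and mouse, CREBBP in rabbit and RXFP1 and PTGER4 in opossum are not called (adjusted p = 0.051, 0.061, 0.10, 0.071 and 0.083), and DESeq2, an alternative set before the data were examined, calls all of them. RLE normalization and the replicate block also call mouse NCOA1, and leaving out rabbit MG library 3, mouse LG library 1 or opossum NP library 4 calls rabbit NCOA1, mouse NCOA1 and RXFP1.

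The paper states that HSD17B2 stays under its threshold of 1 TPM in each sample. Opossum LG libraries read 1.75, 3.27 and 8.70 TPM here, with a mean of 1.34 scaled over all genes. It states that CYP1A1 was not mapped. The tables hold a gene of that symbol in armadillo, rabbit and mouse, with up to 11.9 TPM in a rabbit LG library. It gives KLF9 at or above 40 TPM in all species, on its own scale. On the scale used here a pair of opossum NP libraries, at 33.0 and 19.8 TPM, lie below that. Scaled over all genes, the lowest stage means are 23.2 TPM in opossum, 27.6 in armadillo, 29.9 in rabbit and 19.9 in mouse, and the highest 44.1, 41.4, 48.1 and 27.1. Its discussion gives a larger rise of opossum RXFP1 in gestation than the 5.35-fold ratio of MG over NP means found here, while the levels of 45 and 250 TPM in its results have a ratio close to that. It names a change in rabbit HSD17B1 towards LG. Over the stages it is called here too, while the step from MG to LG is not in edgeR (adjusted p = 0.10) and is with DESeq2 (0.0040). It gives opossum AKR1C as not modulated between MG and LG. No change is called here either, at an LG over MG ratio of 0.717 where its Fig. 3B shows about 1. For mouse AKR1C18 it states an increase from MG to LG, and the change here is 0.63 (log2, adjusted p = 0.11, called by no setting but in the same direction). For mouse KLF9 it states a decrease, called here over the stages and, from MG to LG, with RLE normalization, DESeq2 and without LG library 1 or 2, but not in the first fit (adjusted p = 0.054). It counts a decrease of coactivators towards term among eutherians as broadly shared. In the 1 armadillo LG library NCOA1, NCOA3 and CREBBP stand above their MG means, as its Fig. 4 also shows for NCOA1 and CREBBP. That library has the fewest counts of the species (11241900) over the most genes (21478). The paper's supplementary table gives it the most reads sequenced of the species and the smallest share of aligned reads on genes.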

Other observations

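Of the tests below, those of the mouse coactivator ratios and of the squamous markers and library size of mouse LG library 1 were chosen only after the result was seen.

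In armadillo, transcripts of cell division and of collagen rose from NP to MG. The paper took NP animals in May and MG animals in January, so that season and pregnancy are not separated. Between these stages (n = 3 and 5) the mitotic kinase AURKB (ENSDNOG00000007434) rose from 4.46 ± 2.12 to 41.6 ± 3.26 TPM (log2 3.70 ± 0.33 SE, adjusted p = 1.3e-04), COL1A2 from 4461 ± 1457 to 23050 ± 9515 TPM, elastin (ELN) from 220 ± 71.0 to 846 ± 198 TPM, and the prostaglandin synthase PTGS2 from 42.6 ± 17.1 to 172 ± 86.2 TPM (adjusted p = 0.0041), while the prostaglandin receptor PTGER3 fell from 13.0 ± 9.06 to 0.977 ± 0.535 TPM and the cadherin CDHR3 fell by 6.74 (log2). In all 3130 genes rose and 3219 fell of 15799, against at most 15 in the 55 other splits of the samples, which argues against chance. Cell cycle genes rose in 14 of 16 cases, 14 adjusted over the list alone (median 1.297, camera adjusted p = 1.4e-07, adjusted p = 0.34 with an estimated correlation), and collagen processing in 12 of 16, 13 adjusted over the list alone (median 1.12, 3.2e-05 and adjusted p = 0.34). The lists not called had adjusted p of 0.066 to 0.94, among them prostaglandin genes (6 higher and 1 lower of 15), matrix proteases (7 and 1 of 19) and deacetylases (2 and 5 of 13), and the median and mean differ in sign for the squamous and steroid synthesis lists.

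In rabbit from NP to MG (n = 3 and 3) the receptor chaperone FKBP5 (ENSOCUG00000005513) rose from 7.73 ± 3.28 to 645 ± 58.2 TPM (log2 6.41 ± 0.33 SE, adjusted p = 8.1e-05), the transcription factor ZBTB16 from 20.0 ± 4.81 to 168 ± 13.7 TPM, and the Wnt inhibitor DKK1 from 1.78 to 165 TPM. The estrogen sulfotransferase SULT1E1 rose at least 42.2-fold, from 0 in all NP libraries, and TAF7L at least 370-fold, while the anion transporter SLC26A4 fell from 115 ± 84.8 to 0.871 ± 0.689 TPM. In all 502 genes rose and 351 fell of 14126, with 2450 by DESeq2, 290 in a fit of NP and MG alone and 227 and 1463 without NP library 2 and MG library 1. Lists called were smooth muscle (median 1.65, 10 adjusted over the list alone, camera adjusted p = 1.1e-05), erythroid (3.59, 0.0019), collagen processing (0.50, 0.017, but 0.053 without NP library 3), steroid synthesis (0.69, 0.029, but 0.063, 0.053 and 0.14 without NP library 2, NP library 3 and MG library 1) and progesterone response (0.48, 4 higher and 2 lower of 16, 0.046, but 0.055 to 0.27 without NP library 1 or 3 or MG library 1 or 2, and 0.070 without a filter). With an estimated correlation these have an adjusted p = 0.69 or 0.73. The other lists had 0.066 to 0.92, and the median and mean differ in sign for the paper's steroid genes, the steroid receptors and the cell cycle list.

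Later in rabbit pregnancy, from MG to LG, the further lists called were erythroid (median -2.40, camera adjusted p = 0.0035, adjusted p = 0.37 with an estimated correlation), mucous epithelium (-0.54, 0.0048 and adjusted p = 0.37, but 0.054 without LG library 1), collagen processing (0.40, 0.0066), proteoglycans (0.55, 0.0069) and prostaglandin genes (0.47, 0.029), the last 3 with an adjusted p = 0.75 with an estimated correlation. Without MG library 1 or LG library 1 collagen processing had 0.087 or 0.087 and proteoglycans 0.087 or 0.088, and without MG library 3 or LG library 1 prostaglandin genes had 0.27 or 0.088. The rest had 0.11 to 0.99, with median and mean of opposite sign for the paper's steroid genes, the deacetylases and the endothelial list. By fry, which tests whether a list moves 1 way on balance, 1 list was called here, 3 from NP to MG in rabbit, 3 in opossum, 12 in armadillo and 7 in mouse, and 0 from MG to LG in opossum and mouse.

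In opossum from NP to MG, the lists that camera did not call had an adjusted p of 0.11 to 0.98, with median and mean of opposite sign for the deacetylase, steroid synthesis and progesterone response lists. Between MG and LG erythroid genes were lower as well (median -1.37, 0.0034, adjusted p = 0.81 with an estimated correlation, 0.10 with a replicate block and 0.31 without MG library 1). The others had 0.15 to 0.82, with opposite signs for coactivators and steroid receptors.

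In mouse from NP to MG the further lists called were ribosomal (median 0.45, 21 of 30 higher, camera adjusted p = 8.4e-05) and steroid synthesis genes (0.57, 9 higher and 1 lower of 17, 0.043), both higher, and cell cycle (-0.55, 11 of 22 lower, 0.030), relaxin and oxytocin (-1.07, 6 of 8 lower, 0.032), matrix protease (-0.66, 13 lower and 4 higher of 27, 0.036) and endothelial genes (-0.23, 5 lower and 1 higher of 14, 0.048), lower. With an estimated correlation steroid synthesis and relaxin genes had an adjusted p = 0.32 and the others adjusted p = 0.80. Without NP library 3 the cell cycle list had 0.16. Steroid synthesis had 0.056, 0.050 and 0.052 without NP library 2, NP library 3 and MG library 2 and proteases 0.069 without NP library 2. Endothelial genes had 0.050 to 0.079 without either NP library or MG library 1 or 2. The squamous list was not called (median -0.995, 0.062), and the rest ranged up to 0.70, with opposite signs of median and mean for the deacetylase, leukocyte and immediate early lists.

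Between MG and LG in mouse the cell cycle list (median -0.20, camera adjusted p = 0.0068) and the paper's steroid genes (-0.26, 0.043) were lower, and ribosomal (0.16, 0.011) and smooth muscle genes (0.62, 0.025) higher, all with an adjusted p = 0.71 with an estimated correlation. The paper reports its genes from these samples, so that its list is not independent evidence. Without MG library 1 these lists had 0.055, 0.059, 0.059 and 0.083, and without LG library 3 0.086, 0.090, 0.50 and 0.086. Without LG library 2 cell cycle and smooth muscle had 0.10 and 0.55, and without LG library 1 the steroid genes 0.12. The rest had 0.084 to 0.81, with opposite signs for the mucous, collagen processing, estrogen response, proteoglycan and relaxin lists. Erythroid genes were too few to test.

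On the TPM scale coactivator levels fell from NP to MG in mouse and armadillo, and from MG to LG in rabbit, and 1 question is whether a few abundant genes, such as collagens, take up the total. With the 10 most abundant genes left out of the denominator the median ratio of MG over NP in mouse went from 0.689 to 0.856 (quartiles 0.781 and 0.965, 13 of 17 below 1). Part of the mouse difference thus goes with such a shift, and this ratio alone does not settle the rest. On the TMM scale, against which TPM are shifted by -0.45 (log2) in this step, mouse NCOA1, NCOA2, NCOA3 and CREBBP changed by -0.03, 0.08, 0.19 and -0.22. None of these was called (edgeR adjusted p = 0.19 to 0.84), so that these genes show little of the fall seen in TPM. In armadillo the median ratio went from 0.530 to 0.594 (quartiles 0.443 and 0.706, all 15 below 1) and for LG over MG in rabbit from 0.691 to 0.700 (quartiles 0.675 and 0.865, all 18 below 1). Both lie under the 0.9 that such a shift would give, which argues against the 10 most abundant genes as the whole cause there. Against the TMM scale, TPM are shifted by -0.48 (log2) in the armadillo step and by -0.14 in the rabbit step. On the TMM scale the list medians were -0.44 and -0.40. Part of the fall in TPM thus goes with the scale, more so in armadillo than in rabbit. Gestational stage stays open, as untested.

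SRD5A1 read 755 TPM in mouse LG library 1 and 379 and 369 in the others. The total of library 1, 45877140, lies within the range of the other mouse libraries, which argues against library size. Its squamous markers had a median log2 ratio of 0.84 over libraries 2 and 3 (quartiles 0.548 and 1.05, 19 of 21 higher), while collagens (-0.59), smooth muscle (-1.06), leukocyte (-0.46) and endothelial markers (-0.38) were lower, so that a larger share of squamous epithelium is a candidate explanation. Mucous and glandular markers, at 0.42 (quartiles 0.0243 and 0.632, 18 of 23 higher), lie between the 0.5 expected of a larger glandular share and the 0.2 of its absence, and leave that open. A difference between the animals in the time to labor stays open, as untested.

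In rabbit 2170 genes changed over the stages, against at most 1536 in 99 other splits drawn at random. Of the 100 splits only the real 1 reached its count (share 0.01), which makes chance unlikely without excluding it. The count was 1356, 889 and 944 without NP library 1, 2 and 3 and 1117, 655 and 1057 without LG library 1, 2 and 3, and 4482 with DESeq2. With 3 against 3 libraries the splits are too few for a share under 0.05: 853 genes from NP to MG in rabbit against 0 in the highest other split, 86 from MG to LG against 36, and 440 from MG to LG in mouse against 0. In each of these 1 split, the real one, reached the count. Across 5395 genes named in both species the changes from MG to LG of rabbit and mouse had a rank correlation of 0.29, with 4 genes lower in both (0.441 expected), 0 higher in both and 2 opposite. For opossum it was 0.09 with rabbit and 0.02 with mouse. Genes are not independent replicates. Beyond the stage means, libraries of the same number correlated above 0.1 in 4 of 9 rabbit pairs, 1 of 7 in mouse, 1 of 3 in armadillo and 0 of 5 in opossum.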
